# Notch signaling blockade links transcriptome heterogeneity in quiescent neural stem cells with reactivation routes and potential

**DOI:** 10.1126/sciadv.adu3189

**Published:** 2025-08-27

**Authors:** David Morizet, Isabelle Foucher, Ilona Mignerey, Alessandro Alunni, Laure Bally-Cuif

## Abstract

In the vertebrate brain, neural stem cell (NSC) quiescence is necessary for stemness maintenance. Using single-cell RNA sequencing (scRNAseq) in the zebrafish adult telencephalon, we identified different molecular clusters of quiescent NSCs, interpreted to sign different quiescence depths. Here, we show that these clusters, when challenged in vivo with an inhibitor of Notch signaling, a major quiescence promoting pathway, unfold different behaviors. Notably, deeply quiescent NSCs with astrocytic features display a unique activation phenotype that combines the maintenance of astrocytic markers with the rapid up-regulation of activation and neuronal commitment genes, reminiscent to murine periventricular astrocytes activating upon lesion. In contrast, an NSC cluster predicted to be in the deepest quiescence state resists Notch blockade, and we demonstrate that the transcription factor Nr2f1b mediates this resistance to activation in vivo. These results together link the molecular heterogeneity of quiescent NSCs with bona fide biological properties and their molecular regulators.

## INTRODUCTION

Somatic stem cells (SCs) reside in many tissues where they maintain homeostasis and can be a source of adaptability. In tissues with little turnover such as muscles and the nervous system, SCs reside in a quiescent state, only dividing infrequently. Interfering with quiescence maintenance leads to increased production of progeny cells but ultimately results in SC exhaustion (*1*), suggesting that stemness goes hand in hand with quiescence. At the same time, a certain level of basal SC activity must be maintained to support the needs of the tissue.

Understanding how quiescence is modulated to ensure SC maintenance and activity remains a key unresolved issue. Current evidence points to two possibly intertwined mechanisms accounting for dynamic SC maintenance overall: the involvement of several SC subpopulations with distinct properties and in particular different quiescence durations, or the transitioning of individual SC through changing quiescence depths that control their propensity for activation. Live imaging and clonal analyses of adult neural SCs (NSCs) in the hippocampus identified subpopulations differing in their self-renewal ability and quiescence depth (*2*, *3*). Moreover, adult NSCs that have divided once display an increased probability of dividing again, and a decreased probability of being maintained (*1*). Thus, a model was proposed distinguishing dormant NSCs, which have never divided after being established, and resting NSCs, which have divided at least once and returned to quiescence. Last, latent NSCs have also been described to refer to cells that normally do not proliferate nor generate neuronal progeny but can be induced to do so in a regenerative context (*4*). This diversity of function and/or potential among quiescent NSCs (qNSCs) is an evolutionarily conserved feature. In the zebrafish adult pallium, clonal analyses and intravital imaging also suggest that two subpopulations of qNSCs with different outputs are present, displaying different quiescence durations and hierarchically organized (*5*, *6*). Moreover, quiescence depth appears to be a dynamic property. For example, the expression of some markers by qNSCs is correlated with time spent in quiescence since their last division, and qNSCs re-enter the cell cycle with different delays upon blockade of Notch signaling, a major quiescence-promoting pathway (*7*). Thus, quiescence heterogeneity among qNSCs at any given time can reflect distinct sublineages or trajectory positions. To date, the molecular and functional correlates of these differences are poorly characterized.

Recently, single-cell RNA sequencing (scRNAseq) has been used to characterize neurogenic niches in mouse (*2*, *8*–*15*). These studies have successfully identified transcriptional differences linked to regionalization and apparent continuums from deep quiescence to activation. However, so far, it has proven challenging to exploit these scRNAseq data to identify subpopulations of qNSCs intermingled in the same progenitor domain and associated with distinct quiescence depths. Moreover, the slow kinetics of qNSCs, which can remain quiescent for weeks, do not lend themselves to methods for trajectory reconstruction such as RNA velocity, which perform best at inferring dynamics on the scale of hours. Using scRNAseq, we also recently described molecularly distinct qNSC clusters predicted to reside in different quiescence states in the zebrafish dorsal pallium (*16*). Our reanalysis of other published datasets including zebrafish telencephalic NSCs (*17*–*20*), with validations of gene expression in situ and comparisons across vertebrate species, supported our partition of qNSCs. Here, we aimed to establish the significance of this scRNAseq-based categorization in terms of qNSC properties, by directly probing the putative distinct quiescence depths taken by qNSCs, as defined by their propensity to reactivate upon release of quiescence-promoting cues, and their pathways to activation.

To do so, we experimentally nudged cells toward a more activated state and exploited the comparison between physiological and “activation-oriented” scRNAseq data. The Notch pathway plays a role in the establishment (*21*), maintenance (*22*, *23*), and molecular control of adult neurogenesis (*7*, *24*, *25*). Upon inhibition of Notch signaling, NSCs in the zebrafish telencephalon (*7*) and the murine hippocampus (*26*) or subependymal zone (SEZ) (*25*) quickly enter the cell cycle to proliferate. In zebrafish, qNSC reactivation following treatment with LY411575 (LY), a validated γ-secretase inhibitor, is asynchronous and dependent on the length of treatment (*7*). Therefore, we reasoned that profiling qNSCs following a short LY treatment regimen, under which most NSCs do not yet enter the proliferating state, could circumvent the slow kinetics of qNSCs and reveal different reactivation speeds and/or trajectories among them. We identified conditions for subthreshold Notch inhibition in vivo and used these to perform scRNAseq. Overall, combining LY-treated and untreated NSCs first refines the classification of adult NSCs in the zebrafish pallium. It also reveals heterogeneous responses to the forced transition toward reactivation triggered by LY treatment and maps them to specific molecular identities, demonstrating the functional diversity of qNSCs and highlighting previously unrecognized activation trajectories in vertebrate NSCs. Last, we discover a rare subpopulation of qNSCs, which shows low sensitivity to Notch pathway inhibition, and we identify the transcription factor Nr2f1b as a positive regulator of this state characterized by deeper and more robust quiescence. Together, these results confirm that qNSC transcriptomic heterogeneities correlate with specific NSC quiescence/activation behaviors and identify one molecular regulator of a deeply quiescent substate.

## RESULTS

### Transcriptionally defined subpopulations of qNSCs remain identifiable after short Notch pathway inhibition

To study the dynamics of transitions between different quiescent scRNAseq clusters, we searched for an experimental scheme to bypass the normally slow kinetics of these transitions while simultaneously avoiding that NSCs enter proliferation proper. We previously showed that inhibition of canonical Notch signaling with LY is a potent pro-activation cue for zebrafish pallial NSCs (*7*, *24*). After 48 hours of treatment, 60% of NSCs are positive for the proliferation marker protein Pcna, compared to 5 to 10% under normal conditions. We reasoned that, before this happens, there should be a time window when LY treatment already acts, displacing qNSCs toward activation without reaching proliferation. To test this hypothesis, we bathed adult fish [3 months postfertilization (mpf)] in LY [or dimethyl sulfoxide (DMSO) as control] for different durations (Fig. 1A). As a readout of a shift toward activation, we assessed the effect of LY treatment by quantifying the percentage of Pcna-positive (Pcna^pos^) NSCs and using the expression of *ascl1a*, which is expected to be repressed by Notch pathway effector genes when Notch signaling is active (*27*) (Fig. 1, B to F, and fig. S1, A to F). In mouse, high expression of the transcription factor Ascl1 also characterizes a preactivated state and its up-regulation precedes, and is necessary for, cell cycle entry (*28*). This analysis revealed that LY treatment efficiently induced *ascl1a* expression as early as 12 hours after initiation of the treatment and very obviously by 24 hours (Fig. 1, D to E’) while at that time most cells had not yet entered proliferation (Fig. 1F). This was validated at both rostral and caudal levels (Fig. 1F and not shown). Thus, a short Notch pathway inhibition of 24 hours meets our two criteria.

**Fig. 1.**
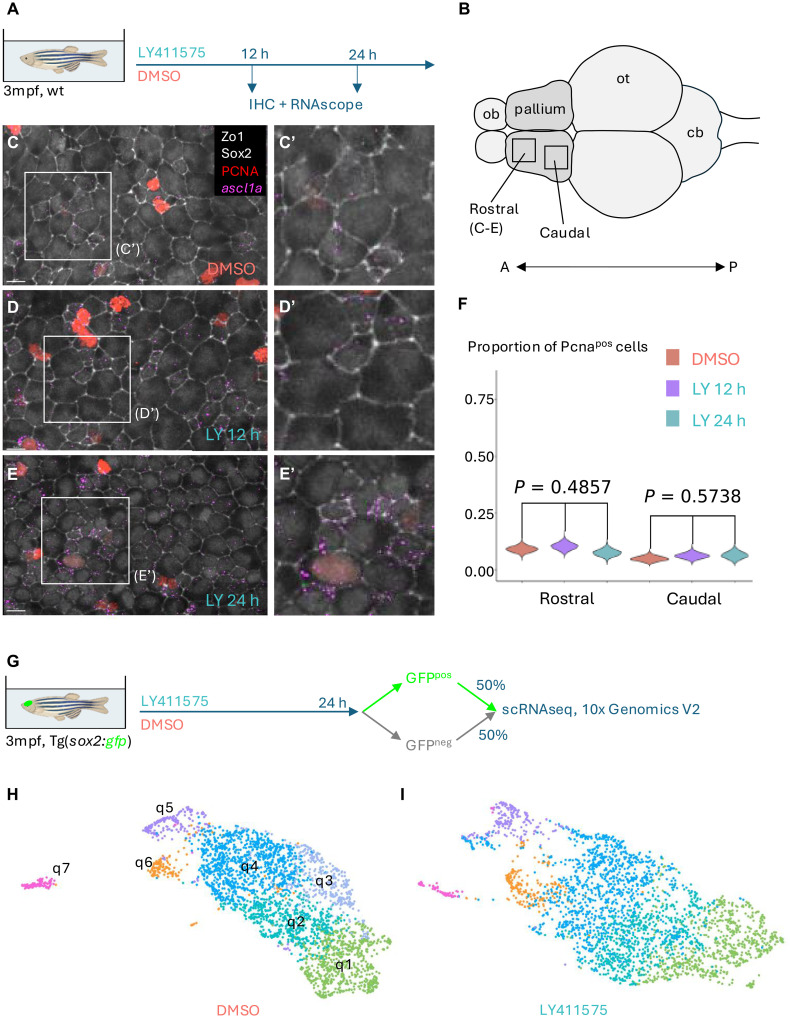
A brief inhibition of Notch signaling activates qNSCs without depleting them in favor of cycling NSCs. (**A** and **B**) Experimental scheme (A) of the treatment of 3mpf adult zebrafish with DMSO or LY for 12 or 24 hours, followed by whole-mount immunohistochemistry (IHC) and in situ hybridization (RNAscope) and cell quantifications. Rostral and caudal areas of the pallial ventricular zone were analyzed, as depicted on the brain cartoon (B) (dorsal view: A, anterior; P, posterior; ob, olfactory bulb; ot, optic tectum). (**C** to **E**) Representative images of the pallial ventricular zone (rostral areas) after treatment with DMSO (24 hours) (C) or LY for 12 hours (D) or 24 hours (E). (C’) to (E’) are higher magnifications of the areas boxed in (C) to (E). Whole-mount dorsal (apical) views, anterior left. Zo1 and Sox2 immunostainings (white) are used to identify progenitor cells with apical ventricular contact, Pcna (red) is used to label and count proliferating cells (quantifications in F), and *ascl1a* RNAScope (magenta) is used to read decreased Notch activity and transition toward preactivation. *ascl1a* is expressed at higher levels after LY treatment and higher after 24 than after 12 hours of treatment. See also fig. S1F. Scale bars, 8 μm. (**F**) Quantification of the proportion of cycling cells (Pcna^pos^) after each treatment in the rostral or caudal part of the dorsal pallium. *P* values are the result of a Kruskal-Wallis test. Violin plots are built from bootstrapped random sampling of the measured proportions to estimate the distribution. (**G**) Experimental scheme to generate the scRNAseq dataset under LY treatment. The DMSO control dataset was reported in (*16*). (**H**) Low-dimensional embedding of quiescent NSCs (qNSCs) in the control scRNAseq dataset colored by cluster [after (*16*)]. (**I**) Low-dimensional embedding of qNSCs in the scRNAseq dataset of LY-treated fish, colored by cluster, matching colors to those from the control dataset based on inferred equivalence.

Next, we used fish from the Tg(*sox2*:GFP) line (*29*), where green fluorescent protein (GFP) expression identifies NSCs and intermediate progenitors (IPCs) (*5*). We treated 3mpf adults with LY for 24 hours, immediately dissected the telencephalon, sorted GFP^pos^ cells and mixed them with an equal quantity of GFP^neg^ cells to enrich in NSCs without overlooking potentially relevant *sox2*^neg^ cells (Fig. 1G). 

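The LY dataset held 3 replicate libraries, from 3 sorting days with 20 fish each. The paper gives 24 hours of LY treatment, whereas the description deposited with the data gives 48 hours. For each replicate, the authors deposited UMI counts for each gene and cell barcode, as written by Cell Ranger and without normalization. Replicates 1, 2, and 3 held 8143, 6205, and 5349 barcodes with totals of 15050320, 13048298, and 12104324 UMIs. The medians were 1541, 1676, and 1652 UMIs per cell. After filtering and removal of the cells with the highest doublet scores, 17825 cells were clustered. To remove differences in depth, the UMIs of each cell were thinned at random to 1000, and cells with fewer were left out of the shares. A cell with at least 1 UMI of a gene was counted as positive, and shares of positive cells are means ± SD of the 3 replicates (n = 3). Intervals are exact Clopper-Pearson 95% intervals on the cells of all replicates and cover counting error only. Because free RNA gives UMIs in cells that do not express a gene, shares were set beside those in macrophages (median of 1569 UMIs per cell) and oligodendrocytes (median of 2672), or in both together (median of 2121). The qNSCs had a median of 1770 UMIs per cell, all medians being those before thinning. With 3 replicates, an exact two-sided sign-flip test of paired values cannot give a p under 0.25, so the number of replicates that showed a direction is given in its place. The files held no DMSO-treated or untreated sample, and changes upon treatment were therefore not measured.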

We then performed droplet-based scRNAseq, as conducted for the physiological dataset (*16*). Initial clustering of the full dataset (fig. S1, A and B) and matching clusters with well-established cell type markers (table S1) allowed cluster annotation. 

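In the LY dataset, the filtered cells formed 23 clusters, which were named from lists of marker genes set before the data were examined, by naming rules settled after the clusters had been seen. Radial glia made up 3 clusters with 3473 cells, or 19.5% of all cells, with 21.4, 16.6, and 19.9% in replicates 1, 2, and 3. Neurons formed 6 clusters with 6056 cells (34.0%), and proliferating cells formed 2 clusters with 1291 cells (7.24%). A single cluster each was named for OPCs (1398 cells, 7.84%), oligodendrocytes (283 cells, 1.59%), and macrophages (167 cells, 0.937%). The other 9 clusters held 5157 cells (28.9%). Of these, a cluster of 28 cells met the rule for both proliferating cells and OPCs and was left unnamed, and the rest met it for none of the listed cell types. The rest included a cluster of 1979 cells with *neurod1*, *neurod2*, and *tbr1b* among its leading genes, so the share of neurons depends on the naming rule.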

Two clusters encompassing NSC and IPC cell populations were selected for further focus. One of these clusters corresponded to proliferating cells, which allowed us to isolate nonproliferating NSCs to subcluster them. 

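The larger proliferating cluster of the LY dataset held 1081 cells, with *rrm2* and *pcna* among its leading genes, and the smaller one held 210 cells led by genes such as *ube2c* and *cdk1*. A further cluster of 28 cells with markers of both proliferation and OPCs was left out, a choice made after the clusters had been seen. The nonproliferating radial glia clusters, taken as qNSCs, held 1635 cells with *timp4.3* and *cx43* among the leading genes, 1336 cells with *wif1* and *ccnd1*, and 502 cells with *her4.1* and *pnp6*. When the qNSCs were clustered apart, 179 of them formed a cluster led by G_1_/S genes, with *pcna* among its leading genes. These cells were still counted as qNSCs. Proliferating cells had a median of 2907 UMIs per cell. At equal depth, 67.5% ± 6.71 (SD, n = 3) of proliferating cells and 16.7% ± 3.84 of qNSCs had a *pcna* UMI, against 6.74% ± 3.89 of macrophages and oligodendrocytes together. As *pcna* is a leading gene of a proliferating cluster, its higher share there is not independent of the clusters.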

We built a consensus matrix from the results of several clustering algorithms. With this approach, the frequency at which cells are grouped together with different methods serves as a distance measure to compute a hierarchical tree from which final clusters can be obtained. In our previous study, we chose a conservative cutoff, which yielded seven clusters in the DMSO dataset (Fig. 1H) (*16*). Two of these clusters (q6 and q7) were made up of spatially segregated NSCs in the subpallium and at the boundary between pallium and subpallium. The other five (q5 to q1) were made up of qNSCs from the pallium and were predicted, based on their molecular profile and comparison with prospectively isolated NSCs, to reside in a progressively deeper state of quiescence from q1 to q5. The same approach yielded six clusters in the LY dataset (Fig. 1I), failing to identify cells from q3 as an independent cluster likely due to their transcriptional proximity to q2 and q4 and to the effect of LY treatment that might have made it more difficult to distinguish between them. 

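Clustering of the qNSCs of the LY dataset at a resolution of 1 gave 11 clusters. The paper's consensus matrix was not rebuilt, and the clusters were named from the paper's markers by a rule settled after marker shares, *ascl1a* and *ccnd1* included, had been seen. Each class went to the cluster with the highest score for its markers among the clusters that had at least 3 of them raised and 1 or more among their 10 leading genes, the latter a condition that the cluster with the highest q4 score did not meet. The q4-like cluster held 660 cells (*timp4.3* and *igfbp2a*), the q1b-like cluster 588 (*neurod4* and *neurog1*), the q5-like cluster 204, and the q6-like cluster 191 (*gsx2* and *sp8a*). Leading genes of the q5-like cluster included the q5 markers *lgals2a* and *vamp5* but not *pnp6*. They also included *her4.1*, *nr2f1b*, and *hey1*, which are among the genes tested below. A cluster of 458 cells had all 7 q5 markers and 5 of 6 q4 markers raised, and its leading genes included the q5 markers *pnp6*, *cahz*, and *cspg5b* but no q4 marker. It met the conditions for q5 with a lower score (1.42 against 2.41 in the q5-like cluster), and because the rule gives each class to a single cluster it remained unnamed and was counted among the other qNSCs. The other clusters were led by *zic2a* (988 cells), by G_1_/S genes such as *rrm1* (179 cells), by *ntn1b* and *nkx2.1* (99 cells), by neuronal genes such as *elavl3* (80 cells), by cilium genes such as *foxj1a* (20 cells), or by *rbp4* (6 cells). At a resolution of 0.6, there were 8 clusters and the q5-like cluster grew to 673 cells, whereas at a resolution of 1.5 there were 12 and it held 266 cells.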

Next, we assessed the expression of combinations of genes that can identify the different NSC subpopulations in the zebrafish telencephalon (*16*). We found that the patterns of expression of these genes are very similar between DMSO and LY conditions and that equivalent clusters could readily be identified (fig. S1, G and H). Thus, we conclude that core cell identity is not substantially affected by short Notch inhibition and that direct comparisons between similar cells can be performed to assess the effects of LY treatment.

### γ-Secretase inhibition helps uncover rare molecular subpopulations of qNSCs and reveals the multifaceted roles of Notch signaling in their regulation

The results above show that a 24-hour LY treatment enables the study of transcriptomic trajectories of the different clusters of qNSCs under Notch blockade and their dependency on Notch signaling. We reasoned that, in addition, integrating scRNAseq datasets acquired with or without LY treatment could reveal functional differences among qNSCs and molecular subpopulations perhaps too rare to be observed under normal circumstances. Although inspection of the two datasets separately is valuable, jointly defining the cells from the control and treated datasets is needed to confirm cluster differences and to identify transcriptional changes linked with LY treatment in given clusters. To do so, we turned to the Liger algorithm, developed to integrate scRNAseq datasets (*30*). We previously showed that the zebrafish telencephalon contains regionally restricted or regionally enriched qNSC subpopulations. These include the *nkx2.1*^pos^ population from the ventral subpallium (Fig. 1H, q7), the *gsx2*^pos^ population from the dorsal subpallium (q6), and a population of qNSCs, which is enriched caudally and expresses high levels of *pnp6* (q5) (*16*). These subpopulations could be detected in both untreated and treated datasets individually (dotted circles to q6 and q7 and arrow to q5; fig. S1, G and H), which allowed us to use them as an internal cellular control to fine-tune the parameters of the integration. This resulted in a joint embedding with both good mixing of the datasets and preservation of the intrinsic variability between cells in the data (fig. S2, A to C).

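In the LY dataset, 61.3% ± 9.34 (SD, n = 3) of q6-like cells had a *gsx2* UMI, against at most 9.78% in any other qNSC cluster of at least 20 cells. Of all *gsx2*-positive qNSCs, 48.1% ± 10.6 lay in the q6-like cluster, which held 5.52% of the qNSCs compared. In the *nkx2.1*-led cluster, 35.1% ± 1.95 of cells had an *nkx2.1* UMI, and this cluster held 46.4% ± 15.5 of *nkx2.1*-positive qNSCs. *pnp6* UMIs were found in 47.3% ± 15.4 of q5-like cells and in 30.9% ± 6.40 of the cells in the cluster with both q4 and q5 markers. The mean difference within replicates was 16.4 ± 12.5 percentage points (higher in q5-like cells in 3 of 3 replicates). Without thinning, it was -0.089 ± 4.75, but q5-like cells then had fewer UMIs per cell (median of 1389.5 against 2773.5). The q5-like cluster held 23.7% ± 11.5 of the *pnp6*-positive qNSCs, and the cluster with both sets of markers held 48.2% ± 4.12. In macrophages and oligodendrocytes, the shares were 0.611% for *gsx2*, 1.33% for *nkx2.1*, and 1.1% for *pnp6*. These genes took part in the clustering and naming, so their enrichment is not independent of the clusters.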

As expected given clustering sensitivity to cell numbers, joint clustering yielded more clusters than independent clustering on either dataset (Fig. 2A). We projected the cells belonging to all the jointly defined clusters back to the individual datasets to determine whether they were made up of cells that were originally close together and/or that would have been identified as belonging to an independent cluster with slightly less stringent cutoffs for the consensus clustering (see Material and Methods). Ultimately, this led to the identification of rare subpopulations of cells (Fig. 2A). Specifically, clusters of cells predicted to be closer to activation (identified relative to the *ascl1a*^pos^ cells in the control dataset) could be subdivided into six clusters (q1a to q1f). When comparing untreated cells belonging to cluster q1a to untreated cells belonging to clusters q1b, q1e, and q1f, we found that the latter expressed higher levels of proneural genes (*neurod*, *sox4/11*, and *eomesa*), as well as genes associated with cell division or commitment (*ccnd1* and *ascl1a*) (fig. S2D). Some of these q1 clusters (q1c in particular) also expressed genes likely related to the generation of specific neuronal types such as *zic2a* and *zic3* (*31*) (fig. S2D). Also, we previously identified astrocyte-like NSCs, presumably deeply quiescent although constitutively neurogenic under physiological conditions (cluster q4, Fig. 1H) (*16*). These are identified by high expression of genes such as *timp4.3* and *igfbp2a* (fig. S1, G and H). 

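*timp4.3* UMIs were found in 37.8% ± 6.09 (SD, n = 3) of the qNSCs of the LY dataset. The share was 68.1% ± 12.2 in the q4-like cluster, 62.6% ± 14.5 in the cluster with both q4 and q5 markers, 58.6% ± 13.8 in the q6-like cluster, and 23.7% ± 4.67 in the q5-like cluster. Within replicates, q4-like cells were higher than q6-like cells by 9.51 ± 3.45 percentage points (3 of 3 replicates). At 1000 UMIs per cell, the cluster with both sets of markers did not differ from either beyond the SD of the differences. Without thinning, it was higher than q6-like cells by 15.0 ± 5.37 points (3 of 3 replicates). It also had more UMIs per cell (median of 2773.5 against 1657), so the unthinned difference does not separate expression from depth. *igfbp2a* UMIs were found in 26.1% ± 5.82 of q4-like cells and 0.324% ± 0.561 of q6-like cells. Of *timp4.3*-positive qNSCs (median of 2050 UMIs per cell), 20.4% ± 4.42 had an *igfbp2a* UMI, against 11.0% ± 5.83 of *timp4.3*-negative qNSCs (median of 1760), with the former higher in 3 of 3 replicates. In oligodendrocytes, 1.91% ± 0.986 of cells had a *timp4.3* UMI, whereas 29.4% ± 5.93 of macrophages did, so that a *timp4.3* UMI alone does not identify an NSC outside the NSC clusters. For *igfbp2a*, the shares were 1.68% in macrophages and 0.711% in oligodendrocytes.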

In the integrated analysis, we found that these were subdivided into two clusters q4a and q4b, the latter having a transcriptome with many features at intermediate levels between q4a and q5 (Fig. 2A and fig. S2D). 

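Among the rebuilt qNSC clusters of the LY dataset with at least 20 cells, the median UMIs per cell ran from 1389.5 in the q5-like cluster to 3057.5 in the cluster with neuronal genes. The smallest clusters held 0.576% (*foxj1a*-led) and 0.173% (*rbp4*-led) of the qNSCs. At the settings used throughout, no cluster with a lower median of UMIs per cell than the q5-like cluster formed in the LY replicates alone. This depended on the setting. With doublets kept, the mean UMIs per cell of q5-like cells exceeded that of the other qNSCs in every replicate. Clusters with a lower mean than the q5-like cluster therefore formed there.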

Last, we also identified an additional cluster, q8, containing only a few NSCs (≈2.4% of qNSCs), conserved in all datasets. Despite containing cells with a low number of unique molecular identifiers (UMIs) it was still enriched for several genes (fig. S2D), suggesting that the low number of UMIs did not come from a technical issue. Some quiescent cells can have low metabolic activity or rely less on polyadenylation of mRNA (*32*), which would lead to low UMIs with the scRNAseq method we used. Together, the integrated dataset helped us refine our initial clustering to resolve a higher level of transcriptomic NSC heterogeneity.

**Fig. 2.**
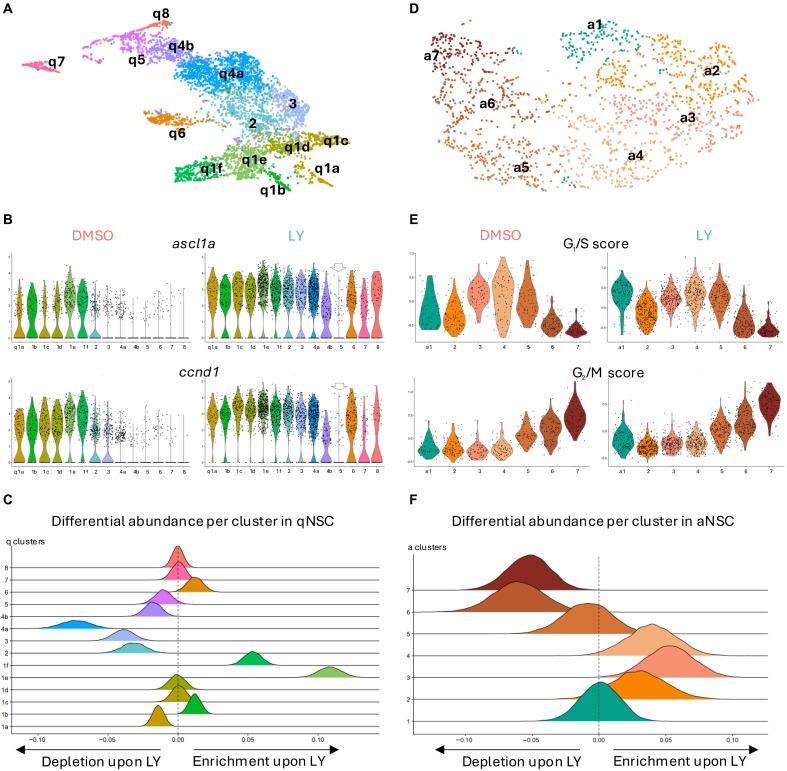
Data integration highlights Notch inhibition–induced molecular changes in NSCs. (**A**) Low-dimensional embedding of qNSCs after integration of LY-treated and control datasets (Fig. 1, H and I, and fig. S2A). Cells are colored on the basis of the refined cluster annotations derived from integrated analysis; cluster q1 resolves into six clusters (1a to 1f), cluster q4 into two clusters (4a and 4b), and a previously overlooked cluster 8 is identified. (**B**) Violin plot comparing the expression of *ascl1a* and *ccnd1* across all clusters for control and treated cells (clusters colored as in A). *y* axis: number of reads normalized for sequencing depth. (**C**) Depiction of the over or under-representation of distinct subpopulations of qNSCs between control and treated datasets (clusters are color coded as in Fig. 2A). The further a curve is shifted away from the central line, the more a given cluster is enriched (to the right) or depleted (to the left) in the LY-treated dataset. (**D**) Low-dimensional embedding of cycling cells after integration of LY-treated and control datasets. Cells are colored on the basis of the refined cluster annotations derived from integrated analysis. Cluster 1 in green represents cycling NSCs and clusters 2 to 6 represent IPCs progressively more advanced in the cell cycle. (**E**) Violin plot comparing the G_1_/S and G_2_/M scores across all clusters of cycling cells for control and LY-treated cells (clusters colored as in D). Absolute values do not reflect direct expression of genes and comparison must rely on relative values of each score. (**F**) Depiction of the over or under-representation of distinct subpopulations of cycling cells between control and LY-treated datasets (clusters are color coded as in D). Interpretation as in (C).

Using this integrated dataset, we next probed for differences between the control and LY datasets in each commonly defined cluster. 

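*ascl1a* (ENSDARG00000038386) UMIs were found in 66.8% ± 4.48 (SD, n = 3) of the qNSCs of the LY dataset, with 61.8, 70.4, and 68.2% in replicates 1, 2, and 3. The share was 7.66% ± 7.33 in macrophages, 6.10% ± 3.79 in oligodendrocytes, and 5.16% ± 1.88 in neurons (median of 1403 UMIs per cell), far below the share in qNSCs. In proliferating cells, it was 66.0% ± 2.05. Without thinning, 76.7% ± 4.76 of qNSCs had an *ascl1a* UMI. Asking for at least 2 UMIs moved the share most, to 40.8%, and thinning to 500 UMIs gave 47.0%.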

In the LY dataset, almost all NSCs expressed *ascl1a*, whereas it was restricted to a minority of NSCs in the control dataset (Fig. 2B). Up-regulation of *ascl1a* in these conditions is expected, as it is normally repressed by Her factors, orthologous to mammalian HES, which themselves are the effector genes of the canonical Notch pathway and indeed appeared to be down-regulated in most clusters (fig. S2F) upon LY treatment. This was accompanied by the up-regulation of genes associated with entry into the cell cycle such as *ccnd1* (Fig. 2B), a target of Ascl1 in mice (*28*), which is necessary for progression through G_1_. 

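*ccnd1* (ENSDARG00000101637) UMIs were found in 70.1% ± 2.03 (SD, n = 3) of the qNSCs of the LY dataset, against 22.1% ± 7.26 of macrophages and 3.35% ± 1.29 of oligodendrocytes. Without thinning, the share of qNSCs was 79.5% ± 1.51. Among *ascl1a*-positive qNSCs (median of 1789.5 UMIs per cell), 80.4% ± 2.14 had a *ccnd1* UMI, compared with 49.0% ± 5.18 of *ascl1a*-negative qNSCs (median of 2026). The former share was higher in 3 of 3 replicates, by more than the spread between them.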

We also measured increased proportions of cells expressing detectable of *ccnd1* in each identifiable cluster between DMSO and LY treatment (table S2). Together with the fact that longer LY treatments trigger NSC proliferation entry (*6*, *7*), the above results confirm that NSCs after 24-hour LY have started transitioning toward activation. 

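Without thinning, *ccnd1* UMIs were found in 21.4% ± 4.44 (SD, n = 3) of q5-like cells, 69.4% ± 5.87 of q6-like cells, and 90.9% ± 1.76 of q1b-like cells of the LY dataset. The paper's reported values in table S2 are 15.3% for q5, 73.4% for q6, and 87.9% for q1b. At 1000 UMIs per cell and with the cells of all replicates pooled, the share was highest in the *zic2a*-led cluster (88.95%) and lowest in the q5-like cluster (11.0%), followed by the *foxj1a*-led cluster (16.7% of 18 cells) and the *nkx2.1*-led cluster (18.5%). For *ascl1a*, the pooled share was 78.7% in the *zic2a*-led cluster, 27.2% in the *nkx2.1*-led cluster, and 19.1% in the q5-like cluster, whereas by the means of the replicates the *nkx2.1*-led cluster (19.4% ± 21.1) was as low as the q5-like one (19.9% ± 5.38). Replicate 2 held only 8 cells of the *nkx2.1*-led cluster. Without thinning, the pooled *ascl1a* share was 51.5% there and 35.3% in the q5-like cluster, which had fewer UMIs per cell (median of 1389.5 against 2607).

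**Figure D1:**
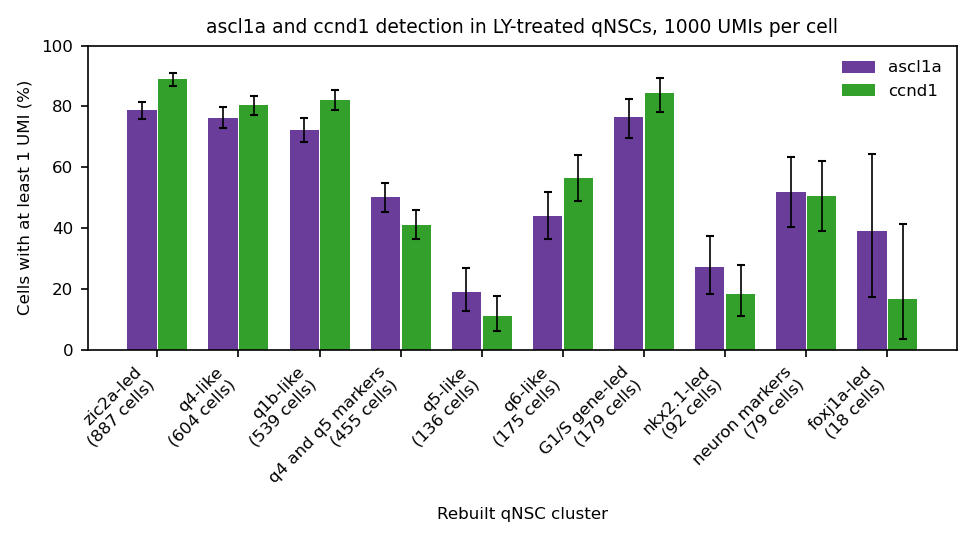
Percentage of cells with an *ascl1a* or a *ccnd1* UMI in each rebuilt qNSC cluster of the LY dataset at 1000 UMIs per cell. Bars are shares of the pooled cells of the 3 replicates with exact Clopper-Pearson 95% intervals, and the q5-like cluster has the lowest pooled share for both genes, 19.1% and 11.0%.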

We then looked for differentially expressed genes (DEGs) between untreated and LY-treated cells in each cluster (data S1). 

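After LY treatment, 7.47% ± 1.00 (SD, n = 3) of qNSCs had a *her4.1* UMI, 27.4% ± 5.02 a *her4.2* UMI, 11.3% ± 3.77 a *her15.1* UMI, 11.7% ± 0.912 a *her6* UMI, and 2.46% ± 0.651 a *her9* UMI. In macrophages and oligodendrocytes together, the shares were 0.355% for *her4.1*, 1.91% for *her4.2*, 0.709% for *her15.1*, 1.45% for *her6*, and 0.231% for *her9*. The deposited gene table lists *her4.2* and *her15.1* under more than 1 gene identifier, and the identifier with the most UMIs was used for each.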

As expected in the LY-treated dataset, we found broad down-regulation of Notch target genes (fig. S2F) and, in particular, of the *her4* and *her15* paralogs (orthologous to mouse *Hes5*) as well as *her9* and *her6* (orthologous to *Hes1*). This was accompanied by a broad up-regulation of genes involved in initiating cell cycle, such as *pcna*, *mcm* genes, or *ccnd1*, even though qNSCs remained distinct from the proliferative clusters. 

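*mcm2* UMIs were found in 15.4% ± 2.63 (SD, n = 3) of the qNSCs of the LY dataset and in 33.4% ± 5.17 of its proliferating cells, and *mcm5* UMIs in 11.1% ± 2.73 and 28.2% ± 3.83. The corresponding shares of macrophages and oligodendrocytes were 1.31% for *mcm2* and 2.24% for *mcm5*. A set of 20 G_1_/S genes took 0.171% ± 0.0407 of the UMIs of qNSCs and 0.818% ± 0.107 of those of proliferating cells. For 22 G_2_/M genes, these shares were 0.00663% ± 0.00197 and 0.303% ± 0.0182. Some genes of both sets took part in the clustering or naming of the proliferating cells, so the higher shares there are not independent of the clusters. Among qNSCs, the G_1_/S genes took 0.0676% ± 0.0114 of the UMIs of q5-like cells and 0.177% ± 0.0445 of those of the other qNSCs. The low share was not particular to q5-like cells, as it was 0.0666% in the pooled cells of the cluster with both q4 and q5 markers and 0.0935% in q4-like cells, against 0.359% in q1b-like cells and 0.521% in the cluster led by G_1_/S genes.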

In several clusters (notably q2, q3, q4a, q4b, and to varying degrees in q1 clusters), we also found down-regulation of glial genes (fig. S2F and data S1) such as *slc1a2b*, *glula*, and *metrn*, a glial cell differentiation regulator, which promotes stemness in astroglia (*33*). Conversely, genes associated with neuronal differentiation such as *sox4a*, *sox11a*, *stmn1a*, and *gadd45gb.1* were up-regulated. 

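In the LY dataset, 61.4% ± 4.11 (SD, n = 3) of qNSCs had a *sox4a* UMI, 32.8% ± 5.13 a *sox11a* UMI, 27.4% ± 6.18 a *stmn1a* UMI, and 40.5% ± 2.47 a *gadd45gb.1* UMI. In macrophages and oligodendrocytes, these shares were 22.0% for *sox4a*, 4.43% for *sox11a*, 9.37% for *stmn1a*, and 2.24% for *gadd45gb.1*. Among genes of glial identity, *slc1a2b* UMIs were found in 72.5% ± 5.64 of qNSCs and in 6.85% of macrophages and oligodendrocytes. *glula* UMIs were as frequent in macrophages and oligodendrocytes (93.9%) as in qNSCs (92.5% ± 2.31). Both shares were near their ceiling, and whether macrophages and oligodendrocytes express *glula* was not tested. For this gene, the shares therefore give neither the background nor a difference in level. *metrn* UMIs were found in 2.21% ± 0.311 of qNSCs and in 0 of 368 macrophages and oligodendrocytes, which allows a share of up to 0.815%.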

Many of the changes that we observed when comparing treated and untreated cells in a given cluster mirror differences in expression between cells close to activation and more quiescent cells under normal conditions. This suggests that those differences recapitulate molecular events associated with the transition toward states of increased activation frequency in physiological conditions.

Last, we asked whether the two datasets differed also in terms of cluster abundance, i.e., proportion of cells per cluster in each dataset. We designed a differential abundance test based on a Monte Carlo simulation aiming to identify whether some clusters represented a larger proportion of cells in a dataset than in another. This revealed a statistically significant enrichment in clusters q1b, q1e, and q1f and a significant depletion in clusters q1a, q2, q3, q4a, and q4b in LY-treated over control cells (Fig. 2C). Overall, activation-associated states are enriched at the expense of quiescence-associated states.

Together, Notch pathway inhibition in qNSCs promotes their expression of activation markers and triggers the expression of proneural genes at the expense of genes maintaining glial identity and stemness. Likely depending on the extent of these changes, this is accompanied, or not, with switches in cluster identity for individual cells.

### Notch signaling contributes to gating cell numbers and preventing neuronal commitment in proliferating populations

The Notch pathway is also active in proliferating cells where it controls the balance between differentiation and self-renewal (*7*, *22*, *24*, *34*). Moreover, although we did not see increased PCNA immunostaining after 24 hours of LY treatment (Fig. 1, C to F), transcriptionally defined cycling cells represented a larger proportion among stem and progenitor cells in the LY dataset (percentage of cycling cells among all NSCs and IPs: 31.02% upon LY treatment versus 14.36% under DMSO) and this increase affected both NSCs and IPCs (fig. S3, A and B). 

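In the LY dataset, proliferating cells made up 19.4% of proliferating cells and qNSCs together in replicate 1 (377 of 1940 cells, exact 95% interval 17.7 to 21.3%), 31.3% in replicate 2 (426 of 1361, 28.8 to 33.8%), and 33.4% in replicate 3 (488 of 1463, 30.9 to 35.8%). The mean was 28.0% ± 7.52 (SD, n = 3), and the pooled share was 27.1%. The paper's reported value is 31.02%. The 179 cells of the qNSC cluster led by G_1_/S genes were counted as quiescent, and the share was not recomputed with this cluster counted as cycling. The interval of replicate 1 lay apart from those of the other replicates, so that the libraries differed by more than counting error. A clustering resolution of 0.6 moved the mean most, to 15.0% ± 4.86.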

We thus extended our analyses to cycling cells.

First, we subclustered cycling cells from the untreated dataset. Despite all proliferating cells often being grouped together and called IPCs in scRNAseq datasets (*8*, *10*, *13*), we could distinguish between cycling NSCs and cycling IPCs (Fig. 2D). NSCs could be separated from IPCs due to higher NSC expression of genes such as *mfge8*, *fabp7*, *slc1a2*, and *sparc* and lower expression of genes such as *insm1*, *elavl3*, *sox4*, and *sox11* (fig. S3, C and D). We also reanalyzed datasets generated from the mouse SEZ, which included a large population of cycling cells (*8*, *13*) to identify conserved patterns of expression and highlight genes with a putatively important regulatory role. There too, we could distinguish between NSCs and IPCs (fig. S3C). Cycling NSCs and IPCs also differed in the expression of several putative regulators of NSC behavior. In particular, *Hes5* was enriched in NSCs over IPCs in mouse and so was its ortholog *her4.1* in zebrafish (fig. S3D), highlighting it as a potential mediator of Notch pathway–mediated promotion of self-renewal. Next, we curated a list of genes with periodic expression during the cell cycle using Cyclebase (*35*) to generate refined cell cycle scores (Material and Methods). This revealed IPCs in different phases of the cycle in both zebrafish and mouse (fig. S3C). NSCs were too few for the latter distinction. Differences in gene expression between cells in late or early cell cycle belonging to the same cell type were modest in genes not directly involved in cycling or cycling-associated chromatin remodeling such *Dnmt1*, *Dnmt3*, and *Hdac1*.

Second, we integrated the treated and untreated zebrafish datasets of cycling cells with Liger (Fig. 2, D and E, and fig. S3E). 

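Clustered apart, the proliferating cells of the LY dataset formed 6 clusters. A single cluster of 340 cells was named as cycling NSC-like, with *timp4.3*, *cx43*, *slc1a2b*, and *id1* among its leading genes. The clusters named as cycling IPC-like held 285 cells (*mcm2*, *her4.2*, and *her4.3*), 138 cells (*cdc20*, *plk1*, and *ccnb3*), and 80 cells (histone genes such as *hist1h4l*). None of them had a listed IPC marker among its 10 leading genes, and the largest was led in part by *her4* genes, whereas the paper finds *her4.1* enriched in cycling NSCs, so that its name is uncertain. A cluster of 242 cells (*esco2* and *ccne2*) met the naming rule of neither type. A cluster of 206 cells (*tubb5* and neuronal genes) met the marker conditions of cycling IPCs but also those of neurons, with a higher score for the latter, and was left unnamed. The share of UMIs of G_1_/S genes was 0.80% ± 0.115 (SD, n = 3) in cycling NSC-like cells and 0.711% ± 0.122 in cycling IPC-like cells. For G_2_/M genes, it was 0.0578% in the pooled cycling NSC-like cells and 0.0266, 1.45, and 0.652% in the 3 cycling IPC-like clusters in the order above. The cycling IPC-like clusters thus differed in phase, and the groups were not compared apart from it.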

Cycling NSCs formed a single cluster (cluster a1), while IPCs formed multiple clusters reflecting different levels of progression into the cell cycle (from cluster a2 in early cell cycle to cluster a7 in M phase). DEGs overall were similar, albeit less numerous, to the ones identified for quiescent cells, and the number of DEGs was higher for NSCs than for IPCs (data S2). In particular, the expression of several genes associated with radial glia, such as *fabp7a*, *glula*, and *her4.1*, was significantly and substantially decreased upon LY treatment, while expression of neuronal commitment genes such as *stmn1a* (in NSCs) and *sox4a* and *sox11a* (in IPCs early in the cell cycle) was increased (data S2). 

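In the cycling NSC-like cells of the LY dataset (median of 2728 UMIs per cell), without thinning, *fabp7a* UMIs were found in 97.5% ± 1.1 of cells (SD, n = 3), *her4.1* UMIs in 12.9% ± 4.4, and *stmn1a* UMIs in 92.1% ± 7.08. The paper's reported percentages for cluster a1 of the LY dataset in data S2 are 100, 9.6, and 97.4. In macrophages and oligodendrocytes, the shares without thinning were 41.6% for *fabp7a*, 0.813% for *her4.1*, and 16.7% for *stmn1a*. At 1000 UMIs per cell, 5.08% ± 0.293 of cycling NSC-like cells had a *her4.1* UMI.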

Genes involved in early cell cycle phases, such as *ccnd1* and *mcm2*, were also increased upon LY treatment in cycling NSCs (data S2). 

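Without thinning, *ccnd1* UMIs were found in 96.5% ± 1.36 (SD, n = 3) of the cycling NSC-like cells of the LY dataset and *mcm2* UMIs in 73.8% ± 9.75. The paper's reported percentages for these genes in cluster a1 of the LY dataset are 99.1 and 87.8. At the same setting, 11.7% of macrophages and oligodendrocytes had a *ccnd1* UMI and 2.91% an *mcm2* UMI.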

Last, we tested for differential abundance, which revealed that IPCs in early phases of the cell cycle are over-represented in LY-treated versus control samples, whereas IPCs in M phase are under-represented and the proportion of cycling NSCs (among cycling NSCs + IPCs) is not significantly changed (Fig. 2F). The proportional increase of a transcriptomic signature for early cell cycle phases in IPCs is most likely because they are freshly recruited and have not yet had the time to progress to the later phases, consistent with our inability to detect significant changes in Pcna^pos^ cells with immunostainings. It is unlikely that their progression becomes halted, as longer LY treatments that trigger proliferation in almost all stem and progenitor cells (*7*).

Together, these results reveal that Notch blockade for 24 hours in the zebrafish adult pallium does trigger cell cycle entry in a subset of NSCs and IPCs, detectable by scRNAseq, with a proportional enrichment for G_1_/S markers among IPCs. Notch blockade also exerts an effect on cycling cells with a tendency to increase expression of neuronal commitment genes.

Overall, our analysis uncovers differential responses of distinct subsets of NSCs to an activating stimulus, highlights multifaceted roles of Notch signaling in promoting quiescence and stemness, inhibiting neuronal differentiation and maintaining glial identity. Among the deregulated genes following Notch pathway inhibition, some, such as *metrn* and *Hes5*/*her4.1*, may be downstream mediators of these different roles in NSCs.

### Astrocyte-like NSCs can reactivate in a manner reminiscent of murine latent NSCs

Our differential abundance analysis in qNSCs showed that the cell subpopulations most affected, in their relative amount, by LY treatments, belong to clusters q1e, q1f and q4a (Fig. 2C). We recently showed that cluster q4 (q4a + q4b) has astrocytic features and is closer to murine astrocytes than to murine radial glia–like (RGL) cells (*16*). In zebrafish, these cells retain a neurogenic potential under physiological conditions, but pseudo-ordering, gene set enrichment analysis, and the overall mutual exclusivity of their highly expressed marker genes and activation markers suggest that they are deeply quiescent. We thus wanted to determine how these cells came to be depleted by LY treatment–mediated activation.

Under physiological conditions, q4 qNSCs can be identified by a set of genes associated with astrocytic functions. *igfbp2a* and *timp4.3* in particular are highly enriched in q4 cells compared to other qNSCs (*16*) (fig. S1H). We looked for expression of these genes in the integrated dataset separately in treated and untreated cells, to determine whether q4 depletion results from a decrease in the number of cells expressing q4 markers or whether these cells are still present but cluster separately after treatment. In the LY dataset, cells expressing high levels of q4 markers in fact represented a large fraction of q1e and q1f NSCs, suggesting that the second interpretation was correct and that these cells had been pushed to the q1e and q1f substates while maintaining q4 markers (Fig. 3A). 

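The integrated clusters q1e and q1f could not be rebuilt without the untreated dataset, so *timp4.3*-positive cells were followed in the clusters of the LY dataset alone. Of the *timp4.3*-positive qNSCs, 35.1% ± 4.69 (SD, n = 3) lay in the q4-like cluster, 23.9% ± 3.87 in the cluster with both q4 and q5 markers, 12.0% ± 2.24 in the *zic2a*-led cluster, and 8.19% ± 2.52 in the cluster led by G_1_/S genes. In the cluster led by G_1_/S genes, 52.4% ± 11.1 of cells had a *timp4.3* UMI, 24.3% ± 8.93 an *igfbp2a* UMI, 76.0% ± 13.2 an *ascl1a* UMI, and 84.3% ± 3.37 a *ccnd1* UMI. In the q4-like cluster, *ascl1a* UMIs were found in 77.1% ± 8.48 of cells and *ccnd1* UMIs in 80.5% ± 2.66.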

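Of *timp4.3*-positive qNSCs in the LY dataset, 66.1% ± 9.57 (SD, n = 3) had an *ascl1a* UMI, against 67.6% ± 0.818 of *timp4.3*-negative qNSCs. By replicate, the shares among positive cells were 55.5, 74.1, and 68.7%, and those among negative cells were 66.7, 68.1, and 68.0%. The mean difference of -1.51 percentage points was thus within the spread between replicates, and without replicate 1 it was 3.32 points. *ccnd1* UMIs were found in 65.6% ± 4.38 of *timp4.3*-positive and 73.1% ± 5.80 of *timp4.3*-negative qNSCs, a difference of -7.49 ± 9.43 points that was negative in 2 of 3 replicates and ran from -11.6 points without replicate 2 to -2.32 points without replicate 1. At 2000 UMIs per cell, both differences changed direction, to 5.75 ± 8.28 points for *ascl1a* and 1.06 ± 5.82 points for *ccnd1*. The difference was beyond its SD for *ascl1a* with at least 2 UMIs (-4.32 ± 2.50 points) and for *ccnd1* with at least 500 genes per cell (-9.05 ± 7.16), without centring (-8.20 ± 6.99), and at a resolution of 0.6 (-9.08 ± 7.14), so that the answer depended on the setting for both genes.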

Quantification indeed indicates that the proportions of *timp4.3*^pos^ cells coexpressing *ascl1a* or *ccnd1* are significantly increased upon LY treatment (Fig. 3B), and we corroborated this coexpression in situ using single-molecule fluorescence in situ hybridization (smFISH; Fig. 3C).

**Fig. 3.**
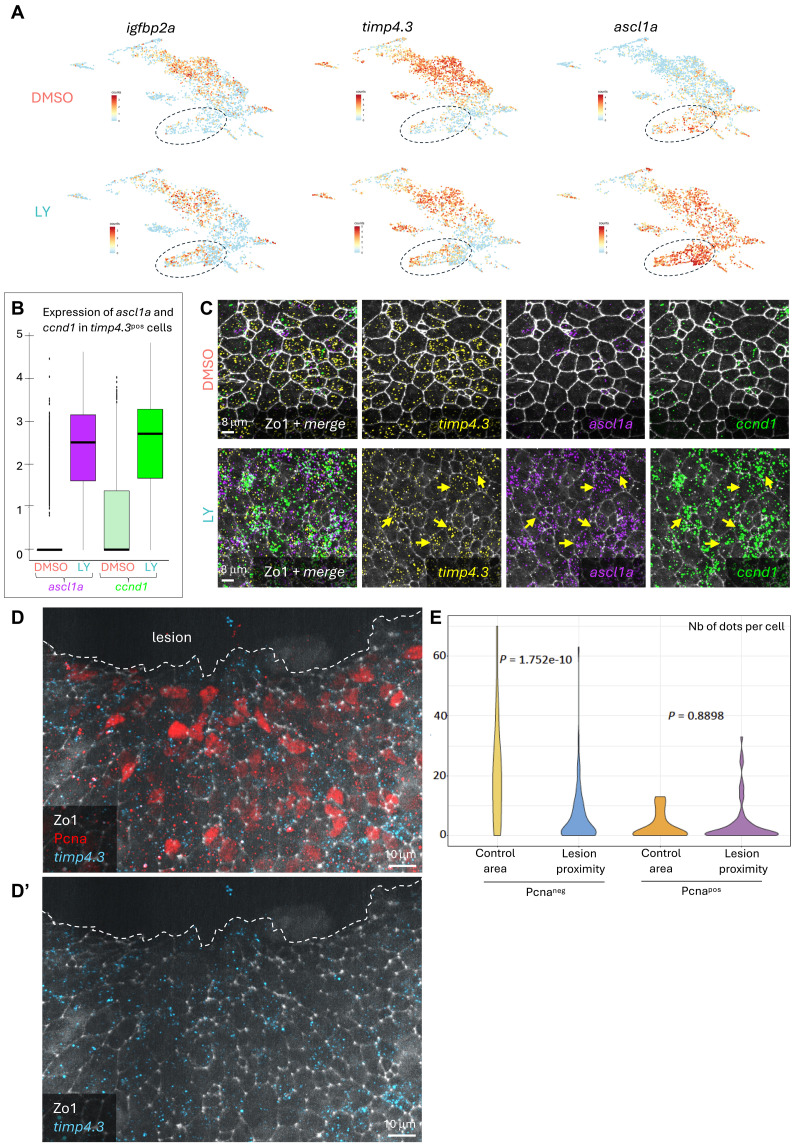
Zebrafish astrocyte–like cells respond to Notch inhibition and injury. (**A**) Expression levels of indicated genes in qNSCs from DMSO- or LY-treated datasets projected on the integrated embedding of qNSCs. *igfbp2a* and *timp4.3* mark astrocyte-like cells and *ascl1a* marks preactivated cells and the lack of Notch activity. q1e and q1f are circled. In the LY dataset, but not in control, many cells coexpress astrocyte-like NSC markers and *ascl1a*, notably in clusters q1e and q1f. (**B**) Expression levels of *ascl1a* or *ccnd1* in *timp4.3^pos^* cells from DMSO- or LY-treated datasets. (**C**) High magnification of the pallial ventricular surface in controls (top) or upon a 24-hour LY treatment (bottom) showing expression of *timp4.1* (yellow), *ascl1a* (purple), and *ccnd1* (green) (coexpression of *ascl1a* and *ccnd1* appears in cyan, left merged views) revealed by smFISH together with immunohistochemistry for Zo1 (white). Examples of cells with high levels of expression of *timp4.3*, *ascl1a* and *ccnd1* upon LY are indicated (yellow arrowheads). (**D** and **D’**) High magnifications of the pallial ventricular surface close to a lesion (dorsal whole-mount view), processed for immunohistochemistry (ZO1, white; Pcna, red) and smFISH (*timp4.3*, cyan). Proliferating cells (Pcna^pos^) are more numerous neighboring the lesion. (D) all channels; (D’) Zo1 and *timp4.3* only. Scale bar, 10 μm. (**E**) Quantification of *timp4.3* expression (number of dots per cell) in Pcna^neg^ and Pcna^pos^ cells neighboring the lesion (“lesion proximity”) or far away (“control area”). *P* values were calculated with a Wilcoxon signed-rank test to avoid inflating sensitivity with a bootstrapped test. Control area: *n* = 3 brains, 92 cells; lesion proximity: *n* = 3 brains, 149 cells. *timp4.3* levels close to the lesion are decreased, with a significant decrease in Pcna^neg^ cells. In contrast, Pcna^pos^ cells tend to express *timp4.3* at higher levels close to the lesion than in control cells, but this difference is not statistically significant.

Next, we looked at the genes differentially expressed between treated and untreated NSCs of q1e and q1f. Despite expressing higher levels of glial markers in the LY-treated dataset (see Fig. 3A; fig. S2, D to F; and data S1), these qNSCs also express higher levels of proneural genes and genes associated with entry into the cell cycle (fig. S2, D to F, and data S1), like other clusters. However, although treated cells in q1e and q1f express higher levels of ribosomal genes than cells in q4a, we found that in contrast to q1a-d, LY-treated NSCs in q1e and q1f expressed lower levels of several ribosomal genes (fig. S4A) than untreated NSCs from the same integrated clusters. This depletion being specific to q1e and q1f suggests that it is not a batch effect. 

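In *timp4.3*-positive qNSCs of the LY dataset, 96 ribosomal protein genes took 12.9% ± 1.5 (SD, n = 3) of the UMIs of cells with both *ascl1a* and *ccnd1* UMIs and 6.90% ± 1.09 of those of cells with neither. The difference of 6.04 ± 1.06 percentage points had the same direction in 3 of 3 replicates, and asking for 2 UMIs to call a cell positive moved it most, to 3.95 points. In *timp4.3*-negative qNSCs, the ribosomal share was 19.3% ± 2.66 with both genes and 9.97% ± 2.30 with neither. Among cells with both genes, *timp4.3*-positive cells had the lower ribosomal share in 3 of 3 replicates.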

Up-regulation of ribosomal genes is a conserved step that precedes entry into the cell cycle (*36*). Ribosome biogenesis is coupled to cell growth, in turn tightly linked to the ability to proliferate (*37*). The limited ribosomal genes response of q1e and q1f, together with their maintained expression of several astroglial markers, which are physiologically not coexpressed with activation markers, suggests that q4a NSCs pushed to clusters 1e and 1f by Notch inhibition undergo a sort of “rushed activation.”

We then sought to compare our data with data derived from studies conducted in mice, where astroglial cells that show peculiar patterns of activation were also described. Striatal astrocytes have been reported to have a latent neurogenic potential: While they do not produce neurons under physiological conditions, they can be induced to do so by stimuli such as a stroke (*4*, *12*, *38*). This astrocytic activation requires Notch signaling to be attenuated and can be mimicked by genetic inhibition of the Notch pathway (*4*, *39*). In addition, it has also been suggested that cells described as deeply quiescent RGL in the SEZ (referred to as qNSC1) can be forcefully reactivated upon injury (*12*). These cells have been described as corresponding to B1 cells in the SEZ with an RGL transcriptome but a methylome reminiscent of astrocytes (*38*). Although several datasets profiling the mouse SEZ have now been generated (*8*, *11*–*13*, *15*, *38*, *40*–*42*), most of them did not identify a cluster matching qNSC1. We reanalyzed these datasets (see also Supplementary Text) and found that although such cells were present they had been classified either as astrocytes (*8*) or RGL (*11*, *12*, *38*, *41*), with other qNSCs being classified either correctly as qNSCs (*8*, *11*, *12*, *38*) or mistakenly as aNSCs (*41*) (fig. S4B). We then used our previously identified astrocytic gene set (*16*) and MetaNeighbor (*43*), and mapped SEZ astroglia to a telencephalon atlas (*44*) comprising both RGLs and parenchymal astrocytes. This suggested that the transcriptome of cells classified as qNSC1 is closer to that of bona fide local astrocytes rather than to RGLs (fig. S4, C and D). In accordance with this, a report in which these cells are classified as astrocytes while other cells are classified as RGLs showed that the latter comprise both B1 and B2 cells in the SEZ (*45*). Overall these results suggest that so-called qNSC1 are in fact parenchymal astrocytes close to the SEZ that can be distinguished from RGLs by both their methylome and their transcriptome. We thus treated murine latent NSCs as a single population of cells representing a subset of striatal astrocytes. The induced activation and maturation (*38*, *39*, *46*) of latent NSCs have recently been analyzed. As published (*39*), we confirmed that by 4 weeks of Rbpj deletion (mediating Notch inhibition), activated striatal astrocytes had down-regulated many of the genes found in control astrocytes and up-regulated several genes found in activated NSCs. In contrast, at earlier time points, striatal astrocytes coexpress astrocytic markers with genes associated with activation such as *Ascl1* and *Ccnd1*. We also probed for changes in gene expression in striatal astrocytes 2 days after experimentally induced stroke (*12*, *38*). Under these conditions, the astrocyte transcriptome became closer to that of RGLs, while maintaining expression of some astrocyte-specific markers as previously reported (*12*, *38*). The low number of cells profiled made it difficult to obtain statistically meaningful results for individual genes. However, we found that although ribosomal genes expression was up-regulated in astrocytes that had been reactivated compared to resting astrocytes, many ribosomal genes were expressed at lower levels than in control RGLs at the same stage of progression along the activation trajectory (fig. S4A).

Given the similarities between astrocyte-like q4 and murine latent NSCs in their response to Notch pathway inhibition and the fact that Notch pathway inhibition triggers a similar response in latent NSCs as a brain lesion does, we next asked whether q4 cells also respond to injury in the zebrafish telencephalon. To do so we used a stab-wound model where a mechanical lesion was inflicted to the zebrafish pallium through the top of the skull. The maximum level of proliferation in such conditions is expected to be reached at 5 days postlesion (dpl) (*47*) but we could reliably confirm that our lesion had been successful and indeed induced a response among NSPCs by monitoring the expression of cell cycle markers as early as 3dpl (fig. S4, E to G). At 3dpl, 48% of the cells in the vicinity of the lesion (within the next 5 ± 2 cell rows) expressed Pcna, compared to 15% in cells away from the lesion used as control cells (fig. S4G). To assess the behavior of q4 cells, and in the absence of a direct lineage tracing method, we combined *timp4.3* smFISH quantification with immunostaining after lesion to assess the behavior of *timp4.3* high-expressing cells, mostly belonging to q4, after lesion (Fig. 3B). Among Pcna^neg^ cells, the level of expression of *timp4.3* was significantly decreased in the vicinity of the lesion compared to control cells, suggesting that they had been recruited to deal with the lesion (Fig. 3C). The overall distribution of *timp4.3* expression also appeared increased in Pcna^pos^ cells near the lesion compared to control Pcna^pos^ cells, although this did not reach statistical significance (Fig. 3C and fig. S4H). Together, the results from the lesions analyzed with the marker *timp4.3* can be interpreted to suggest that q4 cells participate in regeneration, possibly by going through a transitory state where they initially coexpress astrocytic markers and activation markers, before down-regulating astrocytic markers. With the tools currently available, it is however not possible to determine the output of their response to injury and in particular whether they contribute to the production of new neurons. Direct lineage tracing would be needed to confirm this interpretation.

In sum, these analyses suggest the existence of a cryptic activation trajectory for astrocyte-like qNSCs in the zebrafish adult pallium. This trajectory is revealed by Notch inhibition and transcriptionally prominently detectable after 24 hours (Fig. 3, A and B), and is not, or very rarely, used under physiological conditions. This phenomenon shares common features with medial striatal astrocytes close to the murine SEZ that act as latent NSCs: a persistent expression of astrocytic markers and limited up-regulation of ribosome biogenesis in the early phases of activation, in cells that share astrocytic features but are efficiently recruited upon injury and by Notch inhibition.

### A γ-secretase–independent mechanism maintains Notch effector gene expression and quiescence in a subpopulation of NSCs

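At equal depth, *ascl1a* UMIs were found in 19.9% ± 5.38 (SD, n = 3) of the cells of the rebuilt q5-like cluster and in 69.3% ± 5.88 of the other qNSCs of the LY dataset, against 6.52% ± 4.77 of macrophages and oligodendrocytes. *ccnd1* UMIs were found in 11.0% ± 5.57 of q5-like cells and 73.0% ± 1.86 of the other qNSCs. Both differences far exceeded the spread between replicates. The pooled *ccnd1* share of q5-like cells (exact 95% interval 6.31 to 17.5%) overlapped that of macrophages and oligodendrocytes together (8.70%, 6.02 to 12.1%), which differed between macrophages (20.5%, 13.6 to 29.0%) and oligodendrocytes (3.19%, 1.39 to 6.18%). Without thinning, it was 21.1% (15.7 to 27.3%) against 11.3% (8.56 to 14.6%) for both cell types together, although q5-like cells had fewer UMIs (median of 1389.5 against 2121). Thinning left out 68 of the 204 q5-like cells.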

The expression of *ascl1a* and *ccnd1* was substantially increased in most NSCs after a 24-hour LY treatment, with the notable exception of one NSC cluster: q5 (Fig. 2B, arrows, and figs. S1E and S2F). Quiescence in adult somatic SCs is maintained by several signaling pathways, yet alteration of one of these pathways is often enough to trigger quiescence exit. However, because a general and long-lasting release from quiescence leads to depletion of the NSC pool (*36*), being able to modulate the response of specific NSC subsets to the alteration of quiescence-promoting pathways holds the potential to spare, in part, the NSC pool. For these reasons, we sought to determine whether q5 highlights an NSC cluster resistant to Notch pathway inhibition and, if so, to shed light on how this resistance is mediated.

First, we assessed, in LY-treated versus control datasets, the expression of a large panel of genes dependent on Notch pathway activity and genes that are up-regulated upon Notch pathway inhibition. This confirmed that q5 cells can maintain the expression of several Notch target genes (such as *her4.1*, *her8a*, *her9*, *hey1*, and *fabp7a*) and repress the expression of several pro-activation genes (such as *ascl1a*, *ccnd1*, *sox4a*, *sox11b*, and *stmn1a*) even after 24 hours of LY treatment (Figs. 2B and 4A and fig. S2E).

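UMIs summed per replicate over the 204 q5-like cells and over the other 3269 qNSCs of the LY dataset were compared with edgeR's quasi-likelihood test, with the replicate as a block. Of 8283 genes tested, 2159 had an adjusted p under 0.05, 1033 of them higher and 1126 lower in q5-like cells, and 2110 had the same direction in all 3 replicates. Outside the genes used for clustering the qNSCs or for naming, 1778 of 7091 genes passed. The groups were drawn from the same cells, so the p values of this comparison are not independent of the clustering. *her4.1* (ENSDARG00000056732) increased from 113 ± 19.9 to 1554 ± 622 CPM (SD, n = 3), a log2 fold change of 3.75 (standard error 0.14, higher in 3 of 3 replicates, adjusted p = 2.62e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *ascl1a* had a log2 fold change of -2.22 (standard error 0.17, adjusted p = 2.93e-14) and *ccnd1* one of -3.28 (standard error 0.18, adjusted p = 1.66e-19), each lower in 3 of 3 replicates. The log2 fold changes of the other Notch target genes named by the paper were 1.98 for *her8a*, 3.07 for *her9*, 4.35 for *hey1*, and 2.16 for *fabp7a*, the last of which also served as a marker of radial glia. Those of the pro-activation genes were -2.57 for *sox4a*, -2.02 for *sox11b*, and -2.61 for *stmn1a*, and each of these genes passed and had 1 direction in 3 of 3 replicates. *her4.2* (0.89) and *her6* (0.86) were also higher in q5-like cells, whereas *her15.1* did not differ (log2 fold change of 0.10, higher in 3 of 3 replicates, adjusted p = 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had the opposite sign under several alternatives, among which the adjusted p ran from 0.000783 to 0.91. Besides *her4.1*, *her9*, and *nr2f1b*, the largest rises outside the clustering genes and markers, among genes with at least 50 UMIs in the q5-like sums, were those of *msrb2* (3.00) and *psph* (2.76). *si:dkey-188h10.3*, *crfb1*, *ttf1*, *pcdh1g13*, and *ccdc30* had 0 UMIs in the q5-like sums and were at least 3.59-, 3.57-, 3.70-, 3.11-, and 3.55-fold lower there, bounds that do not rank them against other genes. The count of genes moved most at a clustering resolution of 0.6, to 4005, and without replicate 2 it was 1428. The median log2 fold change over all tested genes was -0.17. When the cluster with both q4 and q5 markers was joined to the q5-like cluster, an alternative chosen after seeing the data, the log2 fold changes were 2.99 for *her4.1*, -1.03 for *ascl1a*, and -1.61 for *ccnd1*, nearer to 0, whereas those of *her6* (1.81) and *hey1* (4.47) were larger. From the comparison of LY-treated and control datasets, the paper concludes that q5 cells maintain several Notch target genes and repress pro-activation genes under LY treatment, and it looks for mediators of this resistance.

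**Figure D2:**
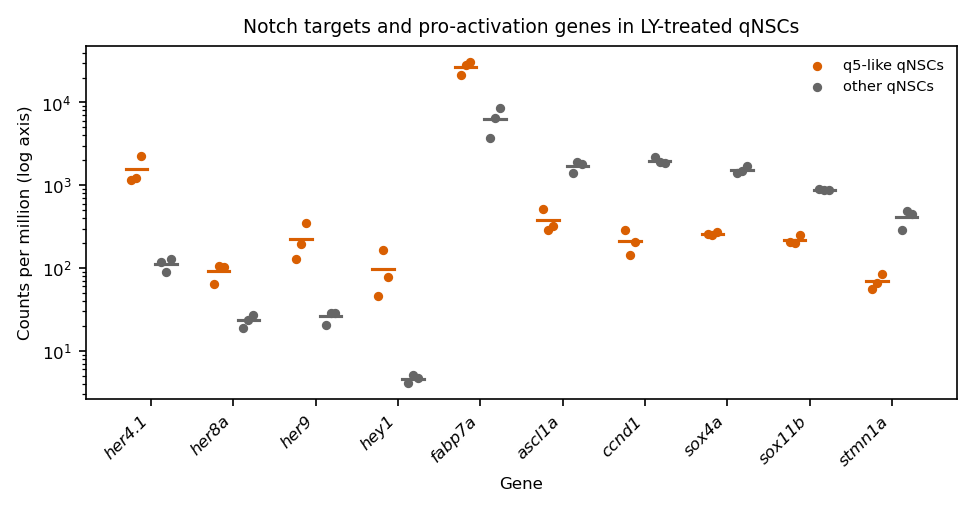
Expression of Notch target genes and pro-activation genes in q5-like and other qNSCs of the LY dataset, in CPM on a log axis, from UMIs summed per replicate. Points are the 3 replicates and lines their means, and *her4.1* lies at 1554 CPM in q5-like cells against 113 CPM in the other qNSCs.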

**Fig. 4.**
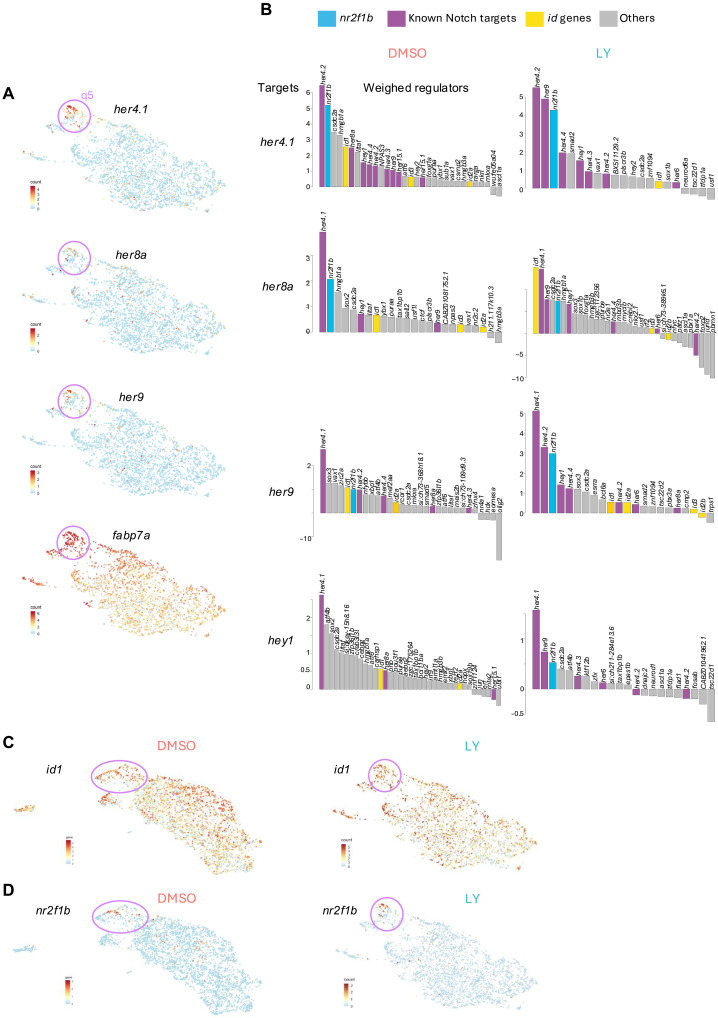
A machine learning approach predicts putative regulators of resistance to Notch signaling blockade in deeply quiescent pallial NSCs of cluster q5. (**A**) Levels of expression of major Notch targets represented in the low-dimensional embedding of qNSCs from the LY-treated dataset. Cells belonging to cluster q5 are circled and show higher and almost exclusive expression of these genes. (**B**) Barplots depicting the weight associated with putative regulator-target relationships inferred through gradient boosting and automatic filtering. The height of the bar is proportional to the contribution of the indicated transcription factor’s expression to the recovery of the pattern of expression of the target (*her4.1*, *her8a*, *her9*, and *hey1*). When transcription factors were anticorrelated with their putative target we assigned a negative sign to the link. Bars are color coded to highlight specific genes and gene families. (**C** and **D**) Levels of expression of the genes encoding the best candidates regulators of q5 resistance to activation, *id1* (C) and *nr2f1b* (D), represented in the low-dimensional embedding of qNSCs from the control (left) and LY-treated (right) datasets.

To search for a putative mediator of this resistance to Notch pathway inhibition, we looked for factors that could maintain Notch effector genes’ expression. We inferred putative regulator-target relationships in both LY-treated and untreated conditions by using a gradient boosting approach implemented by GRNBoost2 (*48*). This method calculates a weight representing how much information on the expression of a given gene can be recovered by knowing the expression of a given transcription factor. We chose an adaptive threshold based on an elbow rule to refine lists of putative regulators (see Material and Methods). We looked for transcription factors appearing as likely regulators of *her4.1*, *her9*, *her8a*, and *hey1. her4.1* is the ortholog of *Hes5* that shows the highest correlation with inferred quiescence depth, *her9* is the ortholog of *Hes1* with the highest expression in qNSCs, *her8a* is phylogenetically closer to *Hes6* but was found to play a role in inhibiting neurogenesis in zebrafish (*49*), and *hey1* is another Notch effector gene enriched in qNSCs and associated with stemness maintenance (*21*, *23*). We found that only few transcription factors were consistently predicted as putative regulators for these genes in both LY-treated and untreated conditions. Specifically, Id1 and Nr2f1b/Coup-tf1b were the two main transcription factors highlighted by this analysis when accounting for the likely coregulation of multiple Notch effectors (Fig. 4B). *id1* is expressed broadly in NSCs, reaching its highest levels in q5, while *nr2f1b* expression is highly restricted to q5 (Fig. 4, C and D). *id1* encodes an HLH protein that can heterodimerize with bHLH transcription factors and decrease their affinity for DNA due to lack of a basic domain (*50*). 

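Gradient boosting with the settings of GRNBoost2 was run on the qNSCs of the LY dataset with 504 transcription factor genes, picked by symbol, as candidate regulators. *nr2f1b* ranked 1 for *her4.1*, 2 for *her9*, 3 for *her8a*, and 5 for *hey1*, and *id1* ranked 15, 22, 15, and 24 for the same genes. By the mean rank over these targets, a measure chosen after the separate ranks had been seen, *nr2f1b* came in place 1 and *id1* in place 6 of 496 regulators. For *her4.1*, *nr2f1b* ranked 2 in each replicate alone and 3 without replicate 1, and the rank of *id1* ran from 7 to 51 across settings. *id1* UMIs were found in 75.1% ± 9.82 (SD, n = 3) of q5-like cells, 61.3% ± 6.96 of the other qNSCs, and 81.0% ± 5.15 of the cluster with both q4 and q5 markers, against 4.37% ± 2.50 of macrophages and oligodendrocytes. Between q5-like and other qNSCs, the log2 fold change of *id1* was 0.39 (standard error 0.14, higher in 3 of 3 replicates, adjusted p = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 3, it was 0.24 (adjusted p = 0.494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and across the alternatives set before the data were examined, the adjusted p ran from 2.51e-20 to 0.693. That of *nr2f1b* was 3.92 (standard error 0.25, higher in 3 of 3 replicates, adjusted p = 3.99e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).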

Formation of heterodimers with HES/Her proteins inhibits their ability to bind to their own promoter and thus leads to de-repression of expression (*51*) and can result in prolonged expression even for low levels of Notch signaling (*52*). *nr2f1b* encodes a nuclear receptor, belonging to a family of transcription factors highly conserved throughout metazoan (*53*). In mice, deletion of *Nr2f1* leads to decreased expression of *Hes5* and to an increased sensitivity to γ-secretase inhibitor treatment in the developing cochlea (*54*). Moreover, it was recently shown that *NR2F1* can indirectly up-regulate *HES1* expression in dormant human tumor cells, and *Fabp7*, another Notch target maintained in q5 (Fig. 4A), is a direct target of Nr2f1 (*55*).

Overall, this in silico analysis identified putative regulators with consistent expression patterns and data from the literature to support their potential role in promoting NSC resistance to LY treatment. We thus chose Id1 and Nr2f1b for further investigations.

### Nr2f1b is necessary and sufficient to promote resistance to Notch inhibition in adult NSCs

To determine whether Id1 and/or Nr2f1b mediate NSC resistance to Notch signaling inhibition, we first needed to identify potentially resistant NSCs in situ and to find ways to modulate *id1* and *nr2f1b* expression in a tractable and conditional manner. 

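*nr2f1b* UMIs were found in 54 of the qNSCs of the LY dataset at 1000 UMIs per cell. Of these cells, 39.0% ± 5.28 (SD, n = 3) lay in the q5-like cluster, which held 4.29% of the qNSCs. The share of positive cells was 15.9% ± 2.83 in the q5-like cluster and 1.19% ± 0.471 in the other qNSCs, and no *nr2f1b* UMI was found in 368 macrophages and oligodendrocytes. Requiring at least 2 UMIs moved the share of positive cells that lay in the q5-like cluster most, to 77.8% ± 19.2, and with the q5-like cluster joined to the cluster with both q4 and q5 markers, an alternative chosen after seeing the data, it was 53.8%. *ascl1a* UMIs were found in 34.8% ± 9.72 of *nr2f1b*-positive qNSCs (median of 2633.5 UMIs per cell) and 67.4% ± 4.67 of *nr2f1b*-negative qNSCs (median of 1845). For *ccnd1*, these shares were 33.0% ± 7.17 and 70.7% ± 2.00, and for *her4.1* they were 35.3% ± 2.1 and 6.96% ± 0.958. For all 3 genes, the shares of both groups lay further apart than their SD.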

Because of the exclusive expression of *nr2f1b* in q5 qNSCs following a 24-hour LY treatment (Fig. 4D), we used *nr2f1b* as a marker of Notch-resistant NSCs. We subjected fish to a 24-hour DMSO or LY treatment, then assessed the expression of *ascl1a* and *nr2f1b* with smFISH in whole-mount pallia. We observed that, under physiological conditions, decreasing antero-posterior gradients of Pcna and *ascl1a* expression are anticorrelated with an increasing gradient of *nr2f1b* transcription (fig. S5A). The induction of *ascl1a* expression after a 24-hour LY treatment followed the same type of gradient with noticeably higher expression rostrally, whereas *nr2f1b* remained enriched caudally (fig. S5B), confirming that *ascl1a* expression occurs preferentially in territories with few *nr2f1b*^pos^ NSCs. Next, we extended Notch inhibition to 48 hours, which led to an increase in NSC proliferation measurable using Pcna immunohistochemistry, as previously observed (fig. S6A) (*7*). Whole-mount preparations revealed that NSC activation (Pcna^pos^) displayed an anterior-high to posterior-low gradient mirroring the gradient of *ascl1a* expression observed after 24 hours of treatment. Since *nr2f1b*^pos^ NSCs are enriched caudally, we focused our analysis on this territory to compare them directly with their *nr2f1b*^neg^ neighbors (Fig. 5A). Quantification of the proportion of PCNA^pos^ NSCs after 48 hours of treatment showed that *nr2f1b*^pos^ cells expressed PCNA significantly less often than *nr2f1b*^neg^ NSCs (Fig. 5B). We further defined a response rate to report the likelihood for a given cell population to respond to Notch inhibition taking into account the proportion of proliferating cells in control and treated conditions. This revealed that the response rate of *nr2f1b*^pos^ cells is significantly lower than that of *nr2f1b*^neg^ cells (Fig. 5C), confirming the association between *nr2f1b* expression (q5 membership) and resistance to reactivation upon Notch blockade. We next proceeded to test the functional relevance of *id1* and *nr2f1b* under physiological conditions, focusing our analysis on the caudal part of the dorsal pallium.

**Fig. 5.**
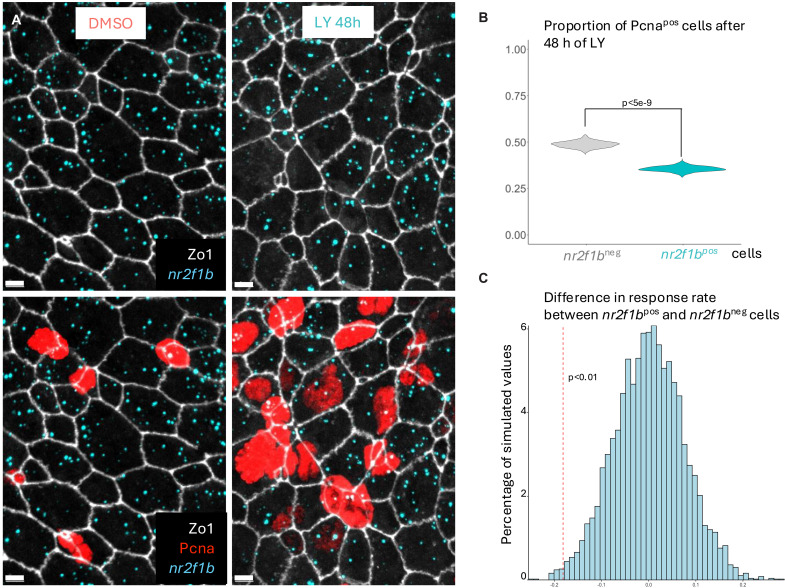
*nr2f1b* expression is associated with resistance to Notch inhibition. (**A**) Confocal images of caudal areas in the dorsal pallium (see Fig. 1B) of fish treated for 48 hours with either DMSO or LY, immunostained for Zo1 (white, apical junctions) and Pcna (red, proliferation) and processed for smFISH for *nr2f1b* (cyan). Scale bars, 5 μm. (**B**) Quantification of the proportion of cycling cells as a function of *nr2f1b* expression after 48 hours of LY treatment. *nr2f1b*^pos^ cells are less likely to be cycling than *nr2f1b*^neg^ cells. Reported *P* value is derived from a χ^2^ test. Violin plots are built from bootstrapped random sampling of the measured proportions to estimate the distribution but these estimated distributions are not used for statistical testing. DMSO: *n* = 3 brains, 1263 cells; LY: *n* = 3 brains, 1378 cells; *nr2f1b*^neg^ cells have zero *nr2f1b* mRNA dots. (**C**) Difference in response rate (see definition of response rate in Material and Methods) between *nr2f1b*^pos^ and *nr2f1b*^neg^ cells highlighting that *nr2f1b*^pos^ cells are less likely to respond to Notch inhibition. The histogram represents bootstrapped values to estimate a null distribution of the difference in response rates between *nr2f1b*^pos^ and *nr2f1b*^neg^ cells via Monte Carlo simulation. The dotted red vertical line represents the observed difference in response rate. Fifty bootstrapped simulations with 1000 samples each were conducted, the *P* value represented here corresponds to the maximum proportion of simulated values across all 50 bootstraps that were inferior to the observed difference.

*Id* genes expression is dependent on bone morphogenetic protein (BMP) signaling (*56*). *id1* expression in the zebrafish telencephalon is promoted by a conserved canonical cis-regulatory module containing a BMP-responsive element, and is inhibited by a treatment with the BMP signaling inhibitor DMH1 (*57*). The endogenous source of BMP in the zebrafish adult pallium was recently attributed to neurons (*58*), although other cells likely contribute. To decrease *id1* expression and assess whether this would affect NSC resistance to activation, we used DMH1 as previously reported (*58*). We treated fish from the *Tg(her4:dRFP)* line, a reporter of Notch signaling activity, with either DMSO, LY, or DMH1 for 48 hours. Both LY and DMH1 treatments significantly decreased red fluorescent protein (RFP) intensity (fig. S6A) consistent with the reported effect of DMH1 on *her4* expression (*58*) and demonstrating that DMH1 treatment was effective. In contrast, LY but not DMH1 led to an increase in NSC proliferation (fig. S6A). We also compared proliferation after 48 hours of treatment with LY alone or joint treatment with LY and DMH1. This revealed that adding DMH1 does not significantly change proliferation compared to LY treatment (fig. S6, B and C). Together, this suggests that the resistance of caudal NSCs to Notch pathway inhibition is not dependent on *id1* at least on this timescale.

We next tested the role of *nr2f1b*. In the absence of reliable ways to pharmacologically modulate its expression, we turned to a previously used *nr2f1b* splice morpholino (MO) (*59*). Injection of a fluorescently tagged version of this MO into embryos generated a phenotype comparable to that of recently published *nr2f1b* homozygous mutants (*60*), validating its efficiency and selectivity (fig. S7, A and B). Next, as previously validated for several genes (*7*, *23*, *61*), we intracranially injected the *nr2f1b* MO, or a control MO, into the pallial ventricle of 3mpf fish, followed by electroporation. This procedure primarily targets NSCs, which are in direct contact with the cerebrospinal fluid, and previous experiments demonstrated a maximal effect of MOs at 3 to 5 days postelectroporation (*61*). Electroporated fish were thus allowed to rest for 3 days before being treated with LY for 48 hours and analyzed (Fig. 6A), across the whole surface of the pallium. The proportion of proliferating cells among NSCs electroporated with the *nr2f1b* MO was significantly increased compared to control electroporated NSCs (Fig. 6, B and C). Thus, *nr2f1b* down-regulation decreases the ability of NSCs to remain quiescent when Notch signaling is inhibited. Under physiological (i.e., non-LY) conditions, however, blocking *nr2f1b* alone did not lead to a decreased expression of Notch target genes *her4* (fig. S7, C to F), possibly because the action of Nr2f1b is normally overridden by Notch signaling in most cells.

**Fig. 6.**
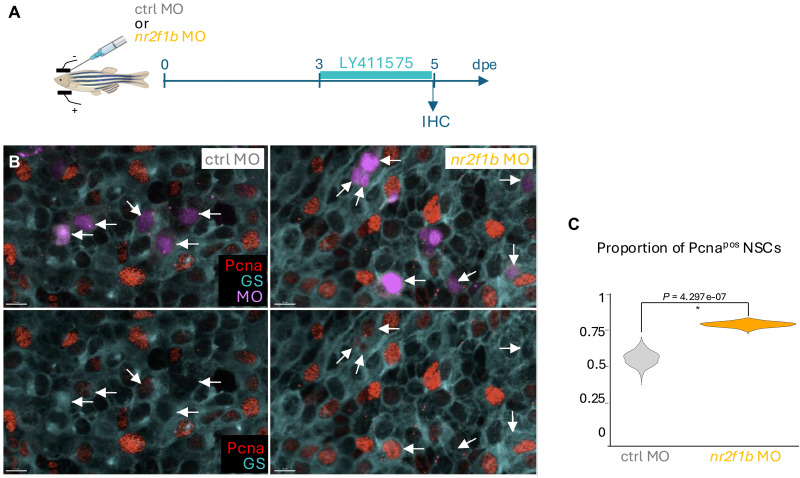
Endogenous *nr2f1b* expression is necessary for resistance to Notch signaling inhibition. (**A**) Schematic of the experiment. After morpholino (MO) intracranial injection and electroporation, fish were allowed to rest for 3 days, then treated with LY for 2 days and euthanized for quantification of the proportion of cycling NSCs. (**B**) Example images of the pallial surface in fish electroporated with a control MO (left) and an *nr2f1b*-specific MO (right) followed by 48 hours of LY treatment (dorsal whole-mount views). The brains were processed for immunohistochemistry for glutamine synthase (cyan, GS, labeling NSCs) and Pcna (red, proliferation), and the lissamine-tagged MOs (magenta) were imaged directly. Arrows point to electroporated NSCs. Scale bars, 10 μm. (**C**) Quantification of the proportion of proliferating NSCs as a function of the electroporated MO. NSCs electroporated with the *nr2f1b* MO are significantly more likely to proliferate after LY treatment than when electroporated with the control MO. Reported *P* value is derived from a χ^2^ test. Violin plots are built from bootstrapped random sampling of the measured proportions to estimate the distribution. Control MO: *n* = 4 brains, 123 cells; *nr2f1b* MO: *n* = 5 brains, 581 cells.

We next asked whether ectopically expressing *nr2f1b* would be sufficient to promote resistance to LY treatment. We electroporated 3mpf fish, as above, with a *pCMV:nr2f1b-P2A-nlsGFP* construct or a *pCMV:nlsGFP* control, allowed fish to rest for 3 days, then treated them with LY for 24 hours to mimic the scRNAseq conditions (Fig. 7A). Here, we could make use of the slight leakiness of nlsGFP into the cytoplasm when highly expressed, allowing us to segment the NSC cell bodies and directly quantify the number of *ascl1a* dots per electroporated NSC with smFISH (Fig. 7, B and C). This avoided the need for longer treatments to rely on Pcna expression as a proxy. This revealed that *nr2f1b* overexpression considerably hindered the up-regulation of *ascl1a* after 24 hours of LY treatment, both in rostral and caudal pallial domains (Fig. 7, D to F). Thus, *nr2f1b* gain of function is enough to mediate NSC resistance to LY treatment, hence driving a cellular behavior similar to the behavior of q5 NSCs revealed with scRNAseq. Nr2f1b alone is however not sufficient to induce a q5 signature (such as *pnp6* expression) when overexpressed under physiological conditions (fig. S7, G to J).

**Fig. 7.**
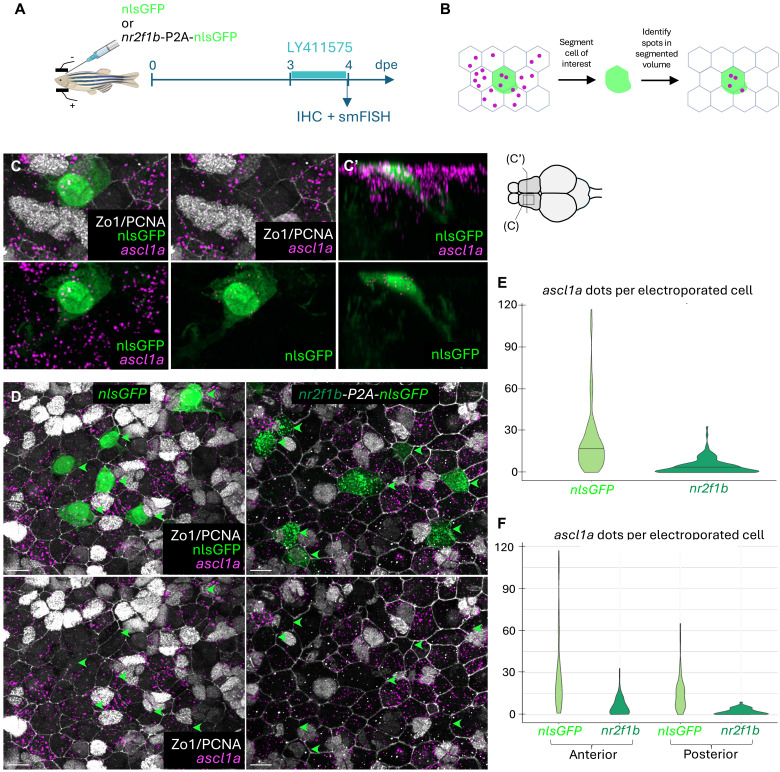
*nr2f1b* is sufficient to promote resistance to Notch pathway inhibition. (**A**) Schematic of the experiment. After plasmid electroporations and a 3-day rest (dpe, days postelectroporation), fish were treated with LY for 1 day and euthanized for quantification of *ascl1a* expression. (**B**) Schematic of the approach to quantify *ascl1a* molecules (magenta dots) in electroporated cells (green). NSC cell bodies can differ from the shape of their apical membrane, precluding reliable automated quantification of signal with Zo1. However, the slight leakiness of nlsGFP fills the cell body, which can be segmented. Spots falling into the circumscribed volume are assigned to the cell in an unbiased way by detecting an elbow in the plot of pixel intensities in the *ascl1a* channel. (**C**) Example of a cell with a complex morphology in which *ascl1a* dots were semi-automatically segmented. The first two images on top and the first image on the bottom show dorsal views of how the cell body extends beyond the Zo1^pos^ apical membrane and is surrounded in *ascl1a* dots. The third image on top shows an orthogonal view from the parenchyma displaying the complex morphology of the cell and the position of numerous *ascl1a* dots around it. The two last images on the bottom show the electroporated cells with only segmented *ascl1a* dots highlighted. Scale bars, 5 μm. (**D**) Example images of electroporated cells with *pCMV:nr2f1b-P2A-nlsGFP* or *pCMV:nlsGFP* after 24 hours of LY treatment. Arrows point to electroporated NSCs. Scale bars, 10 μm. (**E** and **F**) Violin plots of the number of *ascl1a* dots per cell in cells electroporated with *pCMV:nr2f1b-P2A-nlsGFP* or *pCMV:nlsGFP* across the pallium (E) and when separating the rostral and caudal pallial domains (F) after the experimental scheme in (A). Statistics: unpaired two-sample Wilcoxon test; *n* = 3 brains per condition, 201 cells in total. Overall: *P* value = 2.2 × 10^−16^; anterior: *P* value = 2.205 × 10^−11^; posterior: *P* value = 2.771 × 10^−11^.

Nr2f1b can recruit corepressors that are bound to Rbpj in the absence of Notch receptor cleavage and could thus lift the repressive effects of unbound Rbpj, leading to Notch-independent expression of Notch effectors (*62*). This would be expected to maintain expression of *her4.1* (the main *her4* ortholog maintained in q5 post-LY; see data S1) in *nr2f1b*^pos^ cells after LY treatment. At this point, contrary to this prediction, *nr2f1b* overexpression only lead to a moderate and statistically nonsignificant increase in *her4* expression, detected by smFISH after a 24-hour LY treatment (fig. S7, K to N). The *her4* probe however detects all *her4* orthologs, which introduces noise in our measurements, and we also do not know how to rationally define a difference in expression that can be considered negligible. Overall, this limits our ability to propose a well-defined mechanism to explain Nr2f1b action at present.

## DISCUSSION

### Heterogeneity of adult qNSCs

A major realization of the past few years has been that cells with different levels of stemness, fate restriction, responsiveness to external cues and proliferative activity coexist in adult SC niches in both zebrafish and mouse (*63*). Differences in quiescence and long-term maintenance have been observed in NSCs in link with past proliferative activity (*1*, *9*). Different transgenic lines also seem to label distinct populations (*2*, *3*, *6*) yet it has not been possible to link them to specific molecular signatures. Here, we combined an analysis at the single-cell level and an LY-induced phenotype with incomplete penetrance at the population level (*7*) to probe functional heterogeneity of adult NSCs with high resolution. This allows us to show that incomplete NSC activation at the population level cannot be not fully explained by a homogeneous activation probability resulting in partial response. Instead, NSCs are divided into subpopulations, some of which quickly respond to Notch pathway inhibition, while others exhibit moderate to no response and a delay to enter the cell cycle. Our results further show that this behavioral heterogeneity is predictable based on scRNAseq cluster identity in control conditions (e.g., fast response of q2 and q3, hasted transition of q4a toward q1, and no response of q5) adding support to the biological significance of these clusters, which we previously predicted to be associated with different quiescence depth.

In addition, LY treatment revealed cell states that we could not identify under control conditions. Specifically, cells belonging to a deeply quiescent cluster that transcriptionally resembles astrocytes (q4) are seemingly capable of advancing closer to the cell cycle without down-regulating some of their marker genes. Whether this is a rare event that also happens under physiological condition or whether it requires a specific type of stimulus such as Notch inhibition is unknown. In the latter case, this would suggest that a form of “emergency” or rushed activation is possible given the appropriate stimulus, and that the topology of the quiescence phase is more complex than usually described. We also found that the latent NSCs described in several studies in mice are in fact likely to be the same population of medial striatal astrocytes and that the early phases of their reactivation, upon Notch blockade or injury, are similar to forced activation of q4 NSCs in zebrafish. Last, our results suggest that zebrafish q4 NSCs might also participate in regeneration upon injury, ultimately losing their astrocytic markers in a manner reminiscent of murine latent NSCs. The zebrafish forebrain has long been established as a major model to gain insight into brain regeneration postinjury. Although this ability has been associated with an abundance of radial glial cells in zebrafish, these studies were conducted while being largely agnostic to the heterogeneous nature of zebrafish radial glia. Generating q4 tracers to investigate the specific contribution of zebrafish astrocyte–like q4 NSCs in this process and comparing their path to activation with that of mammalian latent NSCs could further our understanding of regenerative neurogenesis and how to promote it.

### Distinct levels of Notch dependency in adult neurogenesis

Although the importance of the Notch pathway in the regulation of adult neurogenesis and maintenance of the NSC pool has long been established (*24*, *64*–*66*), the precise way in which it acts remains unknown on many levels. Here, we could analyze molecular differences following Notch inhibition in all cell types of the neurogenic cascade simultaneously. In particular, while cycling IPCs and aNSCs are usually grouped together in a proliferating cell cluster, we could differentiate between them both in mice and zebrafish. Observing this, we found that progression through the cell cycle is accompanied not only by a change in ratios of expression between Notch receptors as previously described (*22*, *24*) but also by a change in the relative expression of Notch effector genes. *Hes5* and its zebrafish orthologs are highly enriched in cycling NSCs over IPCs, while *Hes1* and its orthologs are only expressed at comparatively low levels. *Hes5* thus appears as an appealing putative intermediate for the maintenance of stemness in proliferating NSCs.

Notch signaling blockade has been shown to lead to both increased proliferation and neuronal differentiation, the latter being interpreted as the consequence of defects in self-renewal that take place in proliferating cells (*7*, *22*, *24*). Here, we found that Notch inhibition already biases gene expression toward a molecular profile suggesting increased neuronal commitment even before NSCs start proliferating. This not only goes through up-regulation of proneural genes such as *sox4a* but also through down-regulation of astroglial genes. Direct regulation of astroglial genes by the Notch pathway has been demonstrated for *Blbp*/*Fabp7* and *Gfap* before (*67*, *68*). Here, we show that several other glial genes are down-regulated quickly after Notch inhibition, including *metrn*, which is a known regulator of astroglia identity (*33*). This suggests that in addition to promoting quiescence and repressing neuronal identity, the Notch pathway actively maintains glia identity in adult NSCs, which is consistent with its role in specifying astroglia in mammals (*69*), although we cannot say whether this effect is direct or dependent on intermediates. Of note, a parallel study aiming to characterize subpopulations of NSCs in the zebrafish telencephalon was recently published (*20*). On the basis of RNA velocity, the authors of this study mention two paths to neurogenesis from NSCs, either through a proliferative intermediate or through direct differentiation. They also sequenced a few cells after 48 hours of Notch inhibition. They were not able to integrate the control and treated datasets and instead relied on qualitative comparison of the two datasets analyzed separately. The main conclusion from this analysis was that a subset of NSCs, identified as being *snap25a*^pos^ and associated with direct differentiation, might be slightly enriched after Notch inhibition. We reanalyzed publicly available data from this study. Although we obtained qualitatively similar results, we were not confident in identifying *snap25a*^pos^ cells as directly differentiating NSCs. Thus, although the interpretation made in (*20*) is consistent with Notch having a pro-neurogenic effect as expected and as observed in our own data, our inability to replicate the results led us to not include a detailed analysis of *snap25a*^pos^ cells and direct differentiation in our own work.

### Co-operation of signaling pathways to ensure robust quiescence in a subset of NSCs

Contrary to most NSCs that quickly reactivated upon γ-secretase inhibition, we revealed the existence of a subset of NSCs with low sensitivity to Notch inhibition. q5 NSCs were able to repress expression of *ascl1a* after 24 hours of LY treatment and proliferated less than other NSCs after a treatment of 48 hours. We also show that these cells are enriched caudally, in a gradient opposite to the proliferation gradient (higher anteriorly), in addition to *nr2f1b*^pos^ (and *pnp6*^pos^) cells scattered throughout the pallial germinal zone. The nature of q5 NSCs is not resolved in this work, and two hypotheses can be envisaged at present: q5 may represent a substate that NSCs transit through during their quiescence phase, or a specific NSC subpopulation. Sorting between these hypotheses will require tracing q5 cells in situ and understanding the dynamics of state transitions in qNSCs.

Understanding how the properties of q5 NSCs are encoded is a further important point, which we have started to address in this paper. These cells could be less sensitive to signals from their neighbors and display delayed reactions upon pro-activation stimuli. Such properties would make them suited to act as a reserve, similarly to +4 cells in the intestinal crypts (*70*). The existence of reserve zebrafish NSCs, which remain quiescent upon injury and can be identified by their up-regulation of *id1* at 5 days postinjury has been postulated previously (*58*). Although *id1* expression appeared highest in q5 NSCs, and was inferred as a predicted regulator of *her4.1* expression maintenance in these cells upon Notch blockade, our epistasis experiments suggest that in these conditions the action of BMP signaling does not contribute meaningfully to the resistance to Notch blockade. This might in part be due to our specific conditions. A 5-day-long treatment with DMH1 combined with LY treatment at a low concentration was shown to increase the effect on reactivation, and the additive effect of DMH1 is greater when the initial effect of LY is weaker (*58*). This is consistent with the role of Id proteins in modulating the stability of Notch effector genes: Without Id proteins, Notch effectors can still function but their increased level of autorepression makes them more sensitive to even subtle changes in Notch signaling levels (*52*). In our case, because we used higher concentrations of LY (10 μM instead of the 3 μM, which showed the maximum effect of DMH1), it is possible that the downstream effects are already maximized such that DMH1 can no longer have an additive effect.

Instead of Id1, we found that the resistance of q5 cells to Notch signaling inhibition is mediated at least in part by the transcription factor Nr2f1b. Its ortholog Nr2f1 is expressed in both mammalian telencephalic niches (*12*, *71*) where it could play a similar role. The mediators of Nr2f1b activity in adult pallial NSCs remain to be identified. The functional link between Nr2f1b and RBPj (*10*) suggests an indirect effect on Notch target genes, but our tools did not allow to reliably test for a specific association of *her4.1* expression with *nr2f1b* overexpressing NSCs under conditions of Notch blockade. It also remains possible that Nr2f1b primarily acts on other effectors and that its detection as a putative regulator of *her* genes is a fortuitous association with other mechanisms involved in maintaining *her* genes in cells enriched for *nr2f1b* expression.

Of note, we also observed that among *nr2f1b*^neg^ cells, the ones in a caudal location are less sensitive to γ-secretase inhibition than rostral NSCs. The choroid plexus, located in the posterior telencephalic region, is well situated to explain such gradients and secreted molecules from the choroid plexus are known to modulate NSC proliferation in the mouse SEZ (*72*). Reanalysis of a scRNAseq dataset encompassing cells from the tela choroida and the choroid plexus in the zebrafish brain (*18*) shows that besides BMP agonists, the choroid plexus also expresses high levels of Angptl1a, angiopoietin-like proteins being capable of acting as Notch agonists (*73*), and of the Wnt inhibitor Dkk3b, Wnt inhibitors promoting quiescence in murine NSCs (*74*). Further studies will thus be required to get a clearer picture of the different levels of cooperation between signaling pathways to mediate the finely tuned spatiotemporal regulation of quiescence. Our results likely do not provide the full picture, also because we do not consider regulations happening at the protein level, as our identification of resistant cells is based on scRNAseq. Nevertheless our results suggest that Nr2f1 is able to promote a deep and refractory quiescent state through noncanonical modulation of Notch effectors. We note that Nr2f1 has been identified as a master regulator of glioblastoma and part of a core stemness module (*75*). It also induces dormancy in cancer SCs from head and neck carcinoma and prostate cancer (*76*). Given the importance of Notch signaling in many cancers, the ability of Nr2f1 to promote a Notch-like phenotype in absence of canonical Notch signaling in adult NSCs suggests that it could be an efficient factor for cancer SC maintenance.

## MATERIALS AND METHODS

### Fish lines and maintenance

All procedures relating to zebrafish (*Danio rerio*) care and treatment conformed to the directive 2010/63/EU of the European Parliament and of the council of the European Union. All animal experiments were carried out in accordance to the official regulatory standards of the department 483 of Paris [husbandry agreement number C75-15-22 and project number APAFIS #36936-2022042216145234 (dap22014)]. Zebrafish were kept in 3.5-liter tanks at a maximal density of five per litter, in 28.5°C and pH 7.4 water. They were maintained on a 14-hour light/10-hour dark cycle (light was on from 8 a.m. to 10 p.m.) and fed three times a day with rotifers until 14 days postfertilization and with standard commercial dry food (GEMMA Micro from Skretting) afterward. All fish used for experiments were between 3 and 4 months old. The transgenic lines *Tg(her4.1:dRFP)* (*77*) and *Tg(sox2:GFP)* (*29*) were maintained on an AB background.

### Pharmacological treatments

LY (Sigma-Aldrich) and DMH1 (Tocris) were resuspended in pure DMSO at 100 μM and stored at −20°C and kept hidden from the light. For treatments, fish were transferred to new tanks at a density of one fish per 50 ml of fish water. LY was diluted to a final concentration of 10 μM and DMH1 to a final concentration of 20 μM. Regular DMSO was used as control for all experiments and to adjust total DMSO concentrations between conditions when necessary. Because LY has been reported to be light sensitive, all treatments were carried out in the dark for all conditions. For treatments lasting over 24 hours, fish were given food and allowed to eat for 1 hour before their water was renewed.

### Euthanasia

Fish were euthanized in ice-cold water (temperature comprised between 1° and 2°C) for 10 min, according to a special dispensation and following the guidelines of the Ministry of Superior Education, Research, and Innovation.

### Dissociation and cell sorting

Cell sorting was conducted 3 days in a row to collect replicates, using 20 3-month-old adults from the *Tg(sox2:GFP)* line (*29*) on each day after 24 hours of treatment with LY. DMSO-treated brains [reported in (*16*) and serving as the control dataset] were processed at the same time. Brains were dissected in Ringer’s solution. The telencephalon was separated from the midbrain and the olfactory bulbs were removed. The two hemispheres were separated and cut along the boundary between pallium and subpallium to enrich for pallial cells. Cell dissociation was carried out according to (*16*). Cells were then sorted on a FACSAria III. We used forward and side scatter and 4′,6-diamidino-2-phenylindole staining to distinguish live cells from debris and sorted cells on their GFP levels to enrich for *sox2*^pos^ cells while still including GFP^neg^ cells to not miss any relevant population. After sorting, encapsulation of cells and reverse transcription were immediately performed using the 10x Chromium Controller and Chromium Single Cell 3’ Kit v2 and then immediately frozen at −80°C until all replicates had been collected.

### Library preparation and sequencing

After reverse transcription all replicates were processed in parallel with the 10x Genomics v2 Kit. Afterward, barcoding libraries were pooled and split over multiple lines of a HiSeqX and sequenced at a depth over 100k reads per cell using 2 × 150 paired-end kits with the following sequencing read recommendations: number of cycles: 26 cycles Read 1 for cell barcode and UMI, 8 cycles I7 index for sample index, and 98 cycles Read 2 for the transcript. This yielded a saturation above 95% for all libraries.

### Mapping and filtering of data

Initial analysis was conducted using the Cell Ranger software (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). Reads were demultiplexed and mapped to the GRCz11 zebrafish genome assembly from Ensembl. Datasets were first analyzed individually to determine whether they were fit for integration. First, we filtered cells based on the number of genes (nGene) and UMIs (nUMI) detected as well as on the relationship between nGene and nUMI. nGene is expected to be positively correlated with nUMI. Lower nGene than expected for a given nUMI value suggests low library complexity, whereas higher nGene than expected for a given nUMI value suggests excessive library complexity and likely doublets. To filter on that criterion, we fit a loess regression curve for nGene~nUMI with a span of 0.5 and of gaussian family and removed cells that residuals were beyond three SDs of the mean. Then, we inspected the frequency of cells associated with a given nGene. This yielded a distribution with a narrow peak at low levels of nGene followed by a broader distribution centered around a peak close to nGene = 900. We considered the first peak to be low quality cells and set a threshold to remove it from the rest which ended up being nGene = 200. We also removed cells that had abnormally high nGene or nUMI based on the distribution on a plot of nGene as a function of nUMI. Then, we removed genes expressed in fewer than 10 cells. Last, we computed the percentage of the transcriptome that consisted of mitochondrial genes (percent.mito) and inspected plots of percent.mito as a function of nGene. These two variables show negative correlation because high percent.mito tends to be observed in low-quality cells, in which fewer genes are detected. We set a threshold at 10%, which removed a tail of cells with high percent.mito and low nGene. Subsequent inspection of the variation of gene expression as a function of technical variables such as nGene after regular scaling and normalization revealed that variance in gene expression was not dependent on technical factors.

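Applied to the deposited barcodes of the LY replicates, the filters of at least 200 genes per cell, at most 10% mitochondrial UMIs, and a loess residual of genes on UMIs within 3 SD retained 7801, 5910, and 5106 cells, or 18817 in total (95.5%). The mitochondrial filter removed 261, 162, and 172 cells, the loess filter 86, 136, and 73, and the gene filter 2, 3, and 0, some cells failing more than 1 of them. The paper's text gives no number for its upper limits on genes and UMIs, which were not applied. Asking for at least 500 genes per cell moved the total most, to 15173. A further 491, 290, and 211 cells were then left out as doublets called by Scrublet.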

Postfiltering we retained 17,710 control cells and 18,776 LY-treated cells. Analyses restricted to qNSCs included over 6000 cells.

### Identification of scRNAseq clusters and their markers

There was a very small batch effect between the replicates, which could be corrected by simple linear regression, and we thus did not use any additional batch correction method. 

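In the LY dataset, the replicate accounted for at most 7.21% of the variance of any of the first 30 principal components, and for 1.94% over all of them, weighted by their variance. After the gene means had been centred per replicate, the largest share was 0.106%. Of the 15 nearest neighbours of a cell in the centred components, 57.6% came from the cell's own replicate, against 34.3% for replicates mixed at random and 37.8% for replicates mixed at random within each cluster. Without centring, the share was 57.3%. With all cells thinned to 1000 UMIs, it was 54.0%, against 38.0% within clusters. The expectation within clusters and the thinned comparison were chosen after the first values had been seen.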

Variable genes were identified by selecting genes exhibiting high variability given their level of expression without using a hard general threshold. We selected principal components analysis components to include based on whether they explained over 1% of the variance across the first 100 principal components and whether that variance was flagged as significant by the JackStraw test. Initial clustering was performed on all the cells using a simple Smart Local Moving algorithm. We looked for and removed doublet clusters using three separate approaches. The doublet cells methodology from the scran package was used to score individual cells and the doublet cluster methodology to detect clusters that look like a mixture of two other clusters. An adapted DoubletFinder algorithm was used to generate doublets from randomly selected pairs of cells and detect cells that frequently coclustered with such cells (*78*). This multipronged approach ensured that we did not keep any artefactual cluster at this stage. Several broad cell types were already subdivided into multiple clusters. We isolated each individual lineage and performed further clustering to identify fine-grained cell subpopulations. Substantial heterogeneity was apparent in neurons and radial glia. To ensure that we did not overcluster, we developed a consensus clustering approach. We pooled results from Bayesian model mixture, smart local moving algorithm, multilevel algorithm, walktrap, spinglass, and density peaks. kNN graphs used for the graph clustering approaches were themselves built using edges weighed either as in SNN-Cliq or Phenograph. From this, we obtained a consensus matrix with the Cluster-based Similarity Partitioning Algorithm. From this consensus matrix, we drew a final hierarchical clustering and used a conservative cutoff to identify robust clusters. We then subjected each pair of neighboring clusters to differential gene expression detection to determine whether they should be merged.

### Data integration

We performed data integration using the rliger package (*79*). It implements an integration method based on iterative non-negative matrix factorization described in (*30*). This non-negative matrix factorization identifies both dataset-specific and shared metagenes and uses the latter to generate a joint low-dimensional embedding. Liger compares favorably to other integration methods (*80*), produces interpretable results thanks to the use of non-negative matrix factorization, and relies on few parameters, facilitating grid search. We performed a grid search on the lambda and k parameters to optimize the integration, settling on a lambda of 1.25 with a k of 18 for qNSCs and a lambda of 5 with a k of 8 for the aNSCs. Clusters with a strong identity, in particular those that are regionally defined and can thus be reliably identified, were used as controls to control for incorrect and in particular excessive merging of the datasets. Following dimensional reduction with non-negative matrix factorization, the integrated dataset was subjected to the same type of analysis as individual datasets, but clustering and calculation of UMAP and tSNE were performed on the integrated embedding rather than on principal components.

### Differential abundance of scRNAseq clusters

Detecting different proportions in scRNAseq studies is not straightforward. Comparisons of proportions based simply on calculating an average between replicates does not take advantage of the number of cells being profiled, whereas reporting a single point estimate of proportions across all cells does not provide a statistical assessment of whether differences are meaningful or not. We calculated differential abundance based on a bootstrapped difference of proportion test. In brief, for both conditions and for each cluster, we randomly sampled with replacement a number of entries equal to the number of cells of that condition, which can either belong to the cluster or not with a probability that is equal to the proportion of the cells of that condition that belong to that cluster. We then calculated the difference in simulated proportions for an arbitrary number of times. This results in a vector of simulated proportion difference, which is expected to reflect what would be observed if the scRNAseq was repeated many times. If there are no differences, we expected the distribution of simulated proportions to be centered on 0. We calculated the differences in proportions as LY − control and used 10,000 simulations. We then used the Bonferroni method to correct for multitesting.

### Calculation of cell cycle scores

G_1_/S and G_2_/M scores were determined from scRNAseq data using the method implemented in the Seurat package. First, genes belonging to different phases of the cell cycle were curated using Cyclebase 3.0 and orthologs in mouse and zebrafish were identified using the ortholog tables that we previously generated (*16*). Next, the average expression of these genes was computed across all cycling cells and used to divide genes in 24 bins of similar average expression. For each gene belonging to a gene set of interest, 100 genes belonging to the same average expression bin were randomly selected ensuring that the set of control genes would have a similar overall distribution of levels of expression. Last, a score was attributed to each cell based on the difference between the average expression of the genes belonging to the G_1_/S or G_2_/M scores and the average expression of control genes.

### Identification of putative regulators of q5 resistance to Notch blockade

The list of putative regulators was restricted to all zebrafish genes known or predicted to encode proteins with a transcription factor activity. We filtered the data matrices of both control and LY treated datasets to retain only genes expressed in at least 1% of all cells or 10% of the cells of at least one cluster. We then obtained weighted matrices linking transcription factors to potential targets using GRNBoost2’s Python implementation (*48*). When implemented as part of the SCENIC pipeline, this step is usually followed by refinement of inferred gene modules, by determining whether the promoter of putative targets contain sequences close to the binding motif of the associated transcription factor (*81*). However, this method is only available for Drosophila, mice, and humans (*81*). Instead, on the basis of the empirical observation that, for a given target, only a few putative regulators have a high associated weight and that this weight then plateaus at low level for many regulators, we devised a method based on automatically detecting the elbow point in weight values to refine gene modules. Rather than doing it based on an arbitrary threshold on the number of regulators to keep, this selection method flexibly and automatically detects the break point in a plot of sorted weight and retains all the putative regulators with higher weights.

### Preparation of tissue for immunohistochemistry

Whole brains or whole telencephala were dissected from 3- to 4-month-old fish after euthanasia as described above in cold phosphate-buffered saline (PBS). They were immediately placed in cold 4% paraformaldehyde and fixed on a rotating platform at 4°C overnight. The next day, brains were dehydrated through sequential washes in 25, 50, 75, and lastly 100% methanol (mixed in PBS the first three solutions) and then stored at −20°C. For labeling, brains were first rehydrated through washes in 75, 50, and 25% methanol in PBS and lastly PBS + 0.1% Tween 20. They were subsequently treated with a bleaching solution made up of 0.5× saline-sodium citrate, 3% H_2_O_2_, 0.05% formamide diluted in deoxyribonuclease- and ribonuclease-free water, and then washed four times in PBS + 0.1% Tween 20.

For immunostaining, brains were then treated with histoVT 1× at 65°C for 1 hour for antigen retrieval, incubated in PBS + 0.1% Tween 20 + 5% normal goat serum + 1% DMSO, and lastly incubated overnight at 4°C in the same buffer with primary antibodies. The next day, they were washed in PBS + 0.1% Tween 20 five times before being stained with the secondary antibody. The antibodies used are listed in data S3.

For RNAScope staining (https://bio-techne.com/reagents/rnascope-ish-technology), after bleaching and washing in PBS + 0.1% Tween 20, brains were preincubated at 40°C in a solution containing 5× saline-sodium citrate, 25% formamide, 0.1% Tween 20, heparin (50 μg/μl), and 2.5 mM of citric acid for at least 1 hour. They were then incubated overnight in the same conditions with primary probes from the RNAScope Hiplex kit and subsequently processed according to the kit’s instructions. Afterward, immunostaining was described as above starting from the incubation with the blocking buffer. Information on probe sequences and detection channels used are listed in table S3.

### Image acquisition and processing

Whole-mount images were acquired on LSM700 and LSM710 laser-scanning confocal microscopes with 40× oil objectives with numerical apertures equal to 1.4 and 1.3, respectively. Images were then stitched with ZEN’s proprietary software and analyzed with Fiji or Imaris. Imaris’ in-built function were used to segment GFP surfaces and identify spots for RNAScope.

### Quantification of Pcna^pos^ cells

In the case of experiments without electroporations, square regions in the *xy* plane, with a side length between 125 and 150 μm, were selected in the indicated area (either rostral or caudal). The number of PCNA^pos^ cells at the surface of the ventricle was taken to reflect the number of proliferating NSCs and divided by the total number of intact NSCs in the region of interest to obtain the fraction of proliferating NSCs. In the case of experiments with electroporations, counting was performed among cells labeled by the MO or the plasmid and present at the ventricular surface.

To assess the response of cells to LY and compare this response in *nr2f1b*^pos^ cells and *nr2f1b*^neg^ cells, we calculated the percentage of proliferating cells in each population and each condition but also defined a response rate, as a way to directly illustrate the effect of LY treatment on each population. Rather than directly using the ratio of PCNA^pos^ cells between LY and DMSO treatments in each population, the response rate takes into account the number of cells “at risk,” drawing inspiration from a widespread approach in the medical field and is defined for each population as (%PCNA^+^_(LY)_-%PCNA^+^_(DMSO)_)/%PCNA^−^_(DMSO)_. This way, the response rate reflects the proportion of cells that were recruited by LY treatment divided by the population of cells that could be recruited. This allowed us to circumvent the drawbacks of directly calculating a ratio between the proportion of PCNA^pos^ cells in LY- versus DMSO-treated fish. Such an approach is not suited when baseline percentages differ significantly as is the case here. For example, an absolute gain of activated cells of 5% in two populations with a baseline proliferation of 5 and 15%, respectively, results in ratios of 3 and 1.33, respectively, even though a larger proportion of the cells that had the potential to be activated responded in the second population. The response rates take this into account. Because we could not conduct paired experiment to directly measure the response rate, as that would have necessitated reading out PCNA immunostaining and *nr2f1b* expression levels before and after treatment, we estimated it using a Monte Carlo simulation from separate counts on control and treated cells.

### Cloning

The full coding sequence of *nr2f1b* was amplified via polymerase chain reaction with Phusion Plus polymerase and cloned to generate a *pCMV:nr2f1b-P2A-nlsGFP* from *pCMV:hey1-P2A-nlsGFP*. *pCMV:-nlsGFP* and *pCMV:hey1-P2A-nlsGFP* had been generated previously (*23*).

### Ventricular injections and electroporations

For electroporations, fish were first anesthetized in MS222/Tricaine (180 mg/liter). A hole was opened in their skull with a sterile needle and a capillary introduced for intraventricular injection. They were then placed in a separate dish with their head between electrodes and administered four electric pulses for electroporation (50 V, for 50 ms each, and separated by 1 s). They were then put in an individual dish with 3 g/liter of NaCl in fish water and they received frequent gentle pulses of water through the mouth to help with waking up.

To selectively block Nr2f1b protein production, we electroporated a previously validated lissamine-tagged splice-blocking MO (*59*): 5′-CCCACACAAGATGTACTCACCTTCG-3′. A lissamine-tagged MO that does not target any zebrafish gene was used as control: 5′-AGAGCAACTGAACTCACTCACGTTC-3′. In both cases, we used a 1 mM concentration. For gain-of-function experiments, the same procedure was followed with the *pCMV:nr2f1b-P2A-nlsGFP* and *pCMV:nlsGFP* plasmids at 0.15 fmol/μl.

### Pallial lesions

For lesions, fish were anesthetized in the same way as for electroporations and a BD Microfine 29G needle with a 0.33 mm diameter was inserted through the skull until all of the beveled end of the needle had penetrated the fish’ head. Fish were immediately moved to a new tank without necessitating a specific treatment to increase survival odds as baseline survival rates were already 100%.

### Statistical analysis

All statistical analyses were performed in R. For comparisons between three groups as in Fig. 1F, we used a Kruskal-Wallis test. Comparisons between two sets of proportions were subjected to χ^2^ tests. For the number of spots per electroporated cells, we used a bootstrapped difference of the mean test and nonparametric two-sample unpaired Wilcoxon rank sum test, which systematically gave consistent results. For the statistical test comparing distribution of values in different deciles in fig. S4H, we used the rogme package. All countings included at least three hemispheres, and exact numbers are provided in figure legends. For all analyses other than analysis of sequencing data, *P* values are presented without correction for multitesting.

# Supplementary material for: Notch signaling blockade links transcriptome heterogeneity in quiescent neural stem cells with reactivation routes and potential
**Source:** Sci Adv. 2025 Aug 27;11(35):eadu3189. doi: 10.1126/sciadv.adu3189
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S7 Tables S1 to S3 Legends for data S1 to S3 References

## Supplementary Materials for

### **Notch signaling blockade links transcriptome heterogeneity in quiescent neural stem cells with reactivation routes and potential**

David Morizet *et al.*

*Sci. Adv.* **11**, eadu3189 (2025)  
DOI: 10.1126/sciadv.adu3189

#### **The PDF file includes:**

Supplementary Text  
Figs. S1 to S7  
Tables S1 to S3  
Legends for data S1 to S3  
References

#### **Other Supplementary Material for this manuscript includes the following:**

Data S1 to S3

## Supplementary text : Reclassification of qNSC1 as striatal astrocytes

We reanalyzed the data from the original mouse study (12) with a pipeline developed by the Allen Institute suited to Smart-Seq2 data with few cells, and attempted to assign identities to the resulting clusters. The number of clusters and the classification of oligodendrocytes, neuroblasts and proliferating cells were in good agreement. However, we found that one of the quiescent astroglial clusters expressed high levels of genes associated with astrocytes rather than radial glia-like (RG-like) cells. We also re-analyzed another dataset which collected more cells and reported an identical subdivision of the data (11) and obtained the original annotations. Once again, we recovered clusters comparable to the published data but found that the cells initially annotated as qNSC1 had a transcriptional profile similar to that of astrocytes. In particular, they expressed high levels of *Aqp4*, *F3* and *S100b*, which are commonly used to distinguish astrocytes from RG-like cells, as well as *Timp4*, *Cxcl14* and *Slc4a4*, which we recently described as being enriched in astrocytes rather than RG-like cells in mouse (16). Several independent studies have now generated scRNA-seq atlases of the SVZ without explicitly reporting the presence of the qNSC1 cluster (8, 13, 15, 40, 41). We re-analyzed all of them to determine whether they contained clusters of cells matching the transcriptional signature of qNSC1 cells and how these cells had been classified. We ultimately excluded the data from (13) because their study was tailored to recover a large number of cells at the expense of library complexity and thus risked lacking sensitivity to distinguish between closely related cells. Shah et al. did not report the presence of astrocytes in their datasets but labeled qNSC as aNSC as evidenced by the pattern of expression of *Thbs4* (41). The large cluster of cells they labeled as qNSC expressed the same astrocytic genes as those mentioned above, thus their classification into qNSC and aNSC matched the qNSC1 and qNSC2 clusters from (12) and (11). On the other hand, both (15) and (8) reported the presence of astrocytes alongside NSCs and our re-analysis confirmed that these astrocyte clusters matched qNSC1 (Fig.S4B). Cebrian-Silla et al. (8) profiled a large number of cells with high gene detection per cell and identified several spatially distinct populations of qNSC which were closer to each other than to the astrocyte cluster and we independently reproduced the results from this analysis. Overall, this strongly suggests that the cells that qNSC1 cells are in fact astrocytes. We also recovered data from a whole telencephalon atlas (44) and used MetaNeighbor (43) to map the astroglial cells from (11) to those of the atlas. In this analysis, qNSC1 cells clustered together with telencephalic astrocytes and away from NSCs, supporting their astrocytic identity (Fig.S4C). A latent neurogenic

potential, activated upon stroke, injury or Notch inhibition has been reported in striatal astrocytes (4) in particular in the medial striatum, close to the lateral wall of the SVZ. We thus asked if qNSC1 cells might be striatal astrocytes and re-analyzed data from a study on striatal astrocyte (48). Our analysis largely agreed with the reported clusters and we found that a subset of cells from the striatum of P90, but not P3 mice bearing a striking similarity to qNSC1 cells. One cluster in particular displayed higher expression of *Crym*, which is also enriched in qNSC1 over qNSC2 and is expressed in astrocytes in the medial striatum (8), and lower expression of several astrocytic genes such as *Agt*, *Sparc* and *Nnat*. Moreover, we reanalyzed scRNA-seq data generated simultaneously in cortical and striatal astrocytes (39). This confirmed that striatal astrocytes are enriched in *Cd9* and *Cd81* compared to cortical astrocytes, and thus that the differences that led to the classification of qNSC1 as RG-like cells might be linked with heterogeneity among astrocytes instead (Fig.S4D). Thus, we concluded that cells originally classified as deeply quiescent RG-like cells are in fact a population of astrocytes from the striatum, likely enriched medially and which emerges between P3 and P90.

A recent multi-omics study including qNSC1 and qNSC2 was recently published (38), in which the authors conclude that the methylome of the cells classified as qNSC1 was closer to that of control astrocytes than to that of RG-like cells. Although they renamed them “vSVZ astrocytes” they also proposed that these cells might be B1 cells, which are RG-like cells. A recent report characterized both B1 and B2 cells in the SEZ (45), and the markers identified as labelling them belong to the cells that were previously classified as qNSC2 and which can also be mapped throughout multiple datasets according to our analyses. Thus, so-called qNSC1 and qNSC2 can be reliably distinguished not only via their methylome but also via their transcriptome, and qNSC1 cells are actually astrocytes while qNSC2 cells are bona fide RG-like cells. Importantly this does not call into question the functional properties that had been identified for these cells, except for the interpretation that qNSC1 cells reactivate by becoming “qNSC2” cells. Indeed, we consider it highly unlikely that parenchymal cells turn into RG-like cells. Instead it is more likely that they go through a state with a transcriptome similar to that of NSCs while remaining parenchymal astrocytes, as had been previously postulated (38). Overall this interpretation reconciles multiple studies on the SEZ with hitherto diverging results, unifies the description of reactive neurogenesis and is supported by methylomic as well as both regular and spatial (42) transcriptomic data and consistent with in situ validation with RNAScope (45). For these reasons, we believe that the initial

distinction between qNSC2 and qNSC1 should instead be treated as a distinction between RG-like cells and local astrocytes, respectively, the latter likely being the same population as the population of medial striatal astrocytes previously identified as latent NSCs, which is how we considered them in our final analyses.

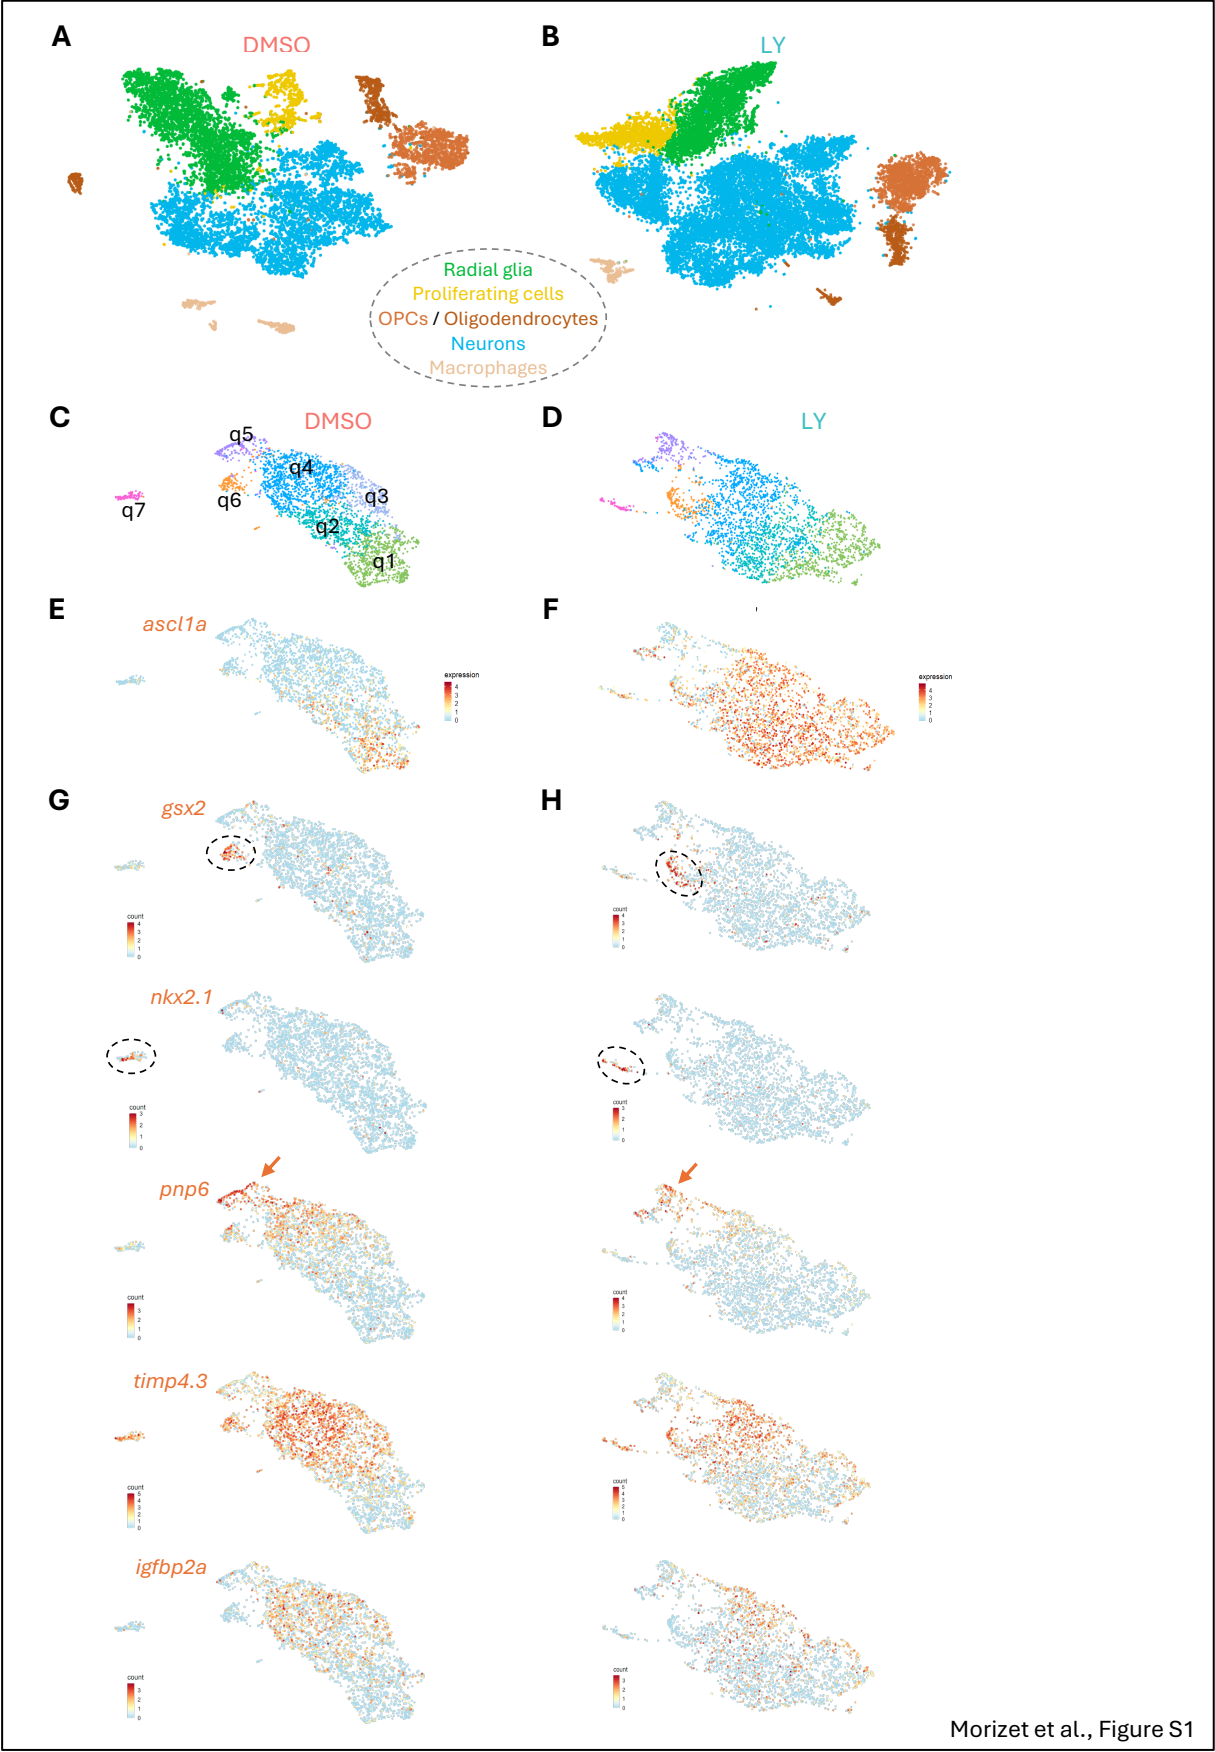

**Figure S1 - *ascl1a* is upregulated but major qNSC subpopulation markers display similar patterns following 24 hours of DMSO and LY treatment.** **A,B.** tSNE of all cells of the DMSO (A) and LY (B) treatment scRNAseq datasets colored by their broad cell type annotation (Table S1, as in (16)). Cells selected as qNSCs (green) and proliferating cells (yellow) are color coded. Abbreviations: a: activated; q: quiescent. **C.** Low dimensional embedding of qNSCs in a DMSO control scRNAseq dataset colored by cluster (same as in [Fig.1H](#), from (16)). **D.** Low dimensional embedding of qNSCs in the LY-treated scRNAseq dataset colored by cluster (as in [Fig.1I](#)). **E,F.** Levels of expression of *ascl1a* in the DMSO (C) and LY (D) datasets. **G.** Levels of expression of cluster-indicating genes in the control dataset. Rare clusters identified by *nkx2.1* (q7) and *gsx2* (q6) are circled to highlight them, and q5 is indicated by an arrow. **H.** Levels of expression of the same genes in the LY-treated dataset.

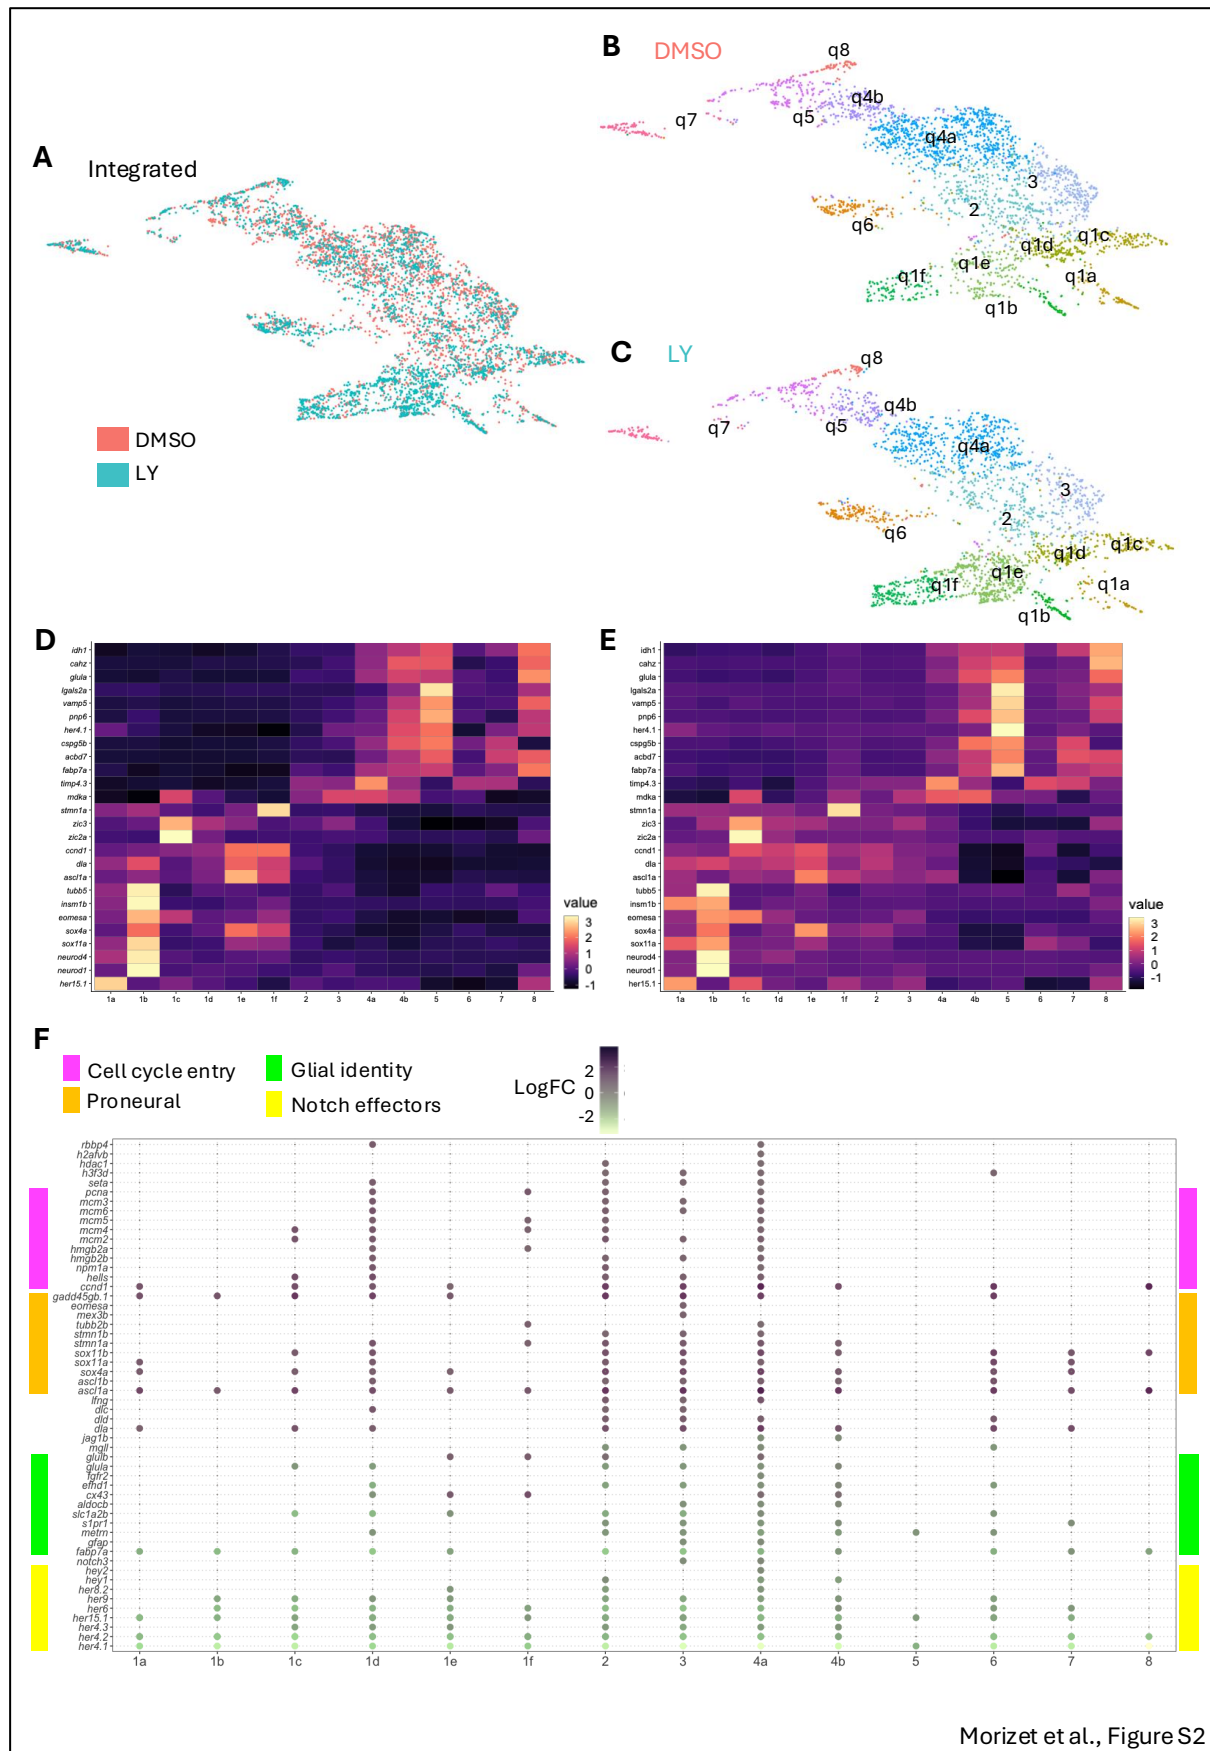

Morizet et al., Figure S2

**Figure S2 - Integrative analysis highlights novel qNSC subclusters and differentially expressed genes between LY-treated and untreated qNSCs in each cluster.** **A.** Low dimensional embedding of the joint qNSCs scRNAseq dataset colored by condition (control in red and LY-treated in blue). **B,C.** Projections of individual datasets (B: DMSO, C: LY) on the low-dimensional embedding color-coded by cluster. This highlights that the two datasets thoroughly mix but that several clusters remain clearly identifiable. **D,E.** Heatmaps showing, for a selection of genes, relative mean gene expression per cluster in the DMSO (D) and LY (E) datasets. Because expression levels differ between genes, a scaling per gene was applied (for each gene, an expression level equal to the mean of expression in all clusters is set to zero, and clusters with expression higher or lower than the mean are positive or negative, respectively). **F.** Dotplot of a subset of differentially expressed genes between LY-treated and untreated cells in each qNSC cluster. A subset of genes known to be Notch targets (among which Notch effectors are highlighted in yellow) and/or associated with glial identity (highlighted in green), proneural activity (highlighted in orange), cell cycle entry (highlighted in pink) or chromatin remodeling (other genes) was chosen for visualization. Dot size is binary based on whether the adjusted pvalue of the MAST differential gene expression test with nUMI as a latent variable is below 0.05 or not. Dot color is determined by log2 fold change, with purple indicating upregulation in LY-treated cells and green indicating downregulation in LY-treated cells.

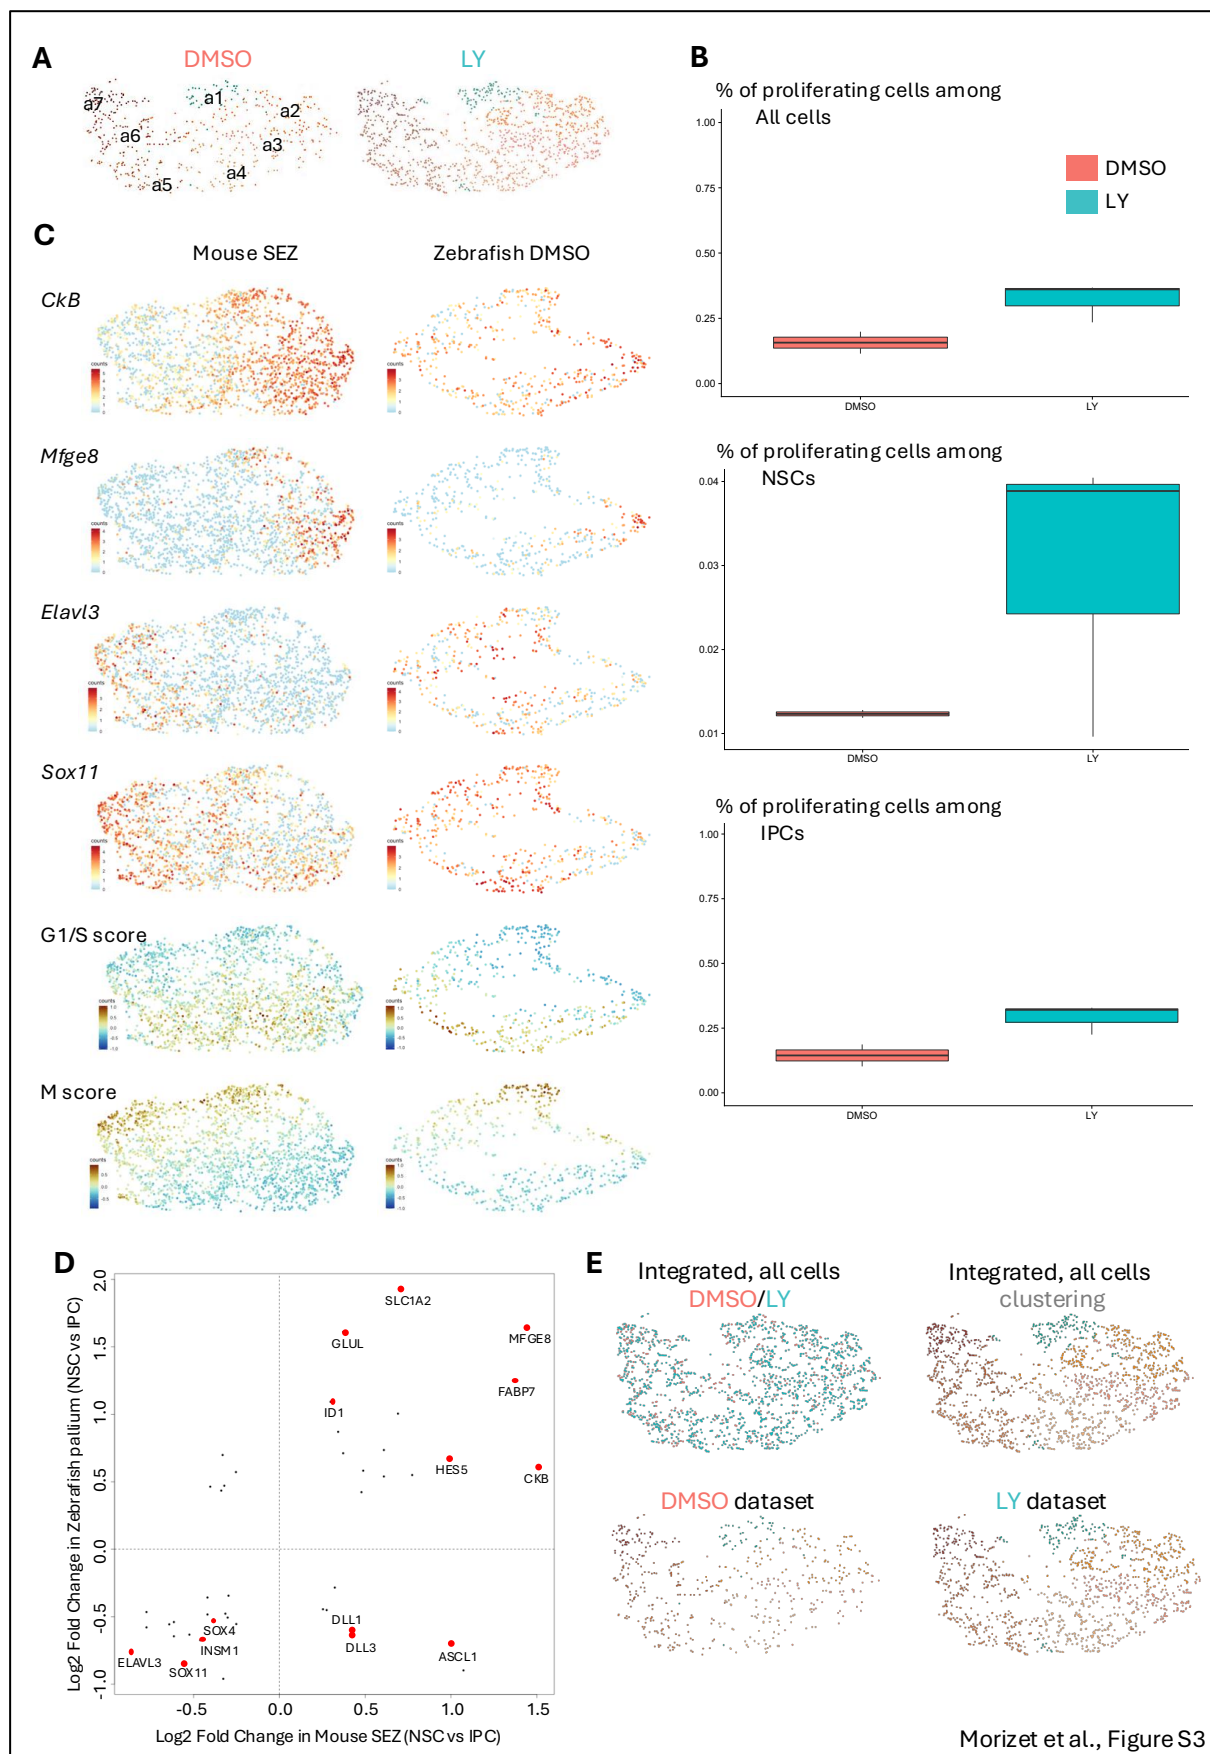

**Figure S3 - Analysis of cycling cells in the adult mouse SEZ and zebrafish pallium reveals comparable NSCs, IPCs and cell cycle phases.** A. Projection of the cycling cells of each individual

zebrafish pallial dataset (DMSO-treated, top (16), and LY-treated, bottom -this study-) on the integrated embedding of cycling cells, color-coded by cluster derived from integrated analysis. Note the higher total number of cells in the LY-treated dataset. **B.** Percentage of proliferating cells per cell category (from top to bottom: all cells, NSCs and IPCs) in the DMSO versus LY datasets (color-coded). **C.** Low dimensional embeddings of cycling cells from the mouse SEZ (left) (from (13)) and zebrafish pallium (right) (from (16)) colored by levels of expression of genes enriched in cycling NSCs (*Ckb*, *Mfge8*) or IPCs (*Elavl3*, *Sox11*) and cell cycle scores. Color coding is distinct to separate genes from scores. In both cases two independent sources of variation can be identified transcriptionally and visualized on the lower dimensional embedding: an axis (horizontal) separating NSCs from IPCs and an axis (vertical) going from cells in early phases of the cell cycle to cells in late phases of the cell cycle. **D.** Plot of log2 Fold Change in zebrafish NSCs over IPCs in relation to log2 Fold Change in murine NSCs over IPCs after conversion to a common set of orthologs. A majority of genes that are detected as significant in both datasets fall in correlated quadrants. Among them, *Hes5* is the only effector of the Notch pathway with significantly higher expression in NSCs than in IPCs in both zebrafish and mice. **E.** Low dimensional embedding of the joint scRNAseq datasets of cycling cells for the DMSO- and LY-treated conditions, color-coded by condition (top left) (DMSO: red; LY-treated: cyan), by cluster (top right) (the two datasets thoroughly mix but) several clusters remain clearly identifiable, or showing only the cells of the DMSO dataset (bottom left) or the cells of the LY dataset (bottom right).

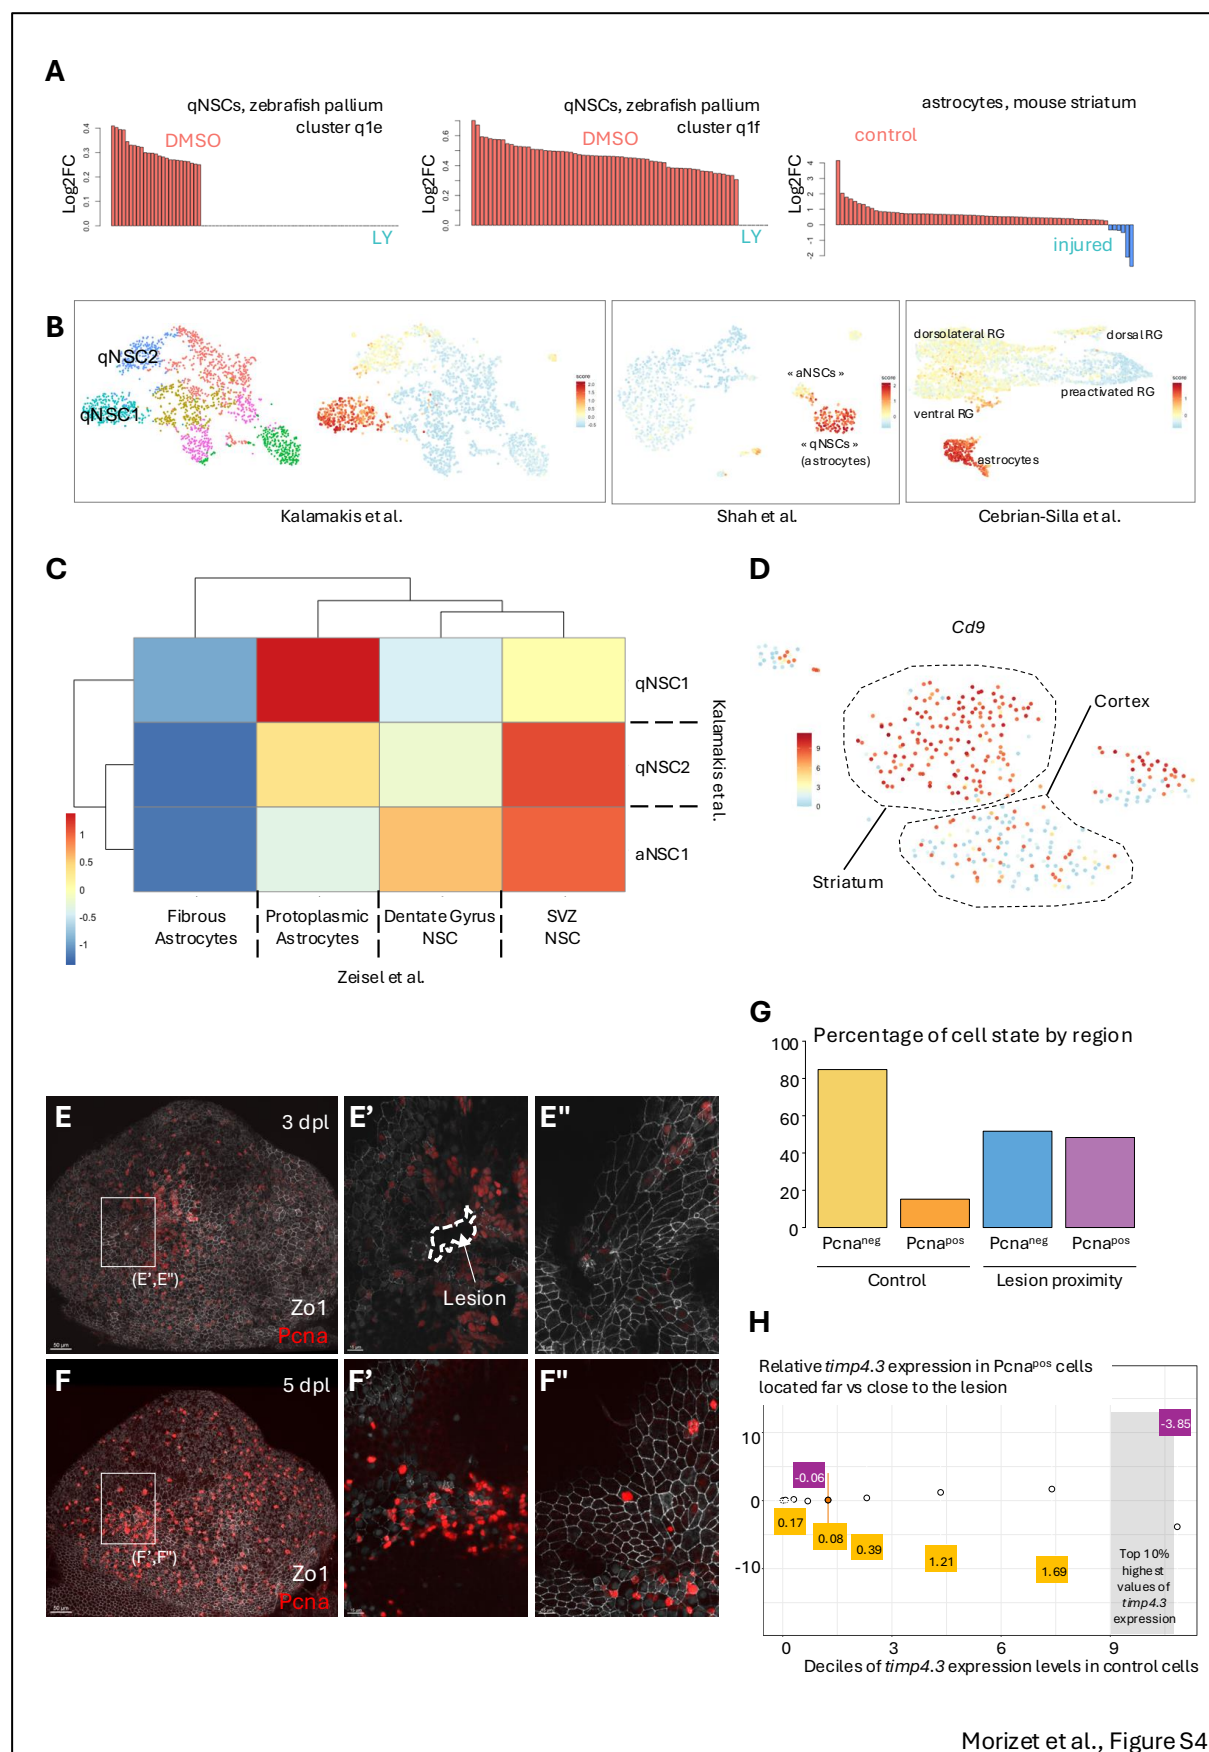

**Figure S4 - Zebrafish astrocyte-like NSCs and murine latent NSCs share features when forcefully reactivated by Notch inhibition or injury. A.** Left and middle panels: log2 Fold Change

(log2FC) of the expression of ribosomal genes detected as significantly differentially expressed between LY-treated and untreated cells in clusters q1e (left) and q1f (middle). Cell transition to q1e and q1f upon LY treatment is not accompanied with a normal upregulation of ribosomal genes. Right panel: log2 Fold Change of the expression of ribosomal genes between cells found in “qNSC2” (see Fig.S4B) after injury and unperturbed “qNSC2” cells (12). Ribosomal genes were not sorted for statistical significance in this case because of the low power of statistical tests with as few cells as were profiled in these scRNAseq experiments with Smart-seq technology. **B-D.** Reanalysis of mouse scRNAseq datasets profiling latent neural stem cells, variably classified as dormant NSCs (qNSC1 in (12)), as the only qNSCs (41) or as astrocytes (8). Detailed reanalysis of these datasets, mapping to a murine telencephalon atlas encompassing both NSCs and astrocytes (44) and the use of specific markers that we previously identified as being reliable to distinguish between astrocytes and NSCs across neurogenic niches (16) suggested that they all correspond to the same subpopulation of mature medial striatal astrocytes. **B.** Identification and projection of a score specifically identifying qNSC1 (12) cells to other adult mouse SEZ datasets (8, 41). The cells displaying highest qNSC1 scores are putative astrocytes from these other datasets (see also Methods, and new conclusions on qNSC1 in (38)). **C.** Metaneighbour (43) mapping of non-proliferating astroglia between a SEZ dataset describing the presence of qNSC1 cells (11) and astroglia from the telencephalon extracted from a whole brain cell atlas (44). Contrary to qNSC2 and aNSC1, qNSC1 are closer to protoplasmic astrocytes than to RG-like cells. **D.** Compared expression of *Cd9*, a putative marker of qNSC1 between striatal and cortical astrocytes in the adult mouse (39). **E,F.** Example images of lesioned pallia at 3dpl (E) or 5dpl (F). E, F are Images represent large fields of view of 3D whole-mount hemispheres illustrating localized increase in proliferation around the lesion. Scale bar: 50µm. E'-F'' are close up views of ≈10µm thickness centered on the lesions at different depths. Scale bars: 15µm. E', F' are at the parenchymal depth where the lesion is best visible; E'', F'' are at the ventricular surface, showing the tela choroida, which was not removed. An abundant proliferative response can be observed at 3dpl and 5dpl, specifically in the NSC layer and just below (E', F'). At 3dpl the lesion itself is still visible whereas at 5dpl the hole has been filled. **G.** Percentage of *Pcna*<sup>neg</sup> and *Pcna*<sup>pos</sup> cells in ventricular regions located far from the lesion (control area) or close to the lesion (lesion proximity). Cells close to the lesion proliferate more, as expected with a regenerative response. **H.** Relative *timp4.3* expression in *Pcna*<sup>pos</sup> cells between cells close to the lesion (control cells) vs far from the lesion (y axis) as a function of the

decile of *timp4.3* expression in control cells (x axis). Representation of the shift function as calculated in (82). The x-axis represents *timp4.3* expression values, measured as number of dots in smFISH, in control cells binned by deciles and the y-axis represents the difference between the average *timp4.3* expression value in cells neighboring the lesion and in control cells for each decile of their respective distribution. The circles represent the point estimates of this difference for each decile and the vertical bars represent the confidence interval. A positive difference suggests that the average *timp4.3* expression is higher in the control cells than in cells neighboring the lesion. The top 10% values of *timp4.3* expression (gray area) appear on average higher in cells close to the lesion than in cells far away from the lesion, but the difference is not statistically significant.

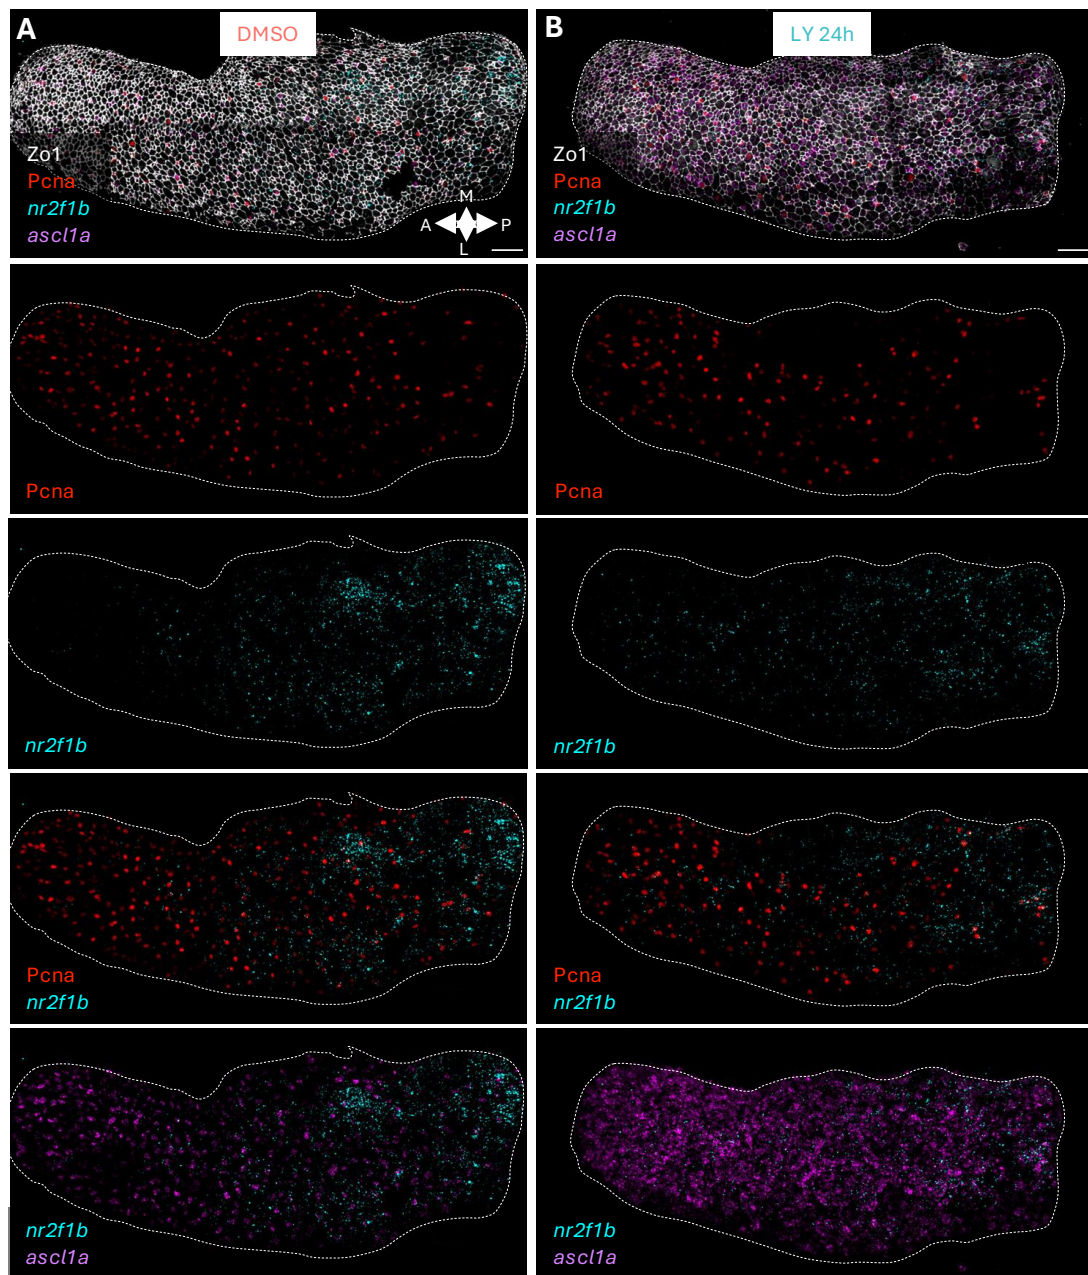

Morizet et al., Figure S5

Figure S5 - *nr2f1b* and *ascl1a* are expressed in opposite gradients in the dorsal pallium and this prefigures the resistance to LY treatment. Whole-mount dorsal view of a telencephalic

hemisphere (anterior left) in fish treated with DMSO or LY for 24 hours and immunostained for ZO1 (white, apical junctions) and Pcn $\alpha$  (red, proliferation) and processed for smFISH for *nr2f1b* (cyan) and *ascl1a* (magenta). *ascl1a* and Pcn $\alpha$  expression are enriched rostrally in the dorsal pallium in control conditions whereas *nr2f1b* expression is enriched caudally. After 24 hours of LY treatment, *ascl1a* expression is more widespread but remains enriched rostrally (this also applies to Pcn $\alpha$  after 48 hours, see [Fig.S6A](#) middle panel), opposite to *nr2f1b*. Scale bars: 50 $\mu$ m.

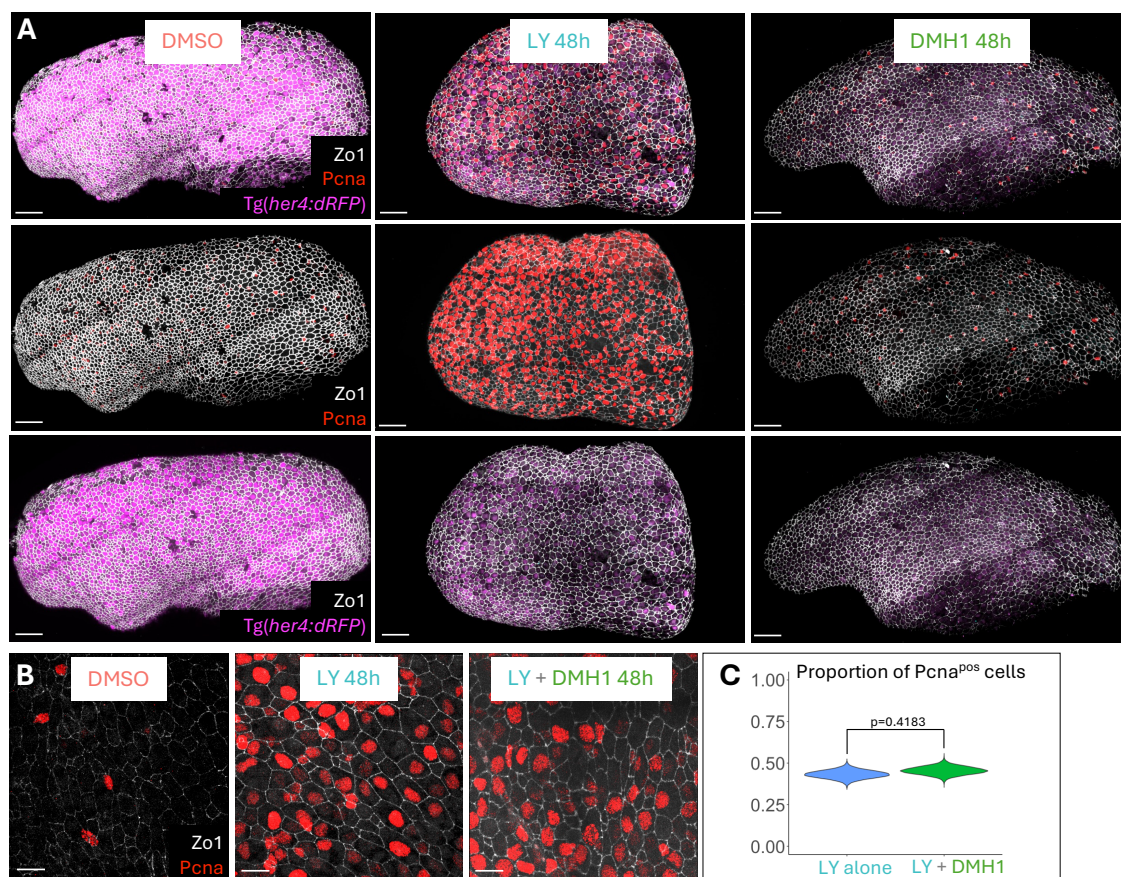

**Figure S6: Assessment of putative regulatory mechanisms explaining the resistance to Notch inhibition.** **A.** Confocal images of whole individual telencephalic hemispheres from

Tg(*her4*:dRFP) fish treated for 48 hours with either DMSO (left panels), LY (middle) or DMH1 (right). The brains were immunostained for ZO1 (white, apical junctions), Pcn $\alpha$  (red, proliferation) and dRFP (magenta). The top row shows all channels, the middle row shows the detection of ZO1 and RFP, and the bottom row shows ZO1 and Pcn $\alpha$ . While both LY and DMH1 efficiently decrease dRFP, only LY increases proliferation. Scale bars: 50  $\mu$ m. **B.** Confocal images of caudal areas in the dorsal pallium of fish treated for 48 hours with either DMSO (left panel), LY alone (middle) or LY and DMH1 together (right), and immunostained for ZO1 (white, apical junctions) and Pcn $\alpha$  (red, proliferation). Scale bars: 15 $\mu$ m. **C.** Quantification of the association between type of treatment and likelihood to start cycling after 48 hours of treatment. No significant difference is detected between treatments with LY alone or LY + DMH1. Reported p-value is derived from a chi square test. Violin plots are built from bootstrapped random sampling of the measured proportions to estimate the distribution.

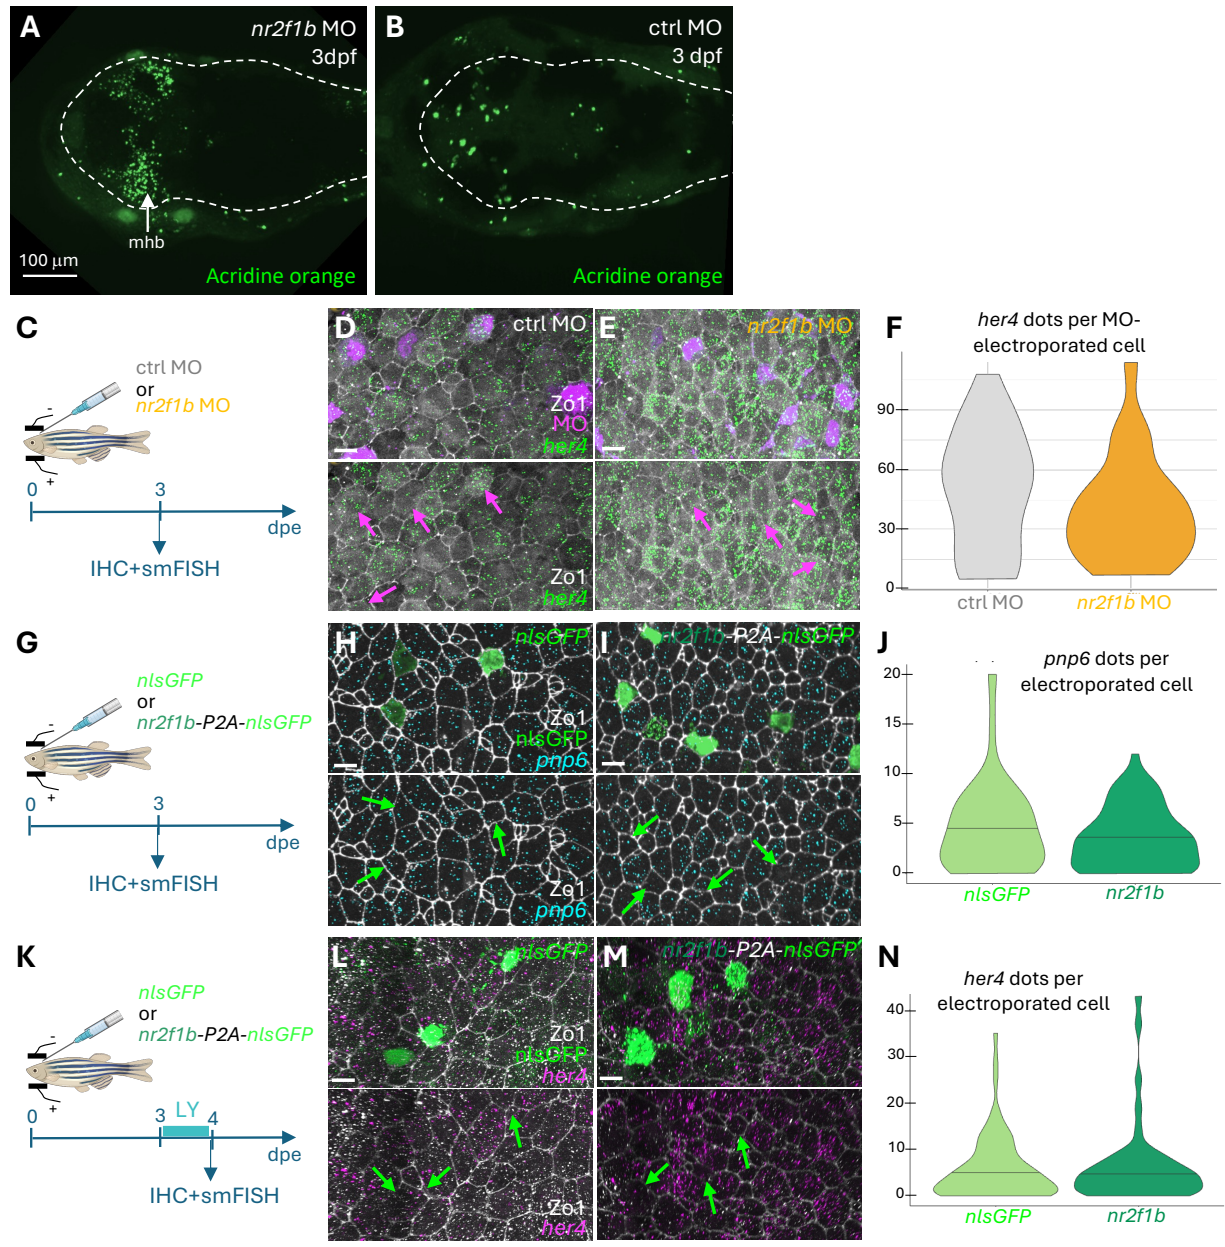

Morizet et al., Figure S7

**Figure S7. Further validations of genetic tools and output of functional *nr2f1b* manipulations.**

**A,B.** Validation of the efficiency and specificity of the *nr2f1b* MO. Cell death was monitored using Acridine orange (green) at 3dpf following MO injection at the 1-cell stage. Dorsal views of whole embryos, anterior left; the brains are surrounded by dotted lines, and the midbrain-hindbrain boundary (mhb) is indicated. *nr2f1b* MO-injected embryos at 3dpf display cell death at the mhb, mimicking *nr2f1b* homozygous null mutants (60). **C-F.** *nr2f1b* knock-down and expression of *her4*. **C.** Schematic of the experiment. After morpholino (MO) intracranial injection and electroporation, fish were allowed to rest for 3 days, then sacrificed for quantification of *her4* expression. **D,E.** Example images of the pallial surface in fish electroporated with a control MO (D) and the *nr2f1b*-specific MO (E) as in C (dorsal whole-mount views). The brains were processed for smFISH for *her4* (green) and immunohistochemistry for Zo1 (white), and the lissamine-tagged MOs (magenta) were imaged directly. Bottom panels omit the MO channel but arrows point to electroporated cells. Scale bars: 10µm. **F.** Corresponding quantifications. Statistics : unpaired two-sample Wilcoxon-test, p-value=0.2006; 3 hemispheres per condition, n=48 cells. **G-J.** *nr2f1b* overexpression and expression of *pnp6*. **G.** Schematic of the experiment. After plasmid DNA intracranial injection and electroporation, fish were allowed to rest for 3 days, then sacrificed for quantification of *pnp6* expression. **H,I.** Example images of the pallial surface in fish electroporated with a control nlsGFP plasmid (H) and the *nr2f1b*-P2A-nlsGFP overexpression plasmid (I) as in G (dorsal whole-mount views). The brains were processed for smFISH for *pnp6* (cyan) and immunohistochemistry for Zo1 (white) and GFP (green). Bottom panels omit the GFP channel but arrows point to electroporated cells. Scale bars: 10µm. **J.** Corresponding quantifications. Statistics: unpaired two-sample Wilcoxon-test, p-value=0.28; 3 hemispheres per condition, n=123 cells. **K-N.** *nr2f1b* overexpression and expression of *her4*. **K.** Schematic of the experiment. After plasmid DNA intracranial injection and electroporation, fish were allowed to rest for 3 days, then treated with LY for 1 day and sacrificed for quantification of *her4* expression. **L,M.** Example images of the pallial surface in fish electroporated with a control nlsGFP plasmid (L) and the *nr2f1b*-P2A-nlsGFP overexpression plasmid (M) as in K (dorsal whole-mount views). The brains were processed for smFISH for *her4* (green) and immunohistochemistry for Zo1 (white) and GFP (green). Bottom panels omit the GFP channel but arrows point to electroporated cells. Scale bars: 10µm. **N.** Corresponding quantifications. Statistics: unpaired two-sample Wilcoxon-test, p-value=0.84; 3 hemispheres per condition, n=115 cells.

243 **Supplementary Tables and Legends**

244

Broad cluster

Radial Glia

Neurons (different types and at different levels of maturation)

Proliferating cells (mostly aNSCs, IPCs, and a few proliferating oligodendrocytes that could be removed)

Oligodendrocytic lineage

Macrophage lineage

245

246 **Table S1. Marker genes used to define broad cell identities from the full scRNAseq dataset.**

247

Table S2

| Cluster | % of ccnd1+ cells |
|---------|-------------------|
| DMSO_1a | 59.4              |
| LY_1a   | 96                |
| DMSO_1b | 71.4              |
| LY_1b   | 87.9              |
| DMSO_1c | 65.3              |
| LY_1c   | 97.4              |
| DMSO_1d | 74.7              |
| LY_1d   | 97.1              |
| DMSO_1e | 87                |
| LY_1e   | 96.8              |
| DMSO_1f | 88.8              |
| LY_1f   | 94.7              |
| DMSO_2  | 45.7              |
| LY_2    | 90.7              |
| DMSO_3  | 35.3              |
| LY_3    | 87.9              |
| DMSO_4a | 18.9              |
| LY_4a   | 86.8              |
| DMSO_4b | 13.3              |
| LY_4b   | 55.3              |
| DMSO_5  | 10.8              |
| LY_5    | 15.3              |
| DMSO_6  | 23.5              |
| LY_6    | 73.4              |
| DMSO_7  | 12.6              |
| LY_7    | 33.3              |
| DMSO_8  | 2.9               |
| LY_8    | 41.9              |

249 **Table S2. Proportion of cells expressing *ccnd1* in each cluster under DMSO and LY conditions.**

250

Table S3

| Gene name      | Entrez Gene ID | Accession Number                      | Channel |
|----------------|----------------|---------------------------------------|---------|
| <i>nr2f1b</i>  | 393564         | <a href="#">NM_200592.1</a>           | T2      |
| <i>ascl1a</i>  | 30466          | <a href="#">NM_131219.1</a>           | T1      |
| <i>ascl1a</i>  | 30466          | <a href="#">NM_131219.1</a>           | T3      |
| <i>timp4.3</i> | 100124610      | <a href="#">ENSDDART00000187110.1</a> | T2      |
| <i>her4</i>    | 100149863      | <a href="#">NM_001103128.1</a>        | T1      |
| <i>her4</i>    | 100149863      | <a href="#">NM_001103128.1</a>        | T5      |
| <i>ccnd1</i>   | 30222          | <a href="#">NM_131025.4</a>           | T3      |

Table S3. RNAscope probes used in this study

### Legends for Data S1-S3

**Data S1. Differentially expressed genes (DEGs) between DMSO and LY conditions in each cluster of quiescent NSCs/IPC.** Positive LogFC when expression is higher in the DMSO dataset. pctDMSO, pctLY: proportion of cells expressing the gene in the DMSO and LY datasets, respectively.

**Data S2. Differentially expressed genes (DEGs) between DMSO and LY conditions in each cluster of proliferating NSCs/IPC.** Positive LogFC when expression is higher in the DMSO dataset. pctDMSO, pctLY: proportion of cells expressing the gene in the DMSO and LY datasets, respectively.

**Data S3. Antibodies used in this study**

## REFERENCES AND NOTES

1. N. Urbán, D. L. C. van den Berg, A. Forget, J. Andersen, J. A. A. Demmers, C. Hunt, O. Ayraut, F. Guillemot, Return to quiescence of mouse neural stem cells by degradation of a proactivation protein. *Science* **353**, 292–295 (2016).
2. S. Bottes, B. N. Jaeger, G.-A. Pilz, D. J. Jörg, J. D. Cole, M. Kruse, L. Harris, V. I. Korobeynyk, I. Mallona, F. Helmchen, F. Guillemot, B. D. Simons, S. Jessberger, Long-term self-renewing stem cells in the adult mouse hippocampus identified by intravital imaging. *Nat. Neurosci.* **24**, 225–233 (2021).
3. A. Ibrayeva, M. Bay, E. Pu, D. J. Jörg, L. Peng, H. Jun, N. Zhang, D. Aaron, C. Lin, G. Resler, A. Hidalgo, M.-H. Jang, B. D. Simons, M. A. Bonaguidi, Early stem cell aging in the mature brain. *Cell Stem Cell* **28**, 955–966.e7 (2021).
4. J. P. Magnusson, C. Göritz, J. Tatarishvili, D. O. Dias, E. M. K. Smith, O. Lindvall, Z. Kokaia, J. Frisén, A latent neurogenic program in astrocytes regulated by Notch signaling in the mouse. *Science* **346**, 237–241 (2014).
5. E. Than-Trong, B. Kiani, N. Dray, S. Ortica, B. Simons, S. Rulands, A. Alunni, L. Bally-Cuif, Lineage hierarchies and stochasticity ensure the long-term maintenance of adult neural stem cells. *Sci. Adv.* **6**, eaaz5424 (2020).
6. L. Mancini, B. Guirao, S. Ortica, M. Labusch, F. Cheysson, V. Bonnet, M. S. Phan, S. Herbert, P. Mahou, E. Menant, S. Bedu, J.-Y. Tinevez, C. Baroud, E. Beaurepaire, Y. Bellaiche, L. Bally-Cuif, N. Dray, Apical size and *deltaA* expression predict adult neural stem cell decisions along lineage progression. *Science* **9**, eadg7519 (2023).
7. A. Alunni, M. Krecsmarik, A. Bosco, S. Galant, L. Pan, C. B. Moens, L. Bally-Cuif, Notch3 signaling gates cell cycle entry and limits neural stem cell amplification in the adult pallium. *Development* **140**, 3335–3347 (2013).
8. A. Cebrian-Silla, M. A. Nascimento, S. A. Redmond, B. Mansky, D. Wu, K. Obernier, R. Romero Rodriguez, S. Gonzalez-Granero, J. M. García-Verdugo, D. A. Lim, A. Álvarez-

- Buylla, Single-cell analysis of the ventricular-subventricular zone reveals signatures of dorsal and ventral adult neurogenesis. *eLife* **10**, e67436 (2021).
9. L. Harris, P. Rigo, T. Stiehl, Z. B. Gaber, S. H. L. Austin, M. del Mar Masdeu, A. Edwards, N. Urbán, A. Marciniak-Czochra, F. Guillemot, Coordinated changes in cellular behavior ensure the lifelong maintenance of the hippocampal stem cell population. *Cell Stem Cell* **28**, 863–876.e6 (2021).
10. H. Hochgerner, A. Zeisel, P. Lönnerberg, S. Linnarsson, Conserved properties of dentate gyrus neurogenesis across postnatal development revealed by single-cell RNA sequencing. *Nat. Neurosci.* **21**, 290–299 (2018).
11. G. Kalamakis, D. Brüne, S. Ravichandran, J. Bolz, W. Fan, F. Ziebell, T. Stiehl, F. Catalá-Martinez, J. Kupke, S. Zhao, E. Llorens-Bobadilla, K. Bauer, S. Limpert, B. Berger, U. Christen, P. Schmezer, J. P. Mallm, B. Berninger, S. Anders, A. del Sol, A. Marciniak-Czochra, A. Martin-Villalba, Quiescence modulates stem cell maintenance and regenerative capacity in the aging brain. *Cell* **176**, 1407–1419.e14 (2019).
12. E. Llorens-Bobadilla, S. Zhao, A. Baser, G. Saiz-Castro, K. Zwadlo, A. Martin-Villalba, Single-cell transcriptomics reveals a population of dormant neural stem cells that become activated upon brain injury. *Cell Stem Cell* **17**, 329–340 (2015).
13. D. Mizrak, H. M. Levitin, A. C. Delgado, V. Crotet, J. Yuan, Z. Chaker, V. Silva-Vargas, P. A. Sims, F. Doetsch, Single-cell analysis of regional differences in adult V-SVZ neural stem cell lineages. *Cell Rep.* **26**, 394–406.e5 (2019).
14. J. Shin, D. A. Berg, Y. Zhu, J. Y. Shin, J. Song, M. A. Bonaguidi, G. Enikolopov, D. W. Nauen, K. M. Christian, G.-l. Ming, H. Song, Single-cell RNA-seq with waterfall reveals molecular cascades underlying adult neurogenesis. *Cell Stem Cell* **17**, 360–372 (2015).
15. V. Zywitza, A. Misios, L. Bunatyan, T. E. Willnow, N. Rajewsky, Single-cell transcriptomics characterizes cell types in the subventricular zone and uncovers molecular defects impairing adult neurogenesis. *Cell Rep.* **25**, 2457–2469.e8 (2018).

16. D. Morizet, I. Foucher, A. Alunni, L. Bally-Cuif, Reconstruction of macroglia and adult neurogenesis evolution through cross-species single-cell transcriptomic analyses. *Nat. Commun.* **15**, 3306 (2024).
17. L. Anneser, C. Satou, H.-R. Hotz, R. W. Friedrich, Molecular organization of neuronal cell types and neuromodulatory systems in the zebrafish telencephalon. *Curr. Biol.* **34**, 298–312.e4 (2024).
18. P. P. D’Gama, T. Qiu, M. I. Cosacak, D. Rayamajhi, A. Konac, J. N. Hansen, C. Ringers, F. Acuña-Hinrichsen, S. P. Hui, E. W. Olstad, Y. L. Chong, C. K. A. Lim, A. Gupta, C. P. Ng, B. S. Nilges, N. D. Kashikar, D. Wachten, D. Liebl, K. Kikuchi, C. Kizil, E. Yaksi, S. Roy, N. Jurisch-Yaksi, Diversity and function of motile ciliated cell types within ependymal lineages of the zebrafish brain. *Cell Rep.* **37**, 109775 (2021).
19. M. I. Cosacak, P. Bhattarai, S. Reinhardt, A. Petzold, A. Dahl, Y. Zhang, C. Kizil, Single-cell transcriptomics analyses of neural stem cell heterogeneity and contextual plasticity in a zebrafish brain model of amyloid toxicity. *Cell Rep.* **27**, 1307–1318.e3 (2019).
20. N. Mitic, A. Neuschulz, B. Spanjaard, J. Schneider, N. Fresmann, K. T. Novoselc, T. Strunk, L. Münster, P. Olivares-Chauvet, J. Ninkovic, J. P. Junker, Dissecting the spatiotemporal diversity of adult neural stem cells. *Mol. Syst. Biol.* **20**, 321–337 (2024).
21. Y. Harada, M. Yamada, I. Imayoshi, R. Kageyama, Y. Suzuki, T. Kuniya, S. Furutachi, D. Kawaguchi, Y. Gotoh, Cell cycle arrest determines adult neural stem cell ontogeny by an embryonic Notch-nonoscillatory Hey1 module. *Nat. Commun.* **12**, 6562 (2021).
22. O. Basak, C. Giachino, E. Fiorini, H. R. MacDonald, V. Taylor, Neurogenic subventricular zone stem/progenitor cells are Notch1-dependent in their active but not quiescent state. *J. Neurosci.* **32**, 5654–5666 (2012).
23. E. Than-Trong, S. Ortica-Gatti, S. Mella, C. Nepal, A. Alunni, L. Bally-Cuif, Neural stem cell quiescence and stemness are molecularly distinct outputs of the Notch3 signalling cascade in the vertebrate adult brain. *Development* **145**, dev161034 (2018).

24. P. Chapouton, P. Skupien, B. Hesl, M. Coolen, J. C. Moore, R. Madelaine, E. Kremmer, T. Faus-Kessler, P. Blader, N. D. Lawson, L. Bally-Cuif, Notch activity levels control the balance between quiescence and recruitment of adult neural stem cells. *J. Neurosci.* **30**, 7961–7974 (2010).
25. A. Engler, C. Rolando, C. Giachino, I. Saotome, A. Erni, C. Brien, R. Zhang, U. Zimmer-Strobl, F. Radtke, S. Artavanis-Tsakonas, A. Louvi, V. Taylor, Notch2 signaling maintains NSC quiescence in the murine ventricular-subventricular zone. *Cell Rep.* **22**, 992–1002 (2018).
26. R. Zhang, M. Boareto, A. Engler, A. Louvi, C. Giachino, D. Iber, V. Taylor, Id4 downstream of Notch2 maintains neural stem cell quiescence in the adult hippocampus. *Cell Rep.* **28**, 1485–1498.e6 (2019).
27. R. Sueda, I. Imayoshi, Y. Harima, R. Kageyama, High Hes1 expression and resultant Ascl1 suppression regulate quiescent vs. active neural stem cells in the adult mouse brain. *Genes Dev.* **33**, 511–523 (2019).
28. J. Andersen, N. Urbán, A. Achimastou, A. Ito, M. Simic, K. Ullom, B. Martynoga, M. Lebel, C. Göritz, J. Frisén, M. Nakafuku, F. Guillemot, A transcriptional mechanism integrating inputs from extracellular signals to activate hippocampal stem cells. *Neuron* **83**, 1085–1097 (2014).
29. J. Shin, J. Chen, L. Solnica-Krezel, Efficient homologous recombination-mediated genome engineering in zebrafish using TALE nucleases. *Development* **141**, 3807–3818 (2014).
30. J. Liu, C. Gao, J. Sodico, V. Kozareva, E. Z. Macosko, J. D. Welch, Jointly defining cell types from multiple single-cell datasets using LIGER. *Nat. Protoc.* **15**, 3632–3662 (2020).
31. M.-C. Tiveron, C. Beclin, S. Murgan, S. Wild, A. Angelova, J. Marc, N. Coré, A. de Chevigny, E. Herrera, A. Bosio, V. Bertrand, H. Cremer, Zic-proteins are repressors of dopaminergic forebrain fate in mice and *C. elegans*. *J. Neurosci.* **37**, 10611–10623 (2017).
32. S. I. A. Bukhari, S. Vasudevan, FXR1a-associated microRNP: A driver of specialized non-canonical translation in quiescent conditions. *RNA Biol.* **14**, 137–145 (2017).

33. J. Nishino, K. Yamashita, H. Hashiguchi, H. Fujii, T. Shimazaki, H. Hamada, Meteorin: A secreted protein that regulates glial cell differentiation and promotes axonal extension. *EMBO J.* **23**, 1998–2008 (2004).
34. J. J. Breunig, J. Silbereis, F. M. Vaccarino, N. Šestan, P. Rakic, Notch regulates cell fate and dendrite morphology of newborn neurons in the postnatal dentate gyrus. *Proc. Natl. Acad. Sci. U.S.A.* **104**, 20558–20563 (2007).
35. A. Santos, R. Wernersson, L. J. Jensen, Cyclebase 3.0: A multi-organism database on cell-cycle regulation and phenotypes. *Nucleic Acids Res.* **43**, D1140–D1144 (2015).
36. N. Urbán, I. M. Blomfield, F. Guillemot, Quiescence of adult mammalian neural stem cells: A highly regulated rest. *Neuron* **104**, 834–848 (2019).
37. P. Kaldis, Quo Vadis cell growth and division? *Front. Cell Dev. Biol.* **4**, (2016).
38. L. P. M. Kremer, S. Cerrizuela, H. El-Sammak, M. E. Al Shukairi, T. Ellinger, J. Straub, A. Korkmaz, K. Volk, J. Brunken, S. Kleber, S. Anders, A. Martin-Villalba, DNA methylation controls stemness of astrocytes in health and ischaemia. *Nature* **634**, 415–423 (2024).
39. J. P. Magnusson, M. Zamboni, G. Santopolo, J. E. Mold, M. Barrientos-Somarribas, C. Talavera-Lopez, B. Andersson, J. Frisén, Activation of a neural stem cell transcriptional program in parenchymal astrocytes. *eLife* **9**, e59733 (2020).
40. M. J. Borrett, B. T. Innes, D. Jeong, N. Tahmasian, M. A. Storer, G. D. Bader, D. R. Kaplan, F. D. Miller, Single-cell profiling shows murine forebrain neural stem cells reacquire a developmental state when activated for adult neurogenesis. *Cell Rep.* **32**, 108022 (2020).
41. P. T. Shah, J. A. Stratton, M. G. Stykel, S. Abbasi, S. Sharma, K. A. Mayr, K. Koblinger, P. J. Whelan, J. Biernaskie, Single-cell transcriptomics and fate mapping of ependymal cells reveals an absence of neural stem cell function. *Cell* **173**, 1045–1057.e9 (2018).
42. G. Marcy, L. Foucault, E. Babina, E. Texeraud, S. Zweifel, C. Heinrich, H. Hernandez-Vargas, C. Parras, D. Jabaudon, O. Raineteau, Single cell analysis of the dorsal V-SVZ reveals differential quiescence of postnatal pallial and subpallial neural stem cells driven by

TGFβ/BMP-signalling. bioRxiv 492790 [Preprint] (2022). <https://doi.org/10.1101/2022.05.20.492790>.

43. M. Crow, A. Paul, S. Ballouz, Z. J. Huang, J. Gillis, Characterizing the replicability of cell types defined by single cell RNA-sequencing data using MetaNeighbor. *Nat. Commun.* **9**, 884 (2018).
44. A. Zeisel, H. Hochgerner, P. Lönnerberg, A. Johnsson, F. Memic, J. van der Zwan, M. Häring, E. Braun, L. E. Borm, G. La Manno, S. Codeluppi, A. Furlan, K. Lee, N. Skene, K. D. Harris, J. Hjerling-Leffler, E. Arenas, P. Ernfors, U. Marklund, S. Linnarsson, Molecular architecture of the mouse nervous system. *Cell* **174**, 999–1014.e22 (2018).
45. A. Cebrian-Silla, M. A. Nascimento, W. Mancia, S. Gonzalez-Granero, R. Romero-Rodriguez, K. Obernier, D. M. Steffen, D. A. Lim, J. M. Garcia-Verdugo, A. Alvarez-Buylla, Neural stem cell relay from b1 to b2 cells in the adult mouse ventricular-subventricular zone. bioRxiv 600695 [Preprint] (2024). <https://doi.org/10.1101/2024.06.28.600695>.
46. M. Lattke, R. Goldstone, J. K. Ellis, S. Boeing, J. Jurado-Arjona, N. Marichal, J. I. MacRae, B. Berninger, F. Guillemot, Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture. *Nat. Commun.* **12**, 4335 (2021).
47. M. März, R. Schmidt, S. Rastegar, U. Strähle, Regenerative response following stab injury in the adult zebrafish telencephalon. *Dev. Dyn.* **240**, 2221–2231 (2011).
48. T. Moerman, S. A. Santos, C. B. González-Blas, J. Simm, Y. Moreau, J. Aerts, S. Aerts, GRNBoost2 and Arboreto: Efficient and scalable inference of gene regulatory networks. *Bioinformatics* **35**, 2159–2161 (2019).
49. K. J. Webb, M. Coolen, C. J. Gloeckner, C. Stigloher, B. Bahn, S. Topp, M. Ueffing, L. Bally-Cuif, The Enhancer of split transcription factor Her8a is a novel dimerisation partner for Her3 that controls anterior hindbrain neurogenesis in zebrafish. *BMC Dev. Biol.* **11**, 27 (2011).
50. S.-F. Tzeng, Inhibitors of DNA binding in neural cell proliferation and differentiation. *Neurochem. Res.* **28**, 45–52 (2003).

51. G. Bai, N. Sheng, Z. Xie, W. Bian, Y. Yokota, R. Benezra, R. Kageyama, F. Guillemot, N. Jing, Id sustains Hes1 expression to inhibit precocious neurogenesis by releasing negative autoregulation of Hes1. *Dev. Cell* **13**, 283–297 (2007).
52. M. Boareto, D. Iber, V. Taylor, Differential interactions between Notch and ID factors control neurogenesis by modulating Hes factor autoregulation. *Development* **144**, 3465–3474 (2017).
53. U. Coppola, J. S. Waxman, Origin and evolutionary landscape of Nr2f transcription factors across Metazoa. *PLOS ONE* **16**, e0254282 (2021).
54. L. S. Tang, H. M. Alger, F. A. Pereira, COUP-TFI controls Notch regulation of hair cell and support cell differentiation. *Development* **133**, 3683–3693 (2006).
55. C. Montemayor, O. A. Montemayor, A. Ridgeway, F. Lin, D. A. Wheeler, S. D. Pletcher, F. A. Pereira, Genome-wide analysis of binding sites and direct target genes of the orphan nuclear receptor NR2F1/COUP-TFI. *PLOS ONE* **5**, e8910 (2010).
56. A. Hollnagel, V. Oehlmann, J. Heymer, U. Rüther, A. Nordheim, Id genes are direct targets of bone morphogenetic protein induction in embryonic stem cells. *J. Biol. Chem.* **274**, 19838–19845 (1999).
57. G. Zhang, M. Ferg, L. Lübke, M. Takamiya, T. Beil, V. Gourain, N. Diotel, U. Strähle, S. Rastegar, Bone morphogenetic protein signaling regulates Id1-mediated neural stem cell quiescence in the adult zebrafish brain via a phylogenetically conserved enhancer module. *Stem Cells* **38**, 875–889 (2020).
58. G. Zhang, L. Lübke, F. Chen, T. Beil, M. Takamiya, N. Diotel, U. Strähle, S. Rastegar, Neuron-radial glial cell communication via BMP/Id1 signaling is key to long-term maintenance of the regenerative capacity of the adult zebrafish telencephalon. *Cells* **10**, 2794 (2021).
59. R.-F. Li, T.-Y. Wu, Y.-Z. Mou, Y.-S. Wang, C.-L. Chen, C.-Y. Wu, Nr2f1b control venous specification and angiogenic patterning during zebrafish vascular development. *J. Biomed. Sci.* **22**, 104 (2015).

60. G. Chowdhury, K. Umeda, T. Ohyanagi, K. Nasu, K. Yamasu, Involvement of nr2f genes in brain regionalization and eye development during early zebrafish development. *Dev. Growth Differ.* **66**, 145–160 (2024).
61. S. Katz, D. Cussigh, N. Urbán, I. Blomfield, F. Guillemot, L. Bally-Cuif, M. Coolen, A nuclear role for miR-9 and argonaute proteins in balancing quiescent and activated neural stem cell states. *Cell Rep.* **17**, 1383–1398 (2016).
62. H. Shibata, Z. Nawaz, S. Y. Tsai, B. W. O'Malley, M.-J. Tsai, Gene silencing by chicken ovalbumin upstream promoter-transcription factor i (COUP-TFI) is mediated by transcriptional corepressors, nuclear receptor-corepressor (N-CoR) and silencing mediator for retinoic acid receptor and thyroid hormone receptor (SMRT). *Mol. Endocrinol.* **11**, 714–724 (1997).
63. C. E. Muller-Sieburg, H. B. Sieburg, J. M. Bernitz, G. Cattarossi, Stem cell heterogeneity: Implications for aging and regenerative medicine. *Blood* **119**, 3900–3907 (2012).
64. I. Imayoshi, M. Sakamoto, M. Yamaguchi, K. Mori, R. Kageyama, Essential roles of Notch signaling in maintenance of neural stem cells in developing and adult brains. *J. Neurosci.* **30**, 3489–3498 (2010).
65. O. Ehm, C. Göritz, M. Covic, I. Schäffner, T. J. Schwarz, E. Karaca, B. Kempkes, E. Kremmer, F. W. Pfrieger, L. Espinosa, A. Bigas, C. Giachino, V. Taylor, J. Frisén, D. C. Lie, RBPJ $\kappa$ -dependent signaling is essential for long-term maintenance of neural stem cells in the adult hippocampus. *J. Neurosci.* **30**, 13794–13807 (2010).
66. J. L. Ables, N. A. Decarolis, M. A. Johnson, P. D. Rivera, Z. Gao, D. C. Cooper, F. Radtke, J. Hsieh, A. J. Eisch, Notch1 is required for maintenance of the reservoir of adult hippocampal stem cells. *J. Neurosci.* **30**, 10484–10492 (2010).
67. T. E. Anthony, H. A. Mason, T. Gridley, G. Fishell, N. Heintz, Brain lipid-binding protein is a direct target of Notch signaling in radial glial cells. *Genes Dev.* **19**, 1028–1033 (2005).

68. M. Namihira, J. Kohyama, K. Semi, T. Sanosaka, B. Deneen, T. Taga, K. Nakashima, Committed neuronal precursors confer astrocytic potential on residual neural precursor cells. *Dev. Cell* **16**, 245–255 (2009).
69. L. Dang, K. Yoon, M. Wang, N. Gaiano, Notch3 signaling promotes radial glial/progenitor character in the mammalian telencephalon. *Dev. Neurosci.* **28**, 58–69 (2006).
70. U. Jadhav, M. Saxena, N. K. O'Neill, A. Saadatpour, G.-C. Yuan, Z. Herbert, K. Murata, R. A. Shivdasani, Dynamic reorganization of chromatin accessibility signatures during dedifferentiation of secretory precursors into Lgr5<sup>+</sup> intestinal stem cells. *Cell Stem Cell* **21**, 65–77.e5 (2017).
71. S. Bonzano, I. Crisci, A. Podlesny-Drabiniok, C. Rolando, W. Krezel, M. Studer, S. De Marchis, Neuron-astroglia cell fate decision in the adult mouse hippocampal neurogenic Niche is cell-intrinsically controlled by COUP-TFI in vivo. *Cell Rep.* **24**, 329–341 (2018).
72. V. Silva-Vargas, A. R. Maldonado-Soto, D. Mizrak, P. Codega, F. Doetsch, Age-dependent niche signals from the choroid plexus regulate adult neural stem cells. *Cell Stem Cell* **19**, 643–652 (2016).
73. J. Zhang, S. Fukuhara, K. Sako, T. Takenouchi, H. Kitani, T. Kume, G. Y. Koh, N. Mochizuki, Angiopoietin-1/Tie2 signal augments basal Notch signal controlling vascular quiescence by inducing delta-like 4 expression through AKT-mediated activation of  $\beta$ -catenin. *J. Biol. Chem.* **286**, 8055–8066 (2011).
74. D. R. M. Seib, N. S. Corsini, K. Ellwanger, C. Plaas, A. Mateos, C. Pitzer, C. Niehrs, T. Celikel, A. Martin-Villalba, Loss of Dickkopf-1 restores neurogenesis in old age and counteracts cognitive decline. *Cell Stem Cell* **12**, 204–214 (2013).
75. L. Xu, Y. Chen, Y. Huang, E. Sandanaraj, J. S. Yu, R. Y.-T. Lin, P. Dakle, X.-Y. Ke, Y. K. Chong, L. Koh, A. Mayakonda, K. Nacro, J. Hill, M.-L. Huang, S. Gery, S. W. Lim, Z. Huang, Y. Xu, J. Chen, L. Bai, S. Wang, H. Wakimoto, T. T. Yeo, B. T. Ang, M. Müschen, C. Tang, T. Z. Tan, H. P. Koeffler, Topography of transcriptionally active chromatin in glioblastoma. *Sci. Adv.* **7**, eabd4676 (2021).

76. M. S. Sosa, F. Parikh, A. G. Maia, Y. Estrada, A. Bosch, P. Bragado, E. Ekpin, A. George, Y. Zheng, H.-M. Lam, C. Morrissey, C.-Y. Chung, E. F. Farias, E. Bernstein, J. A. Aguirre-Ghiso, NR2F1 controls tumour cell dormancy via SOX9- and RAR $\beta$ -driven quiescence programmes. *Nat. Commun.* **6**, 6170 (2015).
77. S.-Y. Yeo, M. Kim, H.-S. Kim, T.-L. Huh, A. B. Chitnis, Fluorescent protein expression driven by her4 regulatory elements reveals the spatiotemporal pattern of Notch signaling in the nervous system of zebrafish embryos. *Dev. Biol.* **301**, 555–567 (2007).
78. C. S. McGinnis, L. M. Murrow, Z. J. Gartner, DoubletFinder: Doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. *Cell Syst.* **8**, 329–337.e4 (2019).
79. J. D. Welch, V. Kozareva, A. Ferreira, C. Vanderburg, C. Martin, E. Z. Macosko, Single-cell multi-omic integration compares and contrasts features of brain cell identity. *Cell* **177**, 1873–1887.e17 (2019).
80. H. T. N. Tran, K. S. Ang, M. Chevrier, X. Zhang, N. Y. S. Lee, M. Goh, J. Chen, A benchmark of batch-effect correction methods for single-cell RNA sequencing data. *Genome Biol.* **21**, 12 (2020).
81. S. Aibar, C. B. González-Blas, T. Moerman, V. A. Huynh-Thu, H. Imrichova, G. Hulselmans, F. Rambow, J.-C. Marine, P. Geurts, J. Aerts, J. van den Oord, Z. K. Atak, J. Wouters, S. Aerts, SCENIC: Single-cell regulatory network inference and clustering. *Nat. Methods* **14**, 1083–1086 (2017).
82. G. A. Rousselet, C. R. Pernet, R. R. Wilcox, Beyond differences in means: robust graphical methods to compare two groups in neuroscience. *Eur. J. Neurosci.* **46**, 1738–1748 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

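Cells of the adult zebrafish telencephalon, enriched for GFP pos cells of *Tg(sox2:gfp)* fish and treated with the gamma-secretase inhibitor LY, were measured in 3 replicates by droplet single-cell RNA sequencing. The authors mapped the reads to GRCz11 with the Ensembl annotation and counted UMIs per gene and cell barcode with Cell Ranger, and the deposited values are whole UMI counts without normalization. The paper's untreated and DMSO-treated datasets are not among the files, so no comparison between treatments was made. The paper and the deposited description differ in the length of the treatment, and the paper's 24 hours were used. The 3 replicates differ in sorting day and library, and the design does not separate these from biological variation between fish.

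Cells with at least 200 genes, at most 10% mitochondrial UMIs, and a residual within 3 SD of a loess fit of genes on UMIs (span 0.5, fitted in R 4.3.3 per replicate) were kept, as in the paper's methods. Doublets were scored per replicate with Scrublet in scanpy 1.11.5. Its automatic threshold marked under 0.5% of the cells of every replicate, so the planned fallback was used, in which the highest-scoring 0.8% per 1000 cells were left out. Counts were scaled to 10000 UMIs per cell and log-transformed, the 2000 most variable genes were taken, gene means were centred per replicate, and values were clipped at 10. Leiden clustering (leidenalg 0.10.2, resolution 1, seed 1) was run on a shared-neighbour graph with 15 neighbours in 30 principal components. The qNSCs and the proliferating cells were then clustered apart in the same way. From the variable genes of these 2 later clusterings, 35 genes under test and the ribosomal protein genes were left out, so that their clusters did not rest on them directly. The clustering of all cells, which set the qNSCs and the proliferating cells, kept them. Genes that vary with them also stayed in, so tests between the clusters are not independent of the clustering. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and scikit-learn 1.9.0 were used.

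Markers of cell types and of the paper's qNSC clusters were listed before the data were examined, from the paper's text and its Fig. S2D and from general knowledge of cell types. A marker counted as raised in a cluster when at least 10% of its cells had a UMI and its mean log value exceeded that of the other cells by more than 0.1. A cluster of at least 20 cells could take a class with at least 3 raised markers, if 1 of them was among the 10 genes with the largest rise in the cluster or, outside qNSC clusters, if at least 0.5 of the listed markers were raised, and the class with the highest mean log2 ratio of its markers was taken. A proliferating cluster that also met the conditions for neurons, OPCs, oligodendrocytes, or macrophages stayed unnamed. The naming rules were settled after several had been tried and after the clusters, with the shares of *ascl1a*, *ccnd1*, *her4.1*, and *nr2f1b* in them, had been seen. In the rule used, each qNSC cluster is a candidate for the class with its highest score among those that meet the conditions above, and each class is given to the highest-scoring candidate. Under another rule that was tried, the cluster with both q4 and q5 markers would have been joined to the q5-like cluster, and the results of joining them are given as an alternative chosen after seeing the data.

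The files list 743 gene symbols a further time under another identifier, and for each gene named in the text the identifier with the most UMIs was used. For shares of positive cells, UMIs were drawn at random without replacement down to 1000 per cell. Of the qNSCs, 304 cells had fewer and were left out, and of the q5-like cells 68. Intervals are exact Clopper-Pearson 95% intervals, also where no cell was positive, whereas the share that a count of 0 is said to allow is that of 3 cells.

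UMIs were summed per replicate for the groups compared, and genes were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment over all tested genes, threshold of 0.05) with the replicate as a block. The standard errors given are the size of the log2 fold change divided by the square root of the F statistic. The 2 sums of a replicate come from the same library, and across genes their deviations from the group means correlated with coefficients of 0.239, 0.142, and 0.107 in the 3 replicates for q5-like against other qNSCs and of 0.369, 0.320, and 0.151 for cycling NSC-like against cycling IPC-like cells, genes not being independent replicates. The sums of q5-like cells held 102064, 180171, and 112269 UMIs, and those of the other qNSCs 2700328, 1875389, and 2097502. The genes named in the text are those the paper names for the LY dataset and, for q5-like against other qNSCs, the 5 genes with the largest rise and the 5 with the largest fitted fall among genes past the threshold with 1 direction in every replicate, at least 50 UMIs in the higher group, and no part in the clustering or the markers. Leading genes of clusters, the *gfp* transgene, *mcm5*, and the regulators beside *nr2f1b* and *id1* fall outside this rule and were chosen after their values had been seen.

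Regulators were ranked by gradient boosting written after the description of GRNBoost2 (learning rate of 0.01, up to 5000 trees of depth 3, 0.1 of the regulators per tree, 0.9 of the cells per tree, stopping when the mean improvement in the cells left out fell under 0 over 25 trees), on log-transformed counts per 10000. Transcription factor genes were taken by symbol prefixes, because the paper's own list was not available. A first version of the boosting was replaced after its ranks had been seen, and in it *nr2f1b* ranked 4 in place of 3 for *her8a* and the same for *her4.1*, *her9*, and *hey1*.

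The tests were tried on simulated data. With 200 genes changed by 1 or 2 on the log2 scale in counts drawn at the depth and dispersion of the q5-like comparison, edgeR called 96 of them (48.0%) with 3 false calls, and DESeq2 1.42.0 called 68 with none false. At the depth of the comparison of cycling cells, edgeR called 161 (80.5%) with 3 false calls and DESeq2 90. In 10 simulations of the boosting, the true regulator ranked 1 in all 10. Each simulated target depended on a single regulator, with a 5-fold rise in cells that had its UMIs. These simulations therefore do not show whether a top rank marks a regulator or a gene that shares a cluster with the target.

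The alternatives set before the data were examined were a mitochondrial limit of 5%, at least 500 genes per cell, no loess filter, doublets kept, no centring, resolutions of 0.6 and 1.5, each replicate left out in turn, thinning to 500 or 2000 UMIs or none, 2 UMIs to call a cell positive, *pnp6*-positive against *pnp6*-negative qNSCs in place of the q5-like cluster, the genes under test kept in the clustering, DESeq2, no filter on low counts, no replicate block, other seeds, and, for the boosting, each replicate alone, the *her* and *hey* genes left out of the regulators, and thinned counts. Alternatives added after seeing the data were the joined q5-like cluster, the cluster with neuronal genes left out of the qNSCs, the proliferating cluster with OPC markers counted as cycling, and the cycling IPC-like cluster led by *her4* genes left out.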

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

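In this part, the comparison of *gfp* UMIs at full depth was chosen only after the one at 1000 UMIs per cell had been seen. The paper used GFP for sorting and does not report on transcripts of the transgene, but the deposited files hold a *gfp* gene. Its UMIs were found in 6.56% of the qNSCs of the LY dataset without thinning (median of 1770 UMIs per cell), above the limit that a count of 0 allows, which is what singled this result out. At full depth, they were also found in 3.76% of neurons (exact 95% interval 3.30 to 4.28%, median of 1403 UMIs per cell). Free RNA is a candidate explanation for *gfp* UMIs in cells other than NSCs and would give a like share in all cell types. At 1000 UMIs per cell, the shares of neurons (1.83%, 1.46 to 2.27%) and of macrophages and oligodendrocytes (0.543%, 0.0659 to 1.95%) had overlapping intervals and did not decide. Without thinning, 1.56% of macrophages and oligodendrocytes had a *gfp* UMI (0.628 to 3.18%), apart from the share of neurons, although the neurons had fewer UMIs per cell (median of 1403 against 2121). This argues against free RNA spread evenly over all cells as the whole source of *gfp* UMIs in neurons. Transcripts kept by neurons from their progenitors, and doublets that were not left out, stay open, and no biological explanation was tested, because the design holds a single condition.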

How the results depend on the processing

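Results were recomputed under 727 combinations of a result and an alternative, of which 613 kept their direction and their side of the threshold or moved by less than the spread between replicates. The alternatives chosen after seeing the data were the joined q5-like cluster, the neuronal cluster left out, the proliferating cluster with OPC markers counted as cycling, and the cycling IPC-like cluster led by *her4* genes left out. In the comparison of q5-like with other qNSCs, *her4.1*, *her4.2*, *her6*, *her8a*, *her9*, *hey1*, *fabp7a*, *slc1a2b*, *glula*, *nr2f1b*, *msrb2*, *psph*, *ascl1a*, *ccnd1*, *dla*, *sox4a*, *sox11a*, *sox11b*, *stmn1a*, *gadd45gb.1*, *si:dkey-188h10.3*, *ttf1*, and *pcdh1g13* kept their direction and stayed past the threshold under every alternative that gave them a value, with log2 fold changes from 2.72 to 3.97 for *her4.1*, -2.61 to -0.89 for *ascl1a*, and -3.86 to -1.19 for *ccnd1* under those set before the data were examined. Among single genes, 39 values changed their side of the threshold with the direction kept, 33 weaker and 6 stronger, among them those of *id1*. For each change given in this part without a reason, the cause was not tested.

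The number of cells retained fell to 16210 with a mitochondrial limit of 5% and to 15173 with at least 500 genes per cell, filters that remove cells by construction. The mean share of cycling cells was 15.0% with at least 500 genes per cell, 16.9% without centring, and 15.0% at a resolution of 0.6. Between 25.4 and 32.3% were cycling in the means that each left out one replicate.

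Shares of positive cells follow the depth and the number of UMIs asked for by construction. With 500 UMIs, 2000 UMIs, no thinning, and at least 2 UMIs, in this order, *ascl1a* was found in 47.0, 74.8, 76.7, and 40.8% of qNSCs, and *ccnd1* in 52.0, 73.5, 79.5, and 48.9%. With at least 500 genes per cell, *ccnd1* was found in 72.4%. In *timp4.3*-positive qNSCs, the shares in the same order were 47.6, 77.1, 78.2, and 37.4% for *ascl1a* and 47.7, 74.0, 78.9, and 41.7% for *ccnd1*. The difference in the *ascl1a* share between *timp4.3*-positive and *timp4.3*-negative qNSCs reversed to 0.720 percentage points at 500 UMIs, 5.75 at 2000 UMIs, and 2.85 without thinning, and ran from -5.25 to 3.32 when one replicate was left out, with the positive value without replicate 1. That in the *ccnd1* share reversed to 1.06 points at 2000 UMIs. The share of *nr2f1b*-positive qNSCs that lay in the q5-like cluster was 48.4% at a resolution of 0.6, 45.6% at 500 UMIs, 47.6% at 2000 UMIs, 77.8% with at least 2 UMIs, 30.9% with *pnp6*-positive cells in place of the cluster, and 53.8% with the joined cluster, which is larger by construction. The difference in the ribosomal share was 4.59 points at 500 UMIs and 3.95 points with at least 2 UMIs.

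*nr2f1b* ranked 2 among regulators of *her4.1* in each replicate alone, with counts thinned to 1000 UMIs, with at least 500 genes per cell, without centring, and at a resolution of 0.6. With one replicate left out, its rank ran from 1 to 3, being 3 without replicate 1.

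The number of genes that differed between q5-like and other qNSCs was 1164 with DESeq2 (597 higher and 567 lower), 2020 without a filter on low counts (641 higher and 1379 lower), 3342 without centring, 4005 at a resolution of 0.6, and 3423 with the joined cluster. It ran from 1428 to 1752 with one replicate left out, and was lowest without replicate 2. Of the genes called by each, 1163 with DESeq2, 1902 without centring, 1782 at a resolution of 0.6, 1774 with the joined cluster, and 1345 without replicate 2 were also among the 2159. Without a filter on low counts, the median log2 fold change over the genes tested in both was -0.38 in place of -0.17, and with DESeq2 it was -0.26. *her15.1*, which was past the threshold in neither direction, reversed to -0.19 with doublets kept, -0.13 with at least 500 genes per cell, -0.24 without centring, -0.11 without a filter on low counts, -0.28 with *pnp6*-positive cells, -0.50 at a resolution of 0.6, -0.11 at a resolution of 1.5, and -0.084 with the joined cluster. Of these, the value at a resolution of 0.6 was past the threshold.

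Between cycling NSC-like and cycling IPC-like cells, 402 genes differed with DESeq2, 607 with at least 500 genes per cell, 696 without the replicate block, 735 without centring, 655 at a resolution of 0.6, and from 668 to 1208 with one replicate left out, with 668 without replicate 2. *her4.1* reversed to 0.0011 with at least 500 genes per cell and to 0.97 at a resolution of 0.6, and *her4.2* to 0.39 with doublets kept and 0.25 at a resolution of 0.6. *stmn1a* reversed to 0.51 with doublets kept, 0.43 with at least 500 genes per cell, 0.39 without centring, 0.14 at a resolution of 0.6, and 0.11 at a resolution of 1.5, and ran from -0.15 to 0.033 with one replicate left out, positive without replicate 1. With the cluster led by *her4* genes left out, 1535 genes differed, and *her4.1* reversed to 0.17, *her4.2* to 0.65, and *stmn1a* to 0.061.

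The depth limits what can be said about single cells. At 1000 UMIs per cell, a gene such as *nr2f1b* was seen in 15.9% of q5-like cells, so that its absence from a cell is not detectable.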

Differences from the paper's values

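Of the cells retained, the share of cycling cells, and the shares of positive cells in table S2 and data S2, 2 differed from the paper's values both by more than the SD of the replicates and by more than 1.5 times, both in cycling NSC-like cells. Without thinning, none of the shares of positive cells differed in this way. A *her4.1* UMI was found in 5.08% of them at 1000 UMIs per cell, against the paper's 9.6% for cluster a1, and of the alternatives set before the data were examined, 2000 UMIs (9.47%), no thinning (12.9%), and a resolution of 0.6 (7.79%) left no such difference, whereas at least 500 genes per cell (5.46%), doublets kept (4.04%), no centring (2.90%), a resolution of 1.5 (5.31%), 500 UMIs (2.48%), and at least 2 UMIs (0.790%) did. An *mcm2* UMI was found in 42.9%, against the paper's 87.8%, and 2000 UMIs (63.1%) and no thinning (73.8%) left no such difference, whereas at least 500 genes per cell (33.0%), doublets kept (41.8%), no centring (40.4%), a resolution of 0.6 (27.6%), a resolution of 1.5 (42.7%), 500 UMIs (24.2%), and at least 2 UMIs (14.1%) did. For the share of cycling cells, the paper's 31.02% differed from the pooled 14.5% with at least 500 genes per cell, 16.2% without centring, and 14.4% at a resolution of 0.6, whereas doublets kept (25.3%) and a resolution of 1.5 (27.5%) left no such difference. For *ccnd1* in q5, the paper's 15.3% differed from 35.7% at a resolution of 0.6 and from 2.87% with at least 2 UMIs, but not from 11.0% at the settings used throughout. In other groups whose value at those settings did not differ, *ccnd1* did so in q1b with doublets kept (52.5% against the paper's 87.9%), in q6 at 500 UMIs (39.0% against 73.4%) and with at least 2 UMIs (29.1%), and in cycling NSC-like cells with at least 500 genes per cell (64.6% against 99.1%), at a resolution of 0.6 (63.9%), at 500 UMIs (57.8%), and with at least 2 UMIs (51.6%), and *stmn1a* did so in these cells at 500 UMIs (49.6% against 97.4%) and with at least 2 UMIs (36.3%).

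The paper states that nearly all NSCs of the LY dataset expressed *ascl1a*. Here, 66.8% of qNSCs had an *ascl1a* UMI at 1000 UMIs per cell and 76.7% without thinning, the highest share under any alternative run.

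The paper names Id1 as a main factor beside Nr2f1b in its analysis of regulators, and Fig. 4B shows *id1* as a regulator of the Notch effectors. Over the LY dataset alone, *id1* ranked 15, 15, 22, and 24 among regulators of *her4.1*, *her8a*, *her9*, and *hey1*. Its best rank for *her4.1* was 7, in replicate 1 alone and with the other *her* and *hey* genes left out of the regulators. By the mean rank over these targets, which is nearer to the paper's view of them together, *id1* came in place 6 of 496 regulators. The paper's analysis also used the untreated dataset.

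The paper states that *id1* reaches its highest levels in q5. By shares of cells with an *id1* UMI, which are not levels, the q5-like cluster was not the highest of the rebuilt qNSC clusters with at least 20 cells, but which was depended on the setting. The highest mean at 1000 UMIs per cell was that of the cluster with both q4 and q5 markers (81.0% ± 5.15 against 75.1% ± 9.82 in the q5-like cluster, SD, n = 3), with a mean difference within replicates of 5.92 ± 8.97 percentage points, and the highest pooled share was that of the *nkx2.1*-led cluster (84.8%). Without thinning, the highest mean was that of the cluster led by neuronal genes (91.7%), against 82.0% in the q5-like cluster. The former had more UMIs per cell (median of 3057.5 against 1389.5), and at 1000 UMIs per cell its mean was 69.4% ± 9.78, below that of the q5-like cluster.

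The paper describes *nr2f1b* expression as exclusive to q5 among LY-treated qNSCs. Here, 39.0% of *nr2f1b*-positive qNSCs lay in the q5-like cluster. The setting with the highest share, at least 2 UMIs, gave 77.8% ± 19.2 (SD, n = 3), from fewer cells than the 54 with at least 1 UMI. With the cluster with both q4 and q5 markers joined, an alternative chosen after seeing the values, the share was 53.8%.

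The paper describes the batch effect between replicates as very small and corrected by linear regression. By variance, the effect was small here too. The replicate accounted for 1.94% over the first 30 principal components without centring, and for at most 0.106% of any component after it. By neighbours, the replicates were less mixed. After centring per replicate, 57.6% of the nearest neighbours of a cell came from its own replicate, against 37.8% expected within clusters. Neither no centring (57.3%) nor thinning (54.0%) brought this share to the expected one.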

Other observations

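In this part, the tests of depth in q5-like cells, the comparison of *nr2f1b* UMIs without thinning, and the counts of other splits were chosen only after the results had been seen, whereas the test of free RNA for *her4.1* was set before.

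The q5-like cells had fewer UMIs per cell than the other qNSCs (median of 1389.5 against 1778), which could lower their shares of *ascl1a*-positive and *ccnd1*-positive cells. The lower depth depended on the setting. At resolutions of 0.6 and 1.5 and with doublets kept, the mean UMIs per cell were higher in q5-like cells. At 1000 UMIs per cell, the share of other qNSCs still exceeded that of q5-like cells by at least 44.0 percentage points for *ascl1a* and 57.3 points for *ccnd1* in each of the 3 replicates, which argues against depth as the cause. The clusters within the qNSCs were drawn without these genes, but the clustering of all cells kept them. The rule that named the q5-like cluster was settled after their shares had been seen.

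*nr2f1b* and *her4.1* UMIs also occurred outside the q5-like cluster, where free RNA could bring them in. At 1000 UMIs per cell, *her4.1* UMIs were found in 5.64% of the other qNSCs (exact 95% interval 4.84 to 6.52%) and in 0.272% of macrophages and oligodendrocytes (0.00688 to 1.5%), so that free RNA alone would be too little. For *nr2f1b*, the planned comparison at that depth left overlapping intervals, with 1.09% of other qNSCs (0.750 to 1.52%) against 0 of 368 cells (0 to 0.997%). Without thinning, the shares were 2.26% (1.78 to 2.83%) and 0.222% (0.00563 to 1.23%), with intervals apart although macrophages and oligodendrocytes had more UMIs per cell (median of 2121 against 1778), which argues against free RNA as the whole source. Cells of q5 placed in another cluster, and expression outside q5, stay open.

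The real split of the 6 sums into q5-like and other qNSCs was the only one, 1 of the 10 splits, to give as many genes past the threshold, and so was that into cycling NSC-like and cycling IPC-like cells, 1 of 10 being the smallest share that 3 sums against 3 allow. All other splits gave 0 genes in both comparisons, with from 9 to 215 genes at an unadjusted p under 0.05 in the first and from 18 to 151 in the second, against 2988 and 1814 in the real splits. Of the 10 splits, 4 part the 2 sums of every replicate as the real one does, and those other than the real one gave 9, 18, and 21 genes at an unadjusted p under 0.05 in the first comparison and 18, 20, and 60 in the second.

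Between the 340 cycling NSC-like and the 503 cycling IPC-like cells of the LY dataset, 1299 of 5443 genes passed (642 higher and 657 lower in NSC-like cells), and 922 of 4534 did outside the genes used for clustering or naming. Relative to IPC-like cells, the log2 fold change in NSC-like cells was 2.02 for *id1*, 0.78 for *ccnd1*, 0.78 for *fabp7a*, -1.12 for *sox11a*, and -0.95 for *sox11b*, all past the threshold and with 1 direction in 3 of 3 replicates. *mcm2* (0.31) passed with 2 of 3 replicates in its direction. *her4.1* had a log2 fold change of -0.51 (2 of 3 replicates, adjusted p = 0.0724 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *stmn1a* one of -0.09, and both missed the threshold. Of the other *her* genes named by the paper and tested, *her6* (1.68), *her9* (1.45), and *her15.1* (0.46) passed and were higher in NSC-like cells in 3 of 3 replicates. *her4.2* (-0.26) also passed, with 2 of 3 replicates in its direction. With one replicate left out, *mcm2* ran from 0.049 without replicate 3 to 0.48 without replicate 1, and it missed the threshold without replicate 2 or 3. Likewise, *her4.1* ran from -0.97 without replicate 3, where it passed, to -0.25 without replicate 1, and *stmn1a* from -0.15 without replicate 3 to 0.033 without replicate 1. Without replicate 2, 668 genes passed. The IPC-like clusters differed in phase, which was not taken out of this comparison. The comparison also depends on the largest of them, which was led in part by *her4* genes. With that cluster left out, an alternative chosen after seeing the data, *her4.1* reversed to 0.17 and missed the threshold, *her4.2* went from -0.26 to 0.65 and passed, and *ccnd1* and *mcm2* rose to 1.47 and 2.86. No difference in *her4* genes between the types is therefore read from this comparison.

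Ribosomal protein genes were left out of the clustering of qNSCs. They took 7.43% ± 0.706 (SD, n = 3) of the UMIs of q5-like cells and 15.4% ± 1.98 of those of the other qNSCs. Of 88 tested, 81 passed, 80 of them lower in q5-like cells, and their median log2 fold change was -1.13. It was -1.16 with DESeq2 and -1.36 without a filter on low counts, and at least 79 were lower and past the threshold under every alternative. Over the genes tested at the settings used throughout, the median was -0.17, -0.26, and -0.38 in the 3 settings. Over all genes that each alternative tested, the median was 0.23 with DESeq2 and -1.01 without the filter, the latter nearer to the ribosomal value. The paper does not report this for q5, and no explanation was tested.

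The qNSC cluster with markers of both q4 and q5 (458 cells, median of 2773.5 UMIs per cell) had *ascl1a* UMIs in 50.1% and *ccnd1* UMIs in 41.1% of its cells at 1000 UMIs per cell, between the q5-like and the q4-like cluster. The paper describes a cluster q4b between q4a and q5 in its integrated dataset, and whether the cluster found here is the same was not tested. The *nkx2.1*-led cluster (99 cells) was also low in both genes, with 27.2% for *ascl1a* (18.4 to 37.4%) and 18.5% for *ccnd1* (11.1 to 27.9%).

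Replicate 1 had the lowest share of cycling cells and the highest share of cells in the clusters named as neurons (38.6, 30.3, and 31.3% in replicates 1, 2, and 3). An unnamed cluster of 1979 cells, with *neurod1*, *neurod2*, and *tbr1b* among its leading genes, was largest in replicate 2. It held 490, 958, and 531 cells, so the order for neurons depends on the naming rule. Cell barcodes shared between replicates numbered 71 for replicates 1 and 2, 53 for 1 and 3, and 54 for 2 and 3. With the proliferating cluster with OPC markers counted as cycling, a choice made after seeing the data, the mean share of cycling cells was 28.4% ± 7.33.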
